# Pre-marked chromatin and transcription factor co-binding shape the pioneering activity of Foxa2

**DOI:** 10.1093/nar/gkz627

**Published:** 2019-07-27

**Authors:** Filippo M Cernilogar, Stefan Hasenöder, Zeyang Wang, Katharina Scheibner, Ingo Burtscher, Michael Sterr, Pawel Smialowski, Sophia Groh, Ida M Evenroed, Gregor D Gilfillan, Heiko Lickert, Gunnar Schotta

## Abstract

Pioneer transcription factors (PTF) can recognize their binding sites on nucleosomal DNA and trigger chromatin opening for recruitment of other non-pioneer transcription factors. However, critical properties of PTFs are still poorly understood, such as how these transcription factors selectively recognize cell type-specific binding sites and under which conditions they can initiate chromatin remodelling. Here we show that early endoderm binding sites of the paradigm PTF Foxa2 are epigenetically primed by low levels of active chromatin modifications in embryonic stem cells (ESC). Priming of these binding sites is supported by preferential recruitment of Foxa2 to endoderm binding sites compared to lineage-inappropriate binding sites, when ectopically expressed in ESCs. We further show that binding of Foxa2 is required for chromatin opening during endoderm differentiation. However, increased chromatin accessibility was only detected on binding sites which are synergistically bound with other endoderm transcription factors. Thus, our data suggest that binding site selection of PTFs is directed by the chromatin environment and that chromatin opening requires collaboration of PTFs with additional transcription factors.

## INTRODUCTION

Transcription factors (TFs) drive lineage-specific transcription programs by binding gene regulatory elements dispersed throughout the genome (1). However, since DNA is wrapped around histones to form nucleosomes and chromatin, TFs have to overcome this physical barrier to bind their DNA target sites (2,3). Although most TFs can recognize their target sequence only on nucleosome-free DNA, so-called pioneer transcription factors (PTFs) have the peculiar ability to engage their target sequence on nucleosomal DNA (4,5). Following binding to their target sites, PTFs can induce chromatin opening supporting the recruitment of non-pioneer TFs and ultimately leading to activation of the underlying gene regulatory elements (6,7). Interestingly, despite their potentially universal targeting, PTFs only bind to a subset of their potential DNA binding motif containing target sites (6,8–9). These findings imply that additional mechanisms, such as cell-type specific cofactors (10,11) and chromatin environment (12–15) can influence binding site selection of PTFs.

While it is widely recognized that PTFs have the capacity to engage with previously inaccessible regions of chromatin, there is still scarce understanding of how they initiate remodelling and opening of the surrounding chromatin. Binding of PTFs can lead to eviction of nucleosomes (16) or displacement of linker histone H1 (17). However, it is currently unclear how PTFs assemble distinct chromatin remodelling machineries on specific binding sites.

We have tackled those questions by studying the paradigm PTF Foxa2 in the physiological context of *in vitro* endoderm differentiation from mouse ESCs. We found that Foxa2 binding during endoderm differentiation is dynamic with stable and differentiation stage-specific binding sites. Endoderm-specific Foxa2 binding sites feature low levels of active chromatin modifications in ESCs, suggesting an epigenetic priming for Foxa2 recruitment during differentiation. We found that Foxa2 binding is required but not sufficient for chromatin opening. Rather, co-binding of Foxa2 with additional endoderm TFs appears necessary for chromatin opening. In summary, our data suggest that binding sites for pioneer transcription factors are epigenetically primed and that chromatin opening requires synergistic binding of transcription factors in close vicinity.

## MATERIALS AND METHODS

### Endoderm differentiation of DKI mESCs

DKI ESCs (Foxa2-Venus heterozygous; Sox17-Cherry homozygous) (18,19) were thawed on gamma-irradiated feeders and maintained undifferentiated in ESC medium based on DMEM (12634028, Gibco) containing 15% FCS, mLIF (self-made), 12 ml HEPES 1M (2503024, Gibco), 5 ml Penicillin/Streptomycin (15140122; Gibco), and 1 ml 2-mercaptoethanol (Gibco, 31350-010). In vitro differentiation of the ESCs towards endoderm was carried out in monolayer on 0.1% gelatine coated dishes. The cells were mouse embryo fibroblast feeder cells (MEF) depleted and cultured for few consecutive passages on gelatine and ESC medium. On the day of differentiation, ESCs were seeded (2.8 million cells for 3 days differentiation and 2.1 million cells for 5 days differentiation) on 10 cm gelatine coated dishes directly in endoderm differentiation medium (EDM) consisting of 500 ml Advanced DMEM / F-12 (1×) (Thermo Fisher Scientific; 12634-10), 500 ml Advanced RPMI 1640 (1×) (Thermo Fisher Scientific; 12633-012), 22 ml GlutaMAXTM–I CTSTM (Thermo Fisher Scientific; 12860-01), 200 μl AlbuMAX 100mg/ml (Thermo Fisher Scientific; 11021-029), 22 ml HEPES 1M (Thermo Fisher Scientific; 15630-056), 70 μl Cytidine 150 mg/ml (SIGMA; C4654), 0,9 ml ß-mercaptoethanol 50 mM (Thermo Fisher Scientific; 31350-10), 12 ml Pen/Strep (10 000 U/ml) (Thermo Fisher Scientific; 10378016), 1 ml Insulin-Transferin-Selenium Ethanolamine (Thermo Fisher Scientific; 51500-056), supplemented with 1 ng/ml of murine Wnt3a (1324 WN-CF, R&D systems) and 10 ng/ml of Activin A (338-AC, R&D systems). Freshly prepared EDM supplemented with Wnt3a and Activin A was added every day. Cells were collected on day 3 and day 5 for FACS isolation and routinely tested for mycoplasma contamination.

### Endoderm differentiation of Foxa2^Venus^ ESCs

Prior to endoderm differentiation Wnt3a feeder cells (0.15 × 10^6^/well) (20) were seeded on 0.1% gelatin coated six well plates in endoderm differentiation medium (EDM), consisting of 500 ml advanced DMEM/F-12, 500 ml advanced RPMI, 2.2× GlutaMAX, 20 mg/l Albumax, 22 mM HEPES, 10 μg/ml Cytidine, 0.045 mM ß-mercaptoethanol.

In parallel, the Foxa2-Venus KO ESCs were split on mitomycin-treated MEFs in ESC medium without LIF. The following day, the ESCs (C59 het, C63 het, C9 homo and C17 homo) were pre-plated twice to isolate the ESCs from the mitomycin-treated feeder cells and subsequently 0.6 × 10^6^ ESCs were seeded on the Wnt3a feeders cells in 1:1 Wnt3a conditioned medium and EDM containing Activin A (12 ng/ml). Twenty four hours later, the medium was replaced with EDM containing Activin A (12 ng/ml) and refreshed every day. Cells were collected on day 3 for FACS isolation and routinely tested for mycoplasma contamination.

### RNAseq of DKI cells

Total RNA from two independent biological replicates of day0, day3F+ and day5FS+ was isolated employing the RNA Clean & Concentrator kit (Zymo Research) including digestion of remaining genomic DNA according to producer′s guidelines. The Agilent 2100 Bioanalyzer was used to assess RNA quality and only high quality RNA (RIN > 8) was further processed for removal of ribosomal RNA with the Ribo-Zero Magnetic Gold Kit (Human/Mouse/Rat; Illumina). Ribosomal-depleted RNA was used as input for library preparation with Illumina TruSeq V2 RNA prep kit and processed according to the manufacturer's instruction. Libraries were quality controlled by Qubit and Agilent DNA Bioanalyzer analysis. Deep sequencing was performed on a HiSeq 2500 system according to the standard Illumina protocol for 100 bp paired end reads with v3 sequencing reagents.

### RNAseq of Foxa2^Venus^ and Doxy-Foxa2 cells

Total RNA from FACS-sorted cells was isolated employing RNA Clean & Concentrator kit (Zymo Research) including digestion of remaining genomic DNA according to producer's guidelines. The Agilent 2100 Bioanalyzer was used to assess RNA quality and only high-quality RNA (RIN > 8) was further processed for cDNA synthesis with SMART-Seq v4 Ultra Low Input RNA Kit (Clontech cat. 634888) according to the manufacturer's instruction. cDNA was fragmented to an average size of 200–500 bp in a Covaris S220 device (5 min; 4°C; PP 175; DF 10; CB 200). Fragmented cDNA was used as input for library preparation with MicroPlex Library Preparation Kit v2 (Diagenode, cat. C05010012) and processed according to the manufacturer's instruction. Libraries were quality controlled by Qubit and Agilent DNA Bioanalyzer analysis. Deep sequencing was performed on a HiSeq 1500 system according to the standard Illumina protocol for 50 bp single-end reads with v3 sequencing reagents.

### ChIP-seq of histone modifications

1-2 million FACS-sorted cross-linked cells (1% formaldehyde, 10min RT) were lysed in 100 ul Buffer-B (50 mM Tris–HCl, pH 8.0, 10 mM EDTA, 1%SDS, 1× protease inhibitors -Roche) and sonicated in a microtube (Covaris; 520045) using a Covaris S220 device until most of the DNA fragments were 200–500 base pairs long (settings: temperature 4°C, duty cycle 2%, peak incident power 105 W, cycles per burst 200). After shearing, lysates were centrifuged 10 min, 4°C, 12 000g and supernatant diluted with 900 ul of Buffer-A (10 mM Tris–HCl, pH 7.5, 1 mM EDTA, 0.5 mM EGTA,1% Triton X-100, 0.1% SDS, 0.1% Na-deoxycholate, 140 mM NaCl, 1× protease inhibitors-Roche). 150 ul of sonicated chromatin was then incubated 4 h at 4°C on a rotating wheel with 3 μg of antibody conjugated to 10 μl of Protein G Dynabeads (ThermoFisher). The antibodies used were: anti-H3K4me1 (Diagenode; Pab-037-050), H3K4me3 (Diagenode; Pab-003-050), H3K27ac (Diagenode; Pab-174-050), H3K27me3 (Diagenode; Pab-069-050), H3K9me3 (Diagenode; Pab-056-050), H4K20me3 (Diagenode; Pab-057-050). Beads were washed four times with Buffer-A (10 mM Tris–HCl, pH 7.5, 1 mM EDTA, 0.5 mM EGTA,1% Triton X-100, 0.1% SDS, 0.1% Na-deoxycholate, 140 mM NaCl, 1× protease inhibitors-Roche) and once with Buffer-C (10 mM Tris–HCl, pH 8.0, 10 mM EDTA). Beads were re-suspended in 100 μl elution buffer (50 mM Tris–HCl, pH 8.0, 10 mM EDTA, 1% SDS) and incubated 20 min at 65°C. Supernatant was transferred to a new tube. Crosslink reversal of immunoprecipitated DNA was carried out overnight at 65°C. Then 100 μl TE (10 mM Tris–HCl, pH 8.0, 1 mM EDTA) was added, RNA was degraded by 4 μl RNase A (10 mg/ml) for 1 h at 37°C and proteins were digested with 4 μl Proteinase K (10 mg/ml) at 55°C for 2 h. Finally, DNA was isolated by phenol:chloroform:Isoamyl alcohol purification followed by ethanol precipitation. Purified DNA was used as input for library preparation with MicroPlex Library Preparation Kit v2 (Diagenode, cat. C05010012) and processed according to the manufacturer′s instruction. Libraries were quality controlled by Qubit and Agilent DNA Bioanalyzer analysis. Deep sequencing was performed on HiSeq 1500/2500 systems according to the standard Illumina protocol for 50bp single-end reads using v3 reagents.

### ChIP-seq of transcription factors

1-2 million FACS-sorted cross-linked cells (1% formaldehyde, 10min RT) were lysed in 100 ul Buffer-B-0.3 (50 mM Tris–HCl, pH 8.0, 10 mM EDTA, 0.3% SDS, 1× protease inhibitors -Roche) and sonicated in a microtube (Covaris; 520045) using a Covaris S220 device until most of the DNA fragments were 200–500 base pairs long (settings: temperature 4°C, duty cycle 2%, peak incident power 105 W, cycles per burst 200). After shearing, lysates were centrifuged 10 min, 4°C, 12 000g and supernatant diluted with 1 volume of Dilution Buffer (1 mM EGTA 300 mM NaCl, 2% Triton X-100, 0.2% sodium deoxycholate, 1× protease inhibitors-Roche). Sonicated chromatin was then incubated 4 h at 4°C on a rotating wheel with 6 ug of antibody conjugated to 20 μl of Protein G Dynabeads (ThermoFisher). The antibodies used were anti-Foxa2 (SantaCruz; sc6554x), anti-Gata4 (R&D Systems; AF2606), anti-Nanog (Bethyl lab; A300-397-A). Beads were washed four times with Buffer-A (10 mM Tris–HCl, pH 7.5, 1 mM EDTA, 0.5 mM EGTA,1% Triton X-100, 0.1% SDS, 0.1% Na-deoxycholate, 140 mM NaCl, 1× protease inhibitors) and once with Buffer-C (10 mM Tris–HCl, pH 8.0, 10 mM EDTA). Beads were then incubated with 70 μl elution buffer (0.5% SDS, 300 mM NaCl, 5 mM EDTA, 10 mM Tris–HCl pH 8.0) containing 2 μl of Proteinase K (20 mg/ml) for 1 h at 55°C and 8 h at 65°C to revert formaldehyde crosslinking, and supernatant was transferred to a new tube. Another 30 μl of elution buffer was added to the beads for 1 min and eluates were combined and incubated with another 1 μl of Proteinase K for 1 h at 55°C. Finally, DNA was purified with SPRI AMPure XP beads (Beckman Coulter) (sample-to-beads ratio 1:2). Purified DNA was used as input for library preparation with MicroPlex Library Preparation Kit v2 (Diagenode, cat. C05010012) and processed according to the manufacturer′s instruction. Libraries were quality controlled by Qubit and Agilent DNA Bioanalyzer analysis. Deep sequencing was performed on HiSeq 1500/2500 systems according to the standard Illumina protocol for 50 bp single-end reads using v3 reagents.

### meDIP-seq and Hydroxy-meDIP-seq

The procedure was adapted from (21,22). Genomic DNA from FACS-sorted cells was randomly sheared to 100–500 bp in a microtube (Covaris; 520045) using a Covaris S220 device (400 s; 4°C; PP 140; DF 10; CB 200). Sonicated DNA was end-repaired, A-tailed and ligated to Illumina multiplex adaptors according to NEBNext DNA library prep kit (NEB E6040S). Ligated DNA was purified using Agencourt AMPure XP beads (Beckman Coulter). 1 μg of adaptor-ligated DNA was used for each immunoprecipitation and heat-denatured at 95°C for 10 min, rapidly cooled on ice and immunoprecipitated overnight at 4°C with rocking agitation in 500 ml immunoprecipitation buffer (10mM sodium phosphate buffer, pH 7.0, 140mM NaCl, 0.05% Triton X-100) using 1 μl of mouse monoclonal anti-5-methylcytosine antibody (Eurogentec BI-MECY-0100) or 0,5 μl of rabbit 5-Hydroxymethylcytosine antibody (Active Motif 39769). To recover the antibody-bound DNA fragments, 50 μl Protein G Dynabeads (ThermoFisher) and, only to anti-5-methylcytosine IPs, 5 μl of rabbit anti-mouse IgG secondary antibody (Active Motif 53017) were added and incubated for an additional 2 h at 4 °C with agitation. After immunoprecipitation a total of 7–10 immunoprecipitation washes were performed with ice-cold immunoprecipitation buffer. Washed beads were resuspended in TE buffer with 0.25% SDS and 0.25 mg/ml proteinase K for 2 h at 55 °C with vigorous shaking (900 rpm). DNA was purified with the PCR clean-up MinElute kit (Qiagen) and eluted in 30 ul. Samples were then amplified by PCR with Illumina primers (NEBNext Multiplex Oligos for Illumina cat. E7335) in a 50 μl reaction with 2× PCR master mix (NEB cat. M0541). PCR cycled as: (i) 98°C, 30 s; (ii) 98°C, 10 s; (iii) 60°C, 30 s; (iv) 72°C, 30 s; (v) repeat steps (ii)–(iv) for 4–10 cycles; (vi) 72°C, 5 min. Amplified libraries were purified using Agencourt AMPure XP beads (Beckman Coulter). Quality control was carried out with a Qubit fluorometer and a Bioanalyzer (Agilent). 50 bp single-end sequencing was performed with a a HiSeq 1500 sequencer with v3 reagents (Illumina).

### ATAC-seq

ATAC-seq was done as previously described (23). Briefly, 50 000 FACS sorted cells were washed in 1× PBS, re-suspended in 50 ul of lysis buffer (10 mM Tris pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP40,) and spun at 500 g for 10 min at 4°C to collect nuclei. Nuclei were subsequently re-suspended in 50 μl Transposase reaction containing 25 μl 2× tagmentation buffer, 22.5 μl water, 2.5 μl Tn5 Transposase (Illumina Nextera DNA Library Preparation Kit, cat. FC-121-1030). Reactions were incubated for 30 min at 37°C in a thermomixer shaking at 300 rpm and DNA purified using PCR clean-up MinElute kit (Qiagen). The transposed DNA was subsequently amplified in 50 μl reactions with custom primers as described (23). After 4 cycles libraries were then monitored with qPCR: 5 μl PCR sample in a 15 μl reaction with the same primers. qPCR output was monitored for the ΔRN; 0.25 ΔRN cycle number was used to estimate the number of additional cycles of the PCR reaction needed for the remaining PCR samples. Amplified libraries were purified with the PCR clean-up MinElute kit (Qiagen) and size selected for fragments <600 bp using the Agencourt AMPure XP beads (Beckman Coulter). Libraries were quality controlled by Qubit and Agilent DNA Bioanalyzer analysis. Deep sequencing was performed on a HiSeq 1500 system according to the standard Illumina protocol for 50 bp single-end or paired-end reads.

### Fluorescence activated cell sorting

For RNAseq, ATACseq and meDIP-seq, following trypsin treatment, cells were resuspended in PBS with 10% FCS before FACS collection. For ChIP-seq cells, cells were fixed for 10 min with 1% formaldehyde and quenched with 0.125 M final concentration glycine before FACS collection. FACS was performed with a FACSAria instrument (BD Biosciences). Data were analyzed with FlowJo software.

## RESULTS

### Isolation of Foxa2 expressing mesendoderm and endoderm cells

To study Foxa2 binding site selection and Foxa2-dependent chromatin changes we decided to investigate the transition from pluripotent ESCs via mesendoderm (MESEND) progenitors to definitive endoderm (DE) cells using an *in vitro* differentiation system (Figure 1A). For isolating cells from specific stages of endoderm commitment in high purity we made use of a double knock-in (DKI) mouse ESC line carrying Foxa2-Venus and Sox17-Cherry fusion reporter genes (18,19). The resulting TF fluorescent fusion proteins are expected to be functional, as homozygous *Foxa2^FVF/FVF^; Sox17^SCF/SCF^* mice are fully viable without any obvious phenotypes. By fluorescence-activated cell sorting (FACS) we isolated pure populations of Foxa2-Venus^neg^/Sox17-Cherry^neg^ pluripotent ESCs, Foxa2-Venus^pos^/Sox17-Cherry^neg^ mesendoderm cells after three days and Foxa2-Venus^pos^/Sox17-Cherry^pos^ cells after five days of differentiation (Figure 1A, Supplementary Figure S1A). We refer to these cell populations as d0 (pluripotent ESCs), d3F (Foxa2^pos^ mesendoderm cells) and d5FS (Foxa2^pos^/Sox17^pos^ definitive endoderm cells). Transcriptome analyses of these populations revealed stage-specific expression signatures with 1053 differentially expressed genes (fold change > 2; *P*_adj_ < 0.05; Figure 1B, Supplementary Figure S1B, C, Supplementary Table S1). 

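RNA-seq was performed on 2 independent replicates each of d0, d3F and d5FS cells, 6 samples in all. ESCs are pluripotent cells from the early mouse embryo. Wnt3a and Activin A are signalling proteins that direct them towards endoderm, and the knock-in reporters fuse the fluorescent proteins Venus and Cherry to Foxa2 and Sox17, so that cells can be sorted by the TFs they express. According to the Methods, total RNA was depleted of ribosomal RNA with the Ribo-Zero kit before paired-end libraries were made. The Supplementary Methods state that reads were aligned to mm10 with STAR, and that expression values were taken from RSEM, a program that distributes reads among the transcripts they could come from. For every sample the authors deposited the RSEM gene table, with an expected count, a TPM (a share of transcripts, scaled to the same sum in each sample) and an FPKM value for each of 24054 genes of a RefSeq annotation. The expected counts are estimated numbers of read pairs per gene and are not normalized.

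Expected counts summed to 22102085.99 and 22258890.05 in d0 replicates 1 and 2, to 22768686.01 and 20676971.54 in d3F, and to 16457728.93 and 17555022.90 in d5FS. Supplementary Table S10 of the paper lists 54048524 to 64692648 uniquely aligned reads for the libraries of these populations. The values given here use the expected counts. The table names one library of each population as mRNA and the other as total RNA, and does not state which is replicate 1. The counts were rounded to whole numbers and normalized with the TMM method of edgeR, whose factors ranged from 0.87717 to 1.0822. The filterByExpr function of edgeR kept 14539 genes, and one quasi-likelihood model with a mean per population was fitted to all 6 samples, leaving 3 residual degrees of freedom. Genes were counted as differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1.

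Replicates 1 and 2 correlated across genes on the scale of log2 CPM (counts scaled to the same library size) with a Pearson r of 0.9509 in d0, 0.9718 in d3F and 0.9613 in d5FS. Genes are not independent replicates, and the correlation describes only how similar the profiles were. The log2 difference between the replicates had an SD over genes of 0.8849 in d0, 0.6633 in d3F and 0.7609 in d5FS. It exceeded 1 for 3046, 1649 and 2267 of the 14539 genes. A chi-square test of the counts gave 190.4, 87.92 and 85.04 per degree of freedom, far above sampling noise. This does not show that the replicates are independent. Every sample was counted as a replicate of its own because the Methods describe the replicates as independent.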

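Between d0 and d3F, 683 genes passed the thresholds, of which 407 were higher and 276 were lower in d3F. Between d3F and d5FS, 224 genes passed, with 157 higher and 67 lower in d5FS. The largest number, 3313, separated d0 from d5FS, with 1800 genes higher and 1513 lower in d5FS. In total, 3401 genes differed in at least one of the 3 comparisons. All 1053 genes of Supplementary Table S1 were in the files, 1042 of them were tested, and 1031 (97.91%) passed the thresholds in at least one comparison. Each Table S1 gene that passed changed in the same direction as the expression values listed for it in the table, for 493 genes from d0 to d3F, 182 from d3F to d5FS and 1004 from d0 to d5FS.

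The populations share the replicate numbers 1 and 2, and the pairing of the samples was taken from these labels. With the replicate number as a block, 1320 genes passed from d0 to d3F, 918 from d3F to d5FS and 4296 from d0 to d5FS, and 4619 passed in any comparison. As a check of the pairing, the differences between replicate 1 and replicate 2 of each gene correlated between populations with r = 0.314 for d0 and d3F, 0.324 for d0 and d5FS and 0.278 for d3F and d5FS, across genes. With 4 possible pairings, the smallest exact p that the check allows is 0.25. The choice of test moved the total most, to 1117 genes in any comparison when DESeq2 tested against a log2 fold change of 1.

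Among genes past the thresholds with a mean of at least 1 TPM in d0 or d5FS, the 5 with the largest increase from d0 to d5FS were Lhx1os, Fgb, Srgn, Gckr and Pga5. Lhx1os, a lincRNA gene on chromosome 11 of mm10 from 84525660 to 84535831, had 0 counts in both d0 samples and 137 and 173 counts in d5FS, a log2 fold change of 10.49 (standard error 1.19, adjusted p = 0.00294 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pga5, on chromosome 19 from 10668956 to 10678071, rose from 0.605 ± 0.12 TPM (SD, n = 2) in d0 to 303.6 ± 34.8 TPM (SD, n = 2) in d5FS. Its log2 fold change was 9.301 (standard error 0.792, adjusted p = 0.00127 from the same edgeR test). Fgb, Srgn and Gckr had log2 fold changes of 10.3, 10.06 and 10.03. The 5 largest decreases were those of Cphx2, Apoo-ps, Hist1h2aa, Stmn3 and Hist1h2ba, with log2 fold changes of -9.294, -8.085, -7.478, -7.43 and -7.088. Apoo-ps is annotated as a processed pseudogene, Cphx2 has 3 transcript entries in the annotation of the files, and the histone genes belong to a multigene family, so reads of these genes can be shared with near-identical copies. When one replicate was left out at a time, the calls of Cphx2 and Apoo-ps were lost in 2 of the 6 fits, those without a d5FS replicate.

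**Figure D1:**
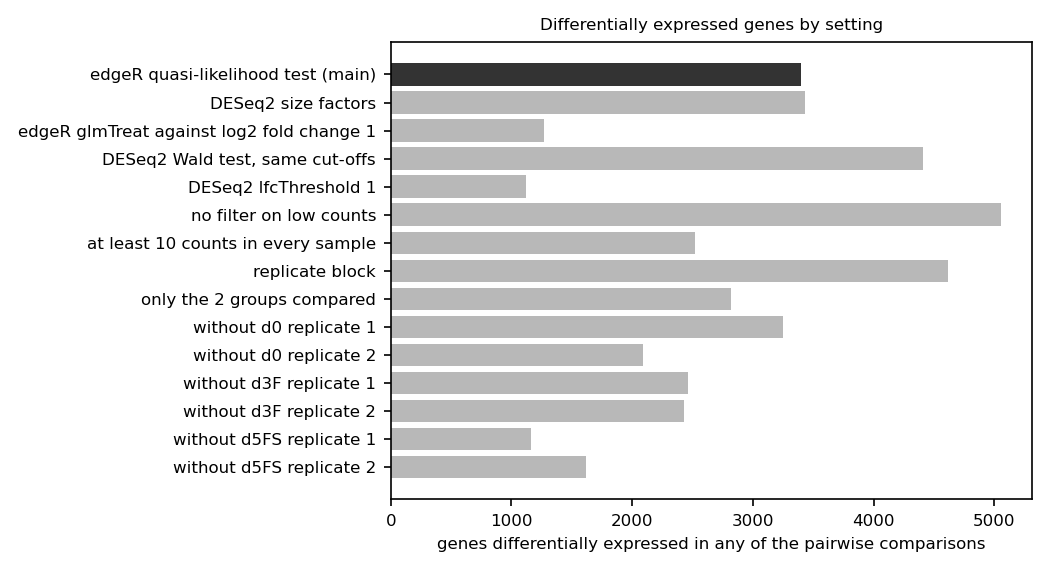
Number of genes that passed the thresholds in any of the 3 pairwise comparisons, under each processing setting. The main setting (dark bar) gave 3401 genes, and the other bars range from 1117 with the DESeq2 test against a log2 fold change of 1 to 5058 without a filter on low counts.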

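Of the 6 pluripotency genes in Fig. 1C, every one had its highest mean TPM in d0. Pou5f1 (Oct4), on chromosome 17 of mm10 from 35506018 to 35510772, had 428.6 ± 91.3 TPM (SD, n = 2) in d0, 267.1 ± 197 in d3F and 16.11 ± 6.99 in d5FS. Its log2 fold change from d0 was -1.071 in d3F (standard error 0.403, adjusted p = 0.175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was not past the threshold, and -4.529 in d5FS (standard error 0.462, adjusted p = 0.00173). Nanog, on chromosome 6 from 122707489 to 122714633, changed by -1.274 in d3F (standard error 0.59, adjusted p = 0.27) and by -3.768 in d5FS (standard error 0.652, adjusted p = 0.00715). Sox2, on chromosome 3 from 34650405 to 34652461, changed by -3.1 in d3F (standard error 0.59, adjusted p = 0.027) and by -3.663 in d5FS (standard error 0.607, adjusted p = 0.00613). Dppa5a, Klf4 and Zfp42 were lower in both populations, with log2 fold changes from -4.538 to -3.089 in d3F and from -4.477 to -2.232 in d5FS, all past the thresholds. Dppa5a spread widely within d0, with 907.16 TPM in replicate 1 and 3090.37 in replicate 2. For most of these values the fit without d0 replicate 2 lay farthest from the main fit, and it put the log2 fold change of Nanog from d0 to d3F at 0.09617. It put Klf4 at -1.776 in d3F and -0.9234 in d5FS, and Dppa5a at -2.236 and -2.16. The calls of Sox2, Dppa5a, Klf4 and Zfp42 in d3F were not kept in every fit without one replicate. In d5FS this held for Dppa5a, Klf4 and Nanog.

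The mesoderm genes differed in level. T (Brachyury), on chromosome 17 from 8434423 to 8442496, had 3.94 ± 4.37 TPM (SD, n = 2) in d0, 38.36 ± 32.9 in d3F and 1.32 ± 1.13 in d5FS. Its rise to d3F (log2 fold change 3.254, standard error 0.748, adjusted p = 0.0487 from the same edgeR test) and its fall to d5FS (-4.336, standard error 0.792, adjusted p = 0.0437) were both past the thresholds, although the 2 replicates of d3F stood at 61.65 and 15.07 TPM. Noto rose by 5.307 (adjusted p = 0.0137) and then changed by -5.058 (adjusted p = 0.0259), and Mesp1 rose by 3.922 (adjusted p = 0.0417) and then changed by -6.019 (adjusted p = 0.0421), from means of at most 2.025 TPM. Hand2, Tbx5 and Hand1 had mean values of 0.35, 0.1 and 0.26 TPM in d3F, and none of their changes passed the threshold in the main fit. The call of T from d0 to d3F was lost in 5 of the 6 fits that each left out one replicate, and that of Mesp1 in all 6. The value that moved farthest was that of Tbx5 from d3F to d5FS, from -1.795 to -7.266 without d5FS replicate 2, on at most 35 counts per sample. When the replicate number was fitted as a block, a pairing taken from the labels and checked by correlations of 0.278 to 0.324 between same-numbered samples, Hand2 passed from d0 to d3F (3.574, adjusted p = 0.0275), and the adjusted p of T fell to 0.00334 from d0 to d3F and 0.00366 from d3F to d5FS.

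Among the 10 genes of the endoderm panel, Foxa2, Sox17, Gata4, Cer1 and Dkk1 were higher in d3F than in d0, and all but Cdx2 were higher in d5FS than in d0. Foxa2, on chromosome 2 from 148042877 to 148046969, had 0.035 ± 0.0212 TPM (SD, n = 2) in d0, 17.93 ± 10.8 in d3F and 9.17 ± 0.269 in d5FS. Its log2 fold change was 8.417 from d0 to d3F (standard error 0.692, adjusted p = 0.0024 from the edgeR test), and it did not differ between d3F and d5FS (-0.3094, standard error 0.453, adjusted p = 0.765). Sox17, on chromosome 1 from 4490931 to 4497354, rose at each step, by 3.909 to d3F (standard error 0.649, adjusted p = 0.0173) and by a further 3.029 to d5FS (standard error 0.571, adjusted p = 0.0453). The d3F cells were sorted as Sox17-Cherry negative and the d5FS cells as positive, so the sorting favours the Sox17 rise between them. Foxa2-Venus likewise separated the d0 cells from both other populations, which favours the rise of Foxa2 from d0. Gata4, on chromosome 14 from 63198922 to 63271692, had 0.29 ± 0.0141, 6.74 ± 4.6 and 26.77 ± 6.13 TPM (SD, n = 2) in d0, d3F and d5FS. Its change from d0 to d3F passed (4.474, adjusted p = 0.0231), and that from d3F to d5FS did not (2.361, adjusted p = 0.138). Hnf4a and Afp rose from d3F to d5FS, by 5.397 (adjusted p = 0.0263) and 7.742 (adjusted p = 0.016), and had not passed the threshold in d3F. Hhex passed from d0 to d5FS (3.054, adjusted p = 0.00543), and Pyy had 0 counts in both d3F samples, so it was not detectable at their depth, and 96 and 15 counts in d5FS. The largest shift in this group came from leaving out d3F replicate 2, which put Hnf4a at 0.7558 from d0 to d3F and at 7.635 from d3F to d5FS. From d3F to d5FS, the calls of Sox17 (2.421 to 4.036), Hnf4a (4.504 to 7.635) and Afp (6.39 to 8.418) were not kept in every fit without one replicate. The fit without d3F replicate 1 lost the calls of this comparison across genes, so the loss does not single out these genes. From d0 to d3F, the calls of Sox17 (2.907 to 4.512) and Gata4 (2.956 to 5.207) were not kept in every fit without one replicate. Under the replicate block, with the pairing from the labels and its check values of 0.278 to 0.324, the rises from d3F to d5FS of Gata4 (2.619, adjusted p = 0.0132), Dkk1 (2.276, adjusted p = 0.0125) and Hhex (1.764, adjusted p = 0.0429) also passed. From these profiles the paper reports lower pluripotency genes, mesoderm genes that are expressed transiently in d3F and a progressive rise of endoderm genes.

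**Figure D2:**
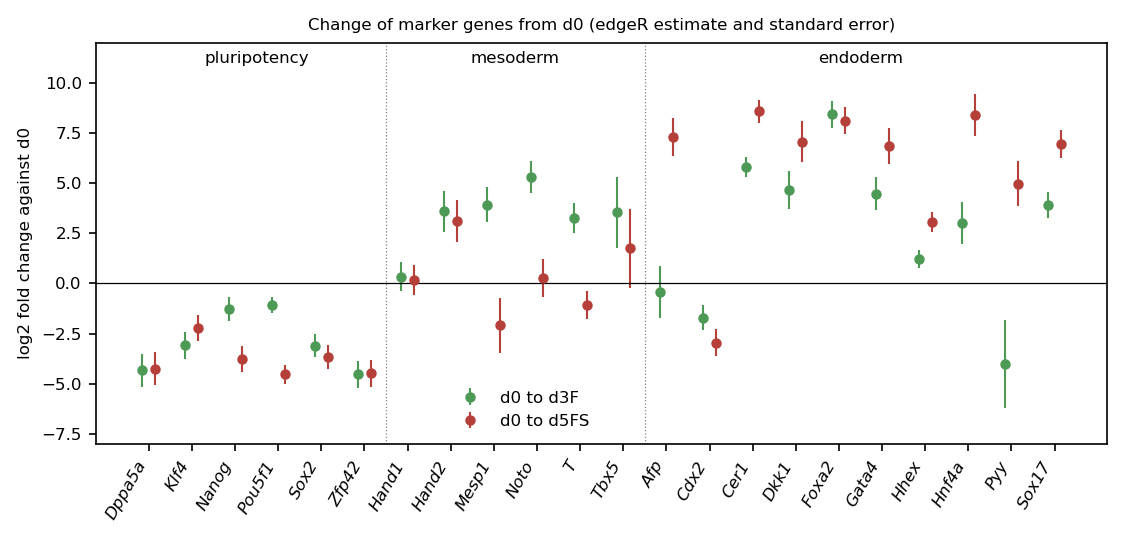
Log2 fold change from d0 (vertical axis) of the marker genes of Fig. 1C in d3F (green) and d5FS (red), as estimated by edgeR. Bars show the standard error. Foxa2 stands at 8.417 in d3F and 8.108 in d5FS, and Pou5f1 at -1.071 and -4.529.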

Consistent with the progressive differentiation to endoderm we observed downregulation of pluripotency genes, a transient expression of mesoderm genes in d3F cells and progressive induction of endoderm genes in d3F and d5FS cells (Figure 1C). Expression of anterior endoderm markers (Cer1, Dkk1) and absence of posterior definitive endoderm markers (Cdx2) suggests that the *in vitro* differentiation favors the generation of cells resembling anterior definitive endoderm. 

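Cer1 lies on chromosome 4 of mm10 from 82881751 to 82885148 (GENCODE M21) and Dkk1 on chromosome 19 from 30545863 to 30549665. Cer1 had 0.36 ± 0.339 TPM (SD, n = 2) in d0, 19.61 ± 4.23 in d3F and 90.03 ± 3.08 in d5FS. Rescaled by the TMM factors, Cer1 stood at 105.4 ± 35.46 TPM (SD, n = 2) in d5FS. It rose by 5.812 on the log2 scale from d0 to d3F (standard error 0.501, adjusted p = 0.00269 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 2.751 from d3F to d5FS (standard error 0.416, adjusted p = 0.0242). Dkk1 had 0.125 ± 0.0919, 4.065 ± 1.25 and 14.88 ± 8.39 TPM (SD, n = 2) in d0, d3F and d5FS, with log2 fold changes of 4.646 from d0 to d3F (standard error 0.952, adjusted p = 0.0336) and 7.051 from d0 to d5FS (standard error 1.03, adjusted p = 0.00433). The posterior marker Cdx2, on chromosome 5 from 147300805 to 147307270, had 0.775 ± 0.00707 TPM (SD, n = 2) in d0, 0.33 ± 0.255 in d3F and 0.09 ± 0.0283 in d5FS. In d5FS this amounted to 8 counts in each replicate, of totals of 16457728.93 and 17555022.90. Its log2 fold change from d0 to d5FS was -2.961 (standard error 0.684, adjusted p = 0.019). Cdx1 and Cdx4, shown beside Cdx2 in Supplementary Figure S7B, stood at 0.065 ± 0.0212 and 0.005 ± 0.00707 TPM (SD, n = 2) in d5FS. Leaving out d0 replicate 2 had the greatest effect, on Cdx1, whose log2 fold change from d0 to d5FS went from -4.858 to -1.662. The call of Cdx2 (-3.426 to -2.298) was not kept in every leave-one-out fit. The same held for Cer1 from d3F to d5FS (2.353 to 3.047) and Dkk1 from d0 to d3F (3.806 to 6.584). For Cer1 this does not single out the gene, because leaving out d3F replicate 1 removed the calls from d3F to d5FS across genes. With anterior markers expressed and posterior markers absent in these cells, the paper proposes that the protocol favours cells resembling anterior definitive endoderm.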

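The expression part of the ranking behind Fig. 1D is a score per TF, given in the Supplementary Methods as the log of the fold change times the negative log of the adjusted p. The bases of the logs are not given there. The score was computed here for the TFs drawn in Fig. 1D from the edgeR estimates, as log2 fold change times -log10 adjusted p. The connectivity part needs the STRING database and was not analysed here. All 15 TFs of the d0-d3F network were tested, and 12 of them were higher in d3F than in d0 past the thresholds. The other 3 were Meox1, Gata1 and Ets1, with adjusted p-values of 0.0588, 0.0577 and 0.0684 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 30 TFs of the d0-d5FS network were tested and all 30 were higher in d5FS. The paper had chosen the drawn TFs partly by their expression change in these same populations, so these counts give no independent support. With the replicate number as a block, a pairing taken from the labels and checked by correlations of 0.278 to 0.324 between same-numbered samples, Meox1 and Gata1 passed from d0 to d3F (for Gata1, log2 fold change 3.528, adjusted p = 0.0153), and Otx2 no longer did (2.961, adjusted p = 0.0505).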

To highlight the transcription factor network responsible for endoderm differentiation we identified the most influential transcription factors by their expression change and connectivity (Figure 1D). 

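In the d0-d3F network, Foxa2 had the highest expression score of the 15 TFs, 22.05. The d3F cells were sorted as Foxa2-Venus positive and the d0 cells as negative, which favours this score. Foxa2 was followed by Lhx1 (score 19.27), Gsc (16.83), Gata6 (13.91) and Mixl1 (10.88). Eomes, on chromosome 9 of mm10 from 118478212 to 118486132, ranked 7 with a score of 8.677 and rose from 1.18 ± 1.05 TPM (SD, n = 2) in d0 to 18.19 ± 1.17 in d3F, a log2 fold change of 4.021 (standard error 0.436, adjusted p = 0.00695 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gata4 ranked 9 with a score of 7.321. Of the 5 TFs drawn as large nodes, 4 were among the 5 highest scores. In the d0-d5FS network of 30 TFs, Lhx1 (24.5), Foxa2 (23.49), Hnf4a (21.54), Gsc (20.43) and Sox17 (19.16) had the highest scores, with Gata6 ranked 6, Gata4 ranked 7 and Eomes ranked 11, and 2 of the 5 large nodes were among the 5 highest. Hnf4a and Sox17 are drawn only in this later network. The d5FS cells were sorted as positive for Foxa2-Venus and Sox17-Cherry, which favours the scores of Foxa2 and Sox17. The DESeq2 test against a log2 fold change of 1 changed the scores most and gave Foxa2 a score of 188.7 and Gata4 a rank of 7 from d0 to d3F. The replicate block gave Foxa2 a score of 20.94 and a rank of 3 from d0 to d3F, with Gata4 ranked 6 and Eomes ranked 8. Combining such scores with the connectivity of each TF, the paper proposes that Foxa2, Gata4 and Eomes matter most for starting endoderm differentiation and that further TFs become important later.

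**Figure D3:**
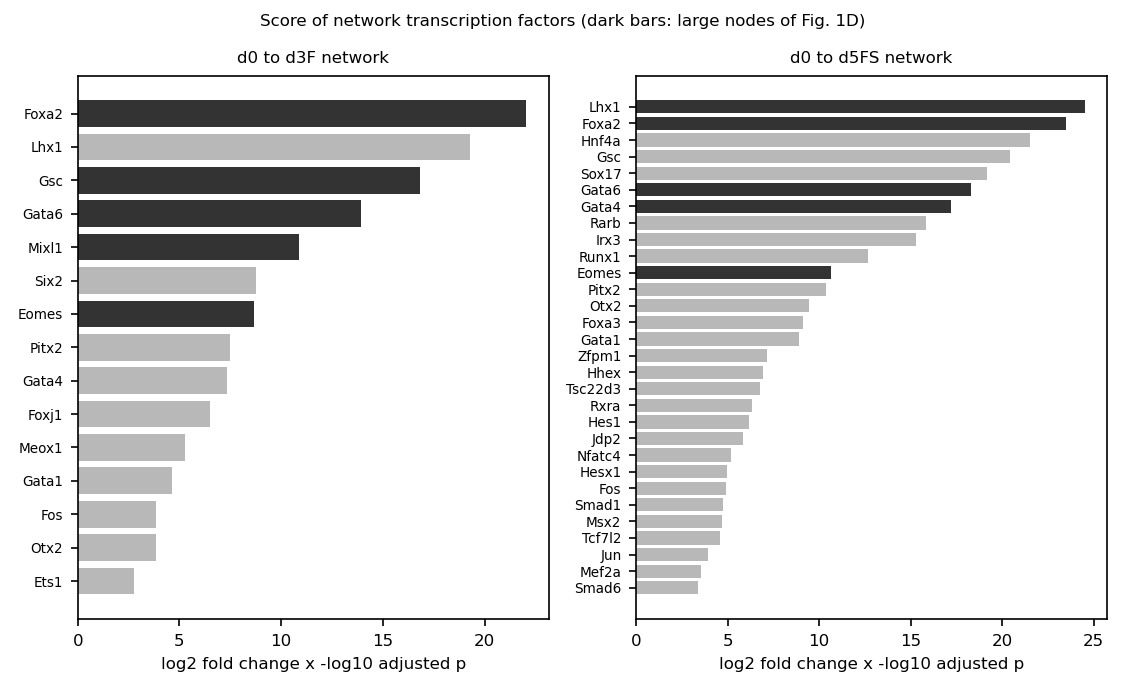
Expression score (horizontal axis, log2 fold change times -log10 adjusted p, no unit) of the TFs drawn in the d0-d3F network (left) and the d0-d5FS network (right). Dark bars are the 5 TFs drawn as large nodes in Fig. 1D. Foxa2 is highest on the left with 22.05, and Lhx1 is highest on the right with 24.5.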

This analysis suggests that transcription factors such as Foxa2, Gata4 and Eomes appear as most important to initiate endoderm differentiation (d0–d3F network), while the importance of additional TFs emerges in later stages of endoderm differentiation (d0–d5FS network).

**Figure 1.**
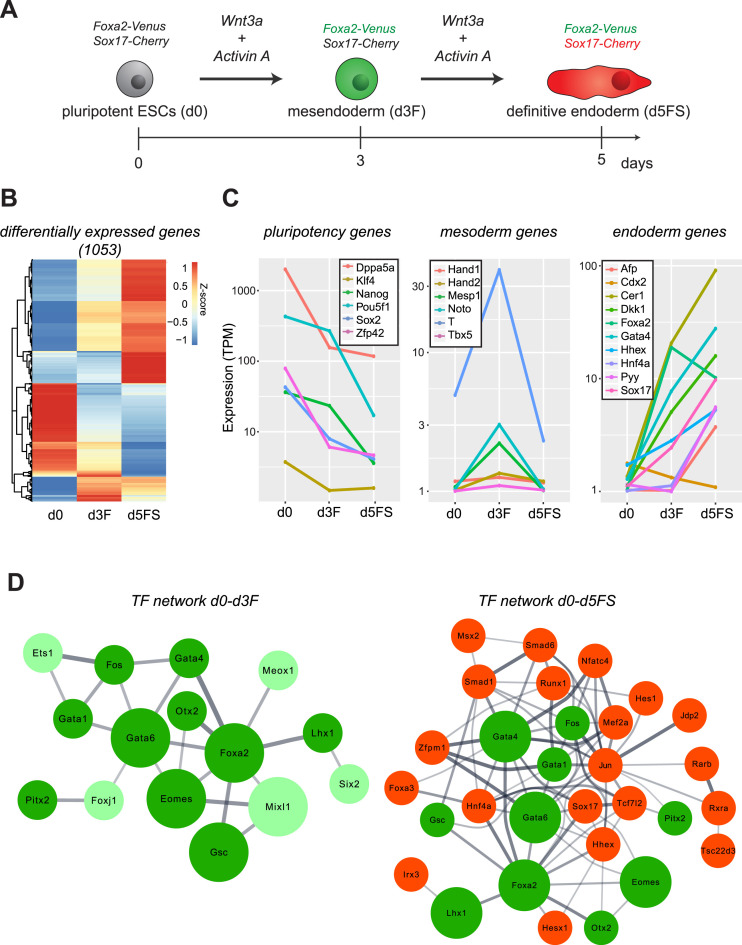
An in vitro differentiation system modelling early endoderm differentiation. (**A**) Endoderm differentiation of ESCs is triggered by Wnt3A/Activin A treatment. Mesendoderm (Foxa2-Venus^pos^; Sox17-Cherry^neg^) and endoderm (Foxa2-Venus^pos^; Sox17-Cherry^pos^) cells can be isolated by FACS. (**B**) Heat map showing z-scores of the expression levels of the 1053 differentially expressed genes between pluripotent ESCs (d0), mesendoderm (d3F) and endoderm (d5FS) cells (*P*_adj_ < 0.05, fold change > 2; *n* = 2 for each condition). (**C**) Average expression levels of selected marker genes for pluripotent, mesoderm and endoderm cells in the *in vitro* differentiated ESCs (TPM – Transcripts Per Kilobase Million; *n* = 2 for each condition). (**D**) Network of most influential transcription factors, driving transition from pluripotent ESCs (d0) through a mesendoderm stage (d3F) to definitive endoderm (d5FS) cells. Bigger nodes correspond to the top 5 transcription factors. Width of edges corresponds to String database (StringDB) scores. Only connected nodes are plotted. Color code: light green factors are specific to the d0–d3F network, green factors are present in both networks, red factors emerge in the d0–d5FS network.

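The 3401 genes that passed the thresholds in any comparison were sorted by their pattern. The largest classes were the 1443 genes (42.4%) higher in d5FS only and the 1266 genes (37.2%) lower in d5FS only, against d0. A further 355 genes (10.4%) were higher and 247 genes (7.26%) lower in both d3F and d5FS. In d3F alone, 52 genes were higher and 27 lower. With the replicate number as a block, 229 genes changed in d3F alone, and 1081 changed the same way in d3F and d5FS. A fall from d3F to d5FS after a rise from d0 to d3F was found for 15 genes, among them T, Noto, Mesp1 and Mixl1. Opposite directions against d0 were found for 2 genes, and 9 genes differed only between d3F and d5FS. Genes counted as changed in d5FS only include those whose change in d3F stayed within the thresholds. The class that rises to d3F and then falls depended most on single samples. T, Noto, Mesp1 and Mixl1 were no longer in it without d3F replicate 1 or without d5FS replicate 1. These fits lost the calls of a fall from d3F to d5FS across genes, so this does not single out members of the class. The class held 49 genes with the replicate number as a block, a pairing taken from the labels. That pairing was checked by correlations of 0.278 to 0.324 between same-numbered samples. Without d3F replicate 2, 3 genes changed in d3F alone in place of 79, and 94 changed the same way in d3F and d5FS in place of 602.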

Thus, by combining *in vitro* endoderm differentiation with FACS sorting we could isolate two consecutive stages of endoderm differentiation resembling features of mesendoderm and anterior definitive endoderm cells.

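The position of the d3F cells between d0 and d5FS was examined over all genes that differed between d0 and d5FS. These genes were chosen for that gap, and the d0 samples enter both comparisons. This favours high percentages, so the values describe the position and do not establish an intermediate state. Of the 1800 genes higher in d5FS, 1689 (93.8%) had a d3F estimate above that of d0, with no threshold applied to d3F. For 1560 (86.7%) the d3F estimate lay between those of d0 and d5FS. For the 1513 genes lower in d5FS the numbers were 1457 (96.3%) and 1293 (85.5%). Taken over both directions, d3F lay in between for 2853 of 3313 genes (86.1%). This percentage moved most when d3F replicate 1 was left out, to 81.3%. At the level of single markers, T and Mixl1 were highest in d3F, with 38.36 ± 32.9 and 6.915 ± 4.94 TPM (SD, n = 2). Sox17 and Cer1 were highest in d5FS, with 8.79 ± 1.26 and 90.03 ± 3.08 TPM (SD, n = 2). Only the d5FS cells were sorted as Sox17-Cherry positive, which favours this order for Sox17. Mixl1, on chromosome 1 of mm10 from 180693043 to 180697034, rose by 4.888 from d0 to d3F (standard error 0.513, adjusted p = 0.00595 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and changed by -2.616 from d3F to d5FS (standard error 0.452, adjusted p = 0.0368). The paper concludes that differentiation together with FACS yielded consecutive stages whose features resemble those of mesendoderm and anterior definitive endoderm.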

### Foxa motifs are over-represented in regions of increased chromatin accessibility upon endoderm differentiation

To get additional insight into the gene regulatory network governing the transition from mouse pluripotent ESCs via MESEND progenitors to the DE stage we used the assay of transposase-accessible chromatin using sequencing (ATAC-seq) (23) to determine the genome-wide chromatin accessibility landscape in d0, d3F and d5FS cells. Overall, we identified 190606 accessible regions, located primarily at non-promoter regions representing putative enhancers (Supplementary Figure S2A). Consistent with previous reports (24,25), the PCA analysis of all ATAC peaks, promoter peaks or non-promoter peaks demonstrated that in particular non-promoter ATAC peaks are a strongly distinguishing feature of the three cell populations (Supplementary Figure S2C). We then assessed differential accessibility between the differentiation stages (fold change > 2, P_adj_ < 0.05) and found that 5.8% ATAC peaks change in the transition d0–d3F and 23.4% in the transition d0–d5FS (Figure 2A–C). The differentially accessible regions (DARs) are located primarily at non-promoter regions (Figure 2A). A heatmap of the top regulated ATAC peaks during endoderm differentiation (Figure 2B) recapitulates the pattern of transcriptional changes observed by RNA-seq (Figure 1B). 

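The link between expression and accessibility was computed from the edgeR calls and the gene symbols listed in Supplementary Table S2 for each class of DAR. The sheets of the table are shortened in the files analysed here, so only symbols that sort within the listed part were used. Of 324 genes higher in d3F than in d0, 96 (29.6%) were linked to a region of increased accessibility in the d0-d3F comparison, against 12.4% of the other tested genes (odds ratio 2.97, Fisher's exact test, p = 1.07e-15). Of 141 genes lower in d3F, 54 (38.3%) were linked to a region of decreased accessibility, against 20.7% of the other genes (odds ratio 2.38, Fisher's exact test, p = 2.87e-06). From d0 to d5FS, 158 of 308 genes with lower expression (51.3%) were linked to a region of decreased accessibility, against 39.5% (odds ratio 1.61, Fisher's exact test, p = 7.07e-05). No rows were listed for increased accessibility from d0 to d5FS, which gives no value. Genes that changed in the opposite direction to the accessibility had odds ratios of 0.537 (p = 0.0122), 1.75 (p = 0.000629) and 1.23 (p = 0.0675) in the same order, from Fisher's exact test. For these 6 tests, the Benjamini-Hochberg adjusted p-values were 6.42e-15, 8.61e-06 and 0.000141 in the direction of the accessibility and 0.0146, 0.000944 and 0.0675 against it.

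The calls of the DESeq2 test against a log2 fold change of 1 moved the 3 odds ratios in the direction of the accessibility most, to 4.13, 2.82 and 2.71. With the replicate number as a block, a pairing taken from the labels, the 3 odds ratios were 2.65, 2.43 and 1.75, and the pairing check gave correlations of 0.278 to 0.324. From percentages of this kind the paper concludes that DARs correlate well with regulated genes, and it names proximity to the TSS as the limit of the link.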

Thus, DARs show a good correlation with regulated genes (Supplementary Figure S2B), although the analysis is limited by connecting individual ATAC peaks with specific genes only by proximity to the TSS. To enhance the biological insights obtained from DARs we analysed the annotations of the nearby genes with the GREAT tool (26). In particular, peaks that change in the d0–d3F transition are associated with gene ontology annotations connected to loss of stem cell properties and the emergence of differentiated cells (Supplementary Figure S2D-F, Supplementary Table S2).

**Figure 2.**
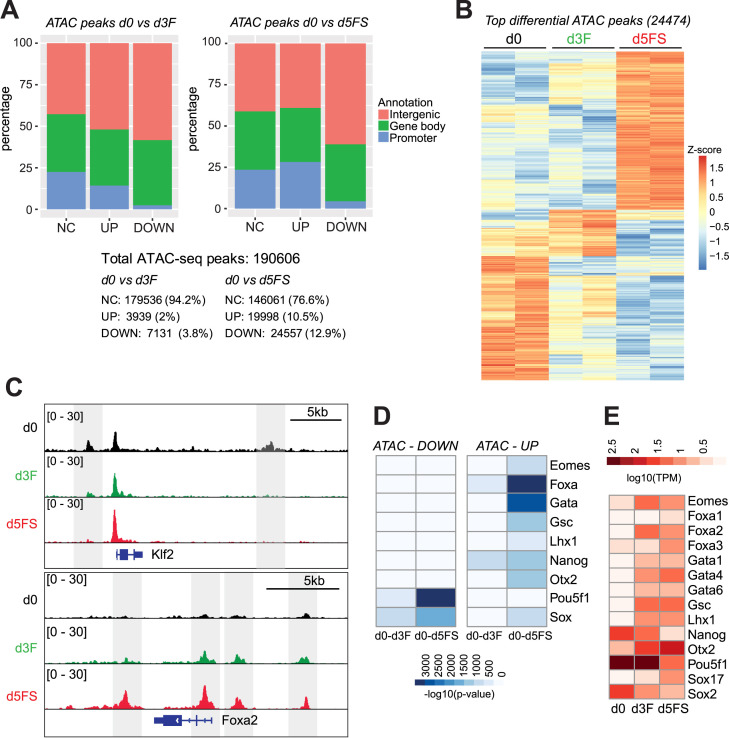
Foxa motifs are over-represented in regions of increased chromatin accessibility upon endoderm differentiation. (**A**) Numbers and percentages of not changed (NC) and dynamic (UP/DOWN) ATAC-seq peaks associated with different genomic features in d0 versus d3F (left panel) or in d0 versus d5FS (right panel) comparison. Peaks are considered dynamic with an ATAC-seq coverage fold change >2. (**B**) Heat map showing relative chromatin accessibility (*z*-scores of normalized ATAC-seq signals) of the top dynamic ATAC-seq peaks (24 474) in pluripotent ESCs (d0), mesendoderm (d3F) and endoderm (d5FS) cells (*P*_adj_ < 0.05, fold change > 4; *n* = 2 for each condition). (**C**) Representative genome browser view of ATAC-seq signals in d0, d3F and d5FS cells. (**D**) Heat map showing the *P*-values of transcription factor motif enrichments in dynamic ATAC-seq peaks. The Homer tool was used to scan for known motifs of expressed transcription factors (TPM > 1). Only the top scoring motifs with –log10 (*P*-value) > 500 are shown. Since members of Foxa, Gata and Sox families bind very similar motifs only the family names are given. Columns represent analyses for differential ATAC peaks between d0–d3F and d0–d5FS. (**E**) Expression heatmap of transcription factors shown in (D) in d0, d3F and d5FS cells. Relevant Foxa, Gata and Sox family members are shown.

Next, to identify transcription factors responsible for establishing DARs during endoderm differentiation we determined DNA binding motifs within differential ATAC peaks (Supplementary Table S3). 

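The pluripotency TFs Pou5f1 (Oct4), Sox2 and Nanog were lower in d5FS than in d0. Pou5f1, on chromosome 17 of mm10 from 35506018 to 35510772, changed by -4.529 on the log2 scale from d0 to d5FS (standard error 0.462, adjusted p = 0.00173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), most of it from d3F to d5FS (-3.458, standard error 0.44, adjusted p = 0.0174). The d3F replicates of Pou5f1 lay at 406.11 and 128.1 TPM, against 493.2 and 364.06 in d0. Sox2 fell earlier, from 41.78 ± 2.33 TPM (SD, n = 2) in d0 to 6.94 ± 6.55 in d3F and 3.095 ± 1.99 in d5FS. Nanog had 35.34 ± 15.9, 22.37 ± 15.6 and 2.595 ± 0.785 TPM (SD, n = 2) in the same order. In the 6 fits that left out one replicate, the log2 fold changes from d0 to d5FS ran from -4.835 to -4.15 for Pou5f1 and from -4.11 to -3.082 for Sox2. The call of Nanog from d0 to d5FS (-4.467 to -2.403) was not kept in every such fit. The same held for Pou5f1 from d3F to d5FS (-3.851 to -2.94) and Sox2 from d0 to d3F (-4.093 to -2.504). For Pou5f1 this does not single out the gene, because leaving out d3F replicate 1 removed the calls from d3F to d5FS across genes. The values from d0 to d3F moved most for Nanog, to 0.09617 without d0 replicate 2. The paper regards the motifs found in regions of reduced accessibility as compatible with a downregulated pluripotency network.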

We found that DARs with reduced accessibility (DOWN) are mostly enriched for motifs of pluripotency related TFs, such as Oct4 (Pou5f1) and Sox family factors (Figure 2D, E), consistent with downregulation of the pluripotency network. In contrast, DARs with increased accessibility (UP) are mostly enriched with motifs of mesendoderm- and endoderm-related TFs, such as Foxa family, Gata family, Eomes, Lhx1, Otx2 and Gsc (Figure 2D, E). 

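Eomes, Lhx1, Otx2, Gsc, the 3 Foxa genes, Gata1, Gata3, Gata4 and Gata6 were higher in d5FS than in d0. Gata2 was not past the threshold (-1.669, standard error 0.749, adjusted p = 0.137 from edgeR's quasi-likelihood test), and Gata5 had too few counts to be tested. Gsc, on chromosome 12 of mm10 from 104471209 to 104473330, rose from 0.265 ± 0.0495 TPM (SD, n = 2) in d0 to 26.24 ± 2.79 in d3F and 22.54 ± 1.34 in d5FS, with log2 fold changes against d0 of 6.426 (standard error 0.503, adjusted p = 0.0024 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.737 (standard error 0.508, adjusted p = 0.000929). Lhx1, on chromosome 11 from 84518284 to 84525535, had log2 fold changes of 7.005 (standard error 0.428, adjusted p = 0.00178) in d3F and 7.803 (standard error 0.438, adjusted p = 0.000724) in d5FS. Eomes was at a similar level in d3F and d5FS, with 18.19 ± 1.17 and 12.68 ± 3.85 TPM (SD, n = 2), and its change between them was within the error (-0.08648, standard error 0.382, adjusted p = 0.931). Otx2, on chromosome 14 from 48657677 to 48673819, was already present in d0 replicate 1 (9.25 TPM) and low in d0 replicate 2 (0.95 TPM). It reached 32.72 ± 0.0212 TPM in d3F and 59.25 ± 4.6 TPM in d5FS (SD, n = 2). Rescaled by the TMM factors, Otx2 stood at 27.24 ± 9.596 and 69.81 ± 26.33 TPM (SD, n = 2), so its small SDs depend on the TPM scaling. Its change from d0 to d3F only just passed the threshold (2.925, standard error 0.673, adjusted p = 0.0491), that call was lost in 5 of the 6 leave-one-out fits, and without d0 replicate 1 the log2 fold change was 4.397. Among the Gata family, Gata6 and Gata4 rose from d0 to d3F by 5.411 and 4.474. The value farthest from its main fit was that of Gata1 from d0 to d3F, which fell from 3.747 to 1.898 without d3F replicate 2. For the regions that open, the paper names the TFs with matching motifs as mesendoderm- and endoderm-related.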

Notably, upregulated DARs most prominently feature Foxa motifs. Based on the expression of the Foxa family members (Figure 2E) and the fact that Foxa2 is expressed first among the Foxa family (27) we hypothesize that the PTF Foxa2 is a key factor to induce chromatin accessibility in the context of endoderm differentiation.

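The 3 Foxa genes differed in level across the sorted populations. The d0 cells were sorted as Foxa2-Venus negative and the d3F cells as positive, which favours a Foxa2 difference between them. Foxa1 and Foxa3 were not sorted for, so the values cannot show which of the 3 genes is expressed first. Foxa2 was the only one above 2 TPM in d3F, with 17.93 ± 10.8 TPM (SD, n = 2), of which replicate 1 had 25.58 and replicate 2 had 10.28. Foxa1, on chromosome 12 of mm10 from 57540628 to 57546916, had 0.05 ± 0.0566 TPM (SD, n = 2) in d0, 0.43 ± 0.283 in d3F and 1.56 ± 0.948 in d5FS. Its rise to d3F passed the threshold (3.122, standard error 0.676, adjusted p = 0.0401 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but the call was lost in 5 of the 6 fits that left out one replicate. Foxa3, on chromosome 7 from 19013284 to 19023538, stood at 1.23 ± 0.566 TPM (SD, n = 2) in d0 and 1.59 ± 0.523 in d3F, a difference within the error (0.1955, standard error 0.346, adjusted p = 0.816). It reached 9.6 ± 0.184 TPM in d5FS, near the 9.17 ± 0.269 TPM of Foxa2, after a rise of 3.172 from d3F (standard error 0.365, adjusted p = 0.013). That rise ran from 2.794 to 3.456 in the fits without one replicate, and its call was not kept in every such fit. Leaving out d3F replicate 1 removed the calls from d3F to d5FS across genes, so this does not single out Foxa3. Rescaling by the TMM factors put Foxa3 at 11.21 ± 3.607 and Foxa2 at 10.73 ± 3.561 TPM (SD, n = 2) in d5FS. The small SDs of both genes in d5FS thus depend on the TPM scaling. The rise of Foxa2 from d0 to d3F held in all 6 leave-one-out fits and was moved most by leaving out d0 replicate 2, to 10.23. The paper starts from the prominence of Foxa motifs in regions of increased accessibility. With the expression of the Foxa genes and the earlier report it cites, it proposes Foxa2 as a key factor for inducing accessibility in endoderm differentiation.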

### Loss of Foxa2 impairs endoderm differentiation

Foxa2 knock-out mice show early embryonic lethality (E9–E10) and absence of anterior definitive endoderm and axial mesoderm (28,29), indicating its functional importance for mesendoderm and endoderm development. To investigate if Foxa2 is also critical for *in vitro* endoderm differentiation, we generated a Foxa2 knock-in/knock-out allele (Foxa2^Venus^) by replacing the coding region of Foxa2 with an H2B-Venus expression cassette in mouse ESCs (Supplementary Figure S3A–C). As H2B-Venus is under control of the Foxa2 promoter we detected nuclear H2B-Venus protein only upon mesendoderm differentiation in both control (Foxa2^Venus/+^) and Foxa2 ko (Foxa2^Venus/Venus^) ESCs, suggesting that initiation of Foxa2 expression is independent of Foxa2 protein (Supplementary Figure S3D).

Next, we investigated Foxa2-dependent transcriptional changes. We induced endoderm differentiation in both control and Foxa2 ko ESCs and FACS-isolated Venus-positive cells at day 3 of differentiation (Figure 3A, Supplementary Figure S3E). We then performed RNA-seq based transcriptome analysis of undifferentiated (control = d0^con^; ko = d0^ko^) and differentiating (control = d3^con^, ko = d3^ko^) cells. In agreement with the fact that Foxa2 is not expressed in ESCs we did not observe transcriptional differences between d0^con^ and d0^ko^ cells, however, differentiating d3^con^ and d3^ko^ cells were clearly distinct (Supplementary Figure S3F). We identified 1268 differentially expressed genes (fold change > 2, *P*_adj_ < 0.01) between d3^con^ and d3^ko^ cells (Figure 3B, Supplementary Table S4). Gene ontology analysis of these genes showed a dominant enrichment for terms associated with embryonic development (Supplementary Figure S3G). We found that in d3^ko^ cells pluripotency genes were not properly downregulated and endoderm genes were not fully activated, while mesoderm genes did not show obvious changes (Supplementary Figure S3H–J). These findings reflect downregulation of an endoderm signature gene set (30) in d3^ko^ cells (Figure 3D). The failure to differentiate to endoderm is likely to be linked with the aberrant transcription factor network of d3^ko^ cells (Figure 3C), which has no overlap with the endoderm differentiation networks observed in d3F and d5FS cells (Figure 1D).

**Figure 3.**
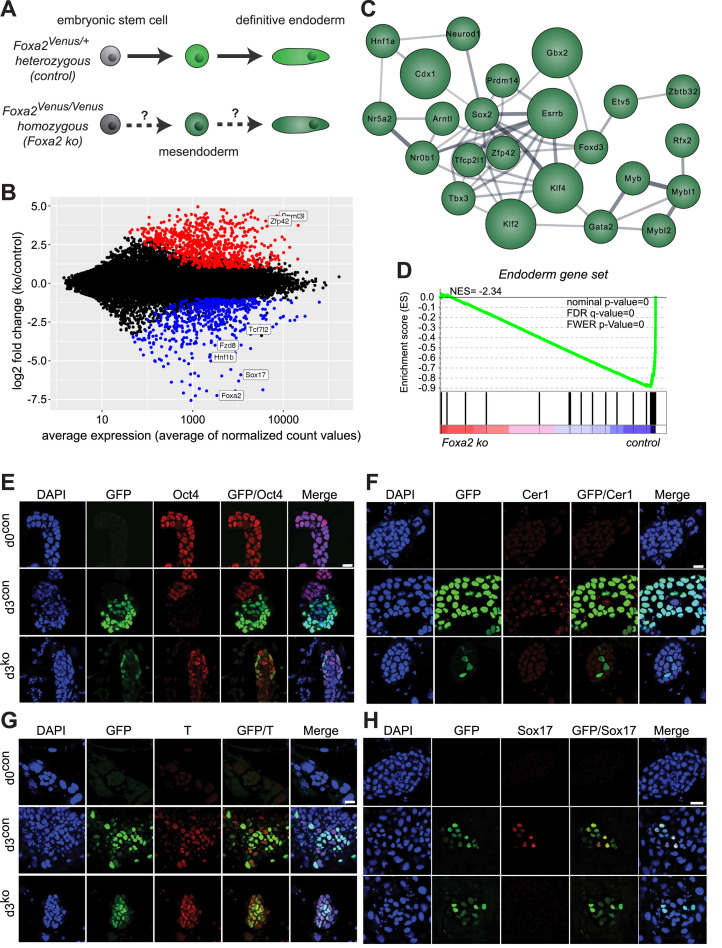
Loss of FOXA2 impairs endoderm differentiation. (**A**) Differentiation and FACS sorting strategy of control versus Foxa2 ko ESC into endoderm. (**B**) Dotplot showing average expression versus log_2_-fold change of coding genes in endoderm differentiating Foxa2^Venus/+^ control (d3^con^) versus Foxa2^Venus/Venus^ ko (d3^ko^) cells. Coloured dots indicate genes with significantly changed expression (P_adj_ < 0.05, fold change > 2; *n* = 3 for each condition). Positions of relevant genes are indicated. (**C**) Network of most influential transcription factors in endoderm differentiating Foxa2^Venus/Venus^ ko (d3^ko^) cells. Bigger nodes correspond to the top 5 transcription factors. Width of edges corresponds to String database (StringDB) scores. The network has no overlap with the one shown in Figure 1D. (**D**) Gene set enrichment analysis (GSEA) of an endoderm gene set between control (d3^con^) and Foxa2 ko cells (d3^ko^). The Foxa2 ko cells show strong underrepresentation of these endoderm signature genes. NES: normalized enrichment score. (**E**) Confocal sections showing undifferentiated Foxa2^Venus/+^ (d0^con^), endoderm differentiating Foxa2^Venus/+^ (d3^con^) and Foxa2^Venus/Venus^ homozygous (d3^ko^) cells stained with antibodies to Venus/GFP (green), Oct4 (red) and DAPI (blue). Scale bar: 20 μm. (**F**) Confocal sections showing undifferentiated Foxa2^Venus/+^ (d0^con^), endoderm differentiating Foxa2^Venus/+^ (d3^con^) and Foxa2^Venus/Venus^ (d3^ko^) cells stained with antibodies to Venus/GFP (green), Cer1 (red) and DAPI (blue). Scale bar: 20 μm. (**G**) Confocal sections showing undifferentiated Foxa2^Venus/+^ (d0^con^), endoderm differentiating Foxa2^Venus/+^ (d3^con^) and Foxa2^Venus/Venus^ (d3^ko^) cells stained with antibodies to Venus/GFP (green), Brachyury/T (red) and DAPI (blue). Scale bar: 20μm. (**H**) Confocal sections showing undifferentiated Foxa2^Venus/+^ (d0^con^), endoderm differentiating Foxa2^Venus/+^ (d3^con^) and Foxa2^Venus/Venus^ (d3^ko^) cells stained with antibodies to Venus/GFP (green), Sox17 (red) and DAPI (blue). Scale bar: 20μm.

Consistent with the transcriptional changes we detected sustained levels of Oct4 protein d3^ko^ cells (Figure 3E). Mesendoderm marker gene Brachyury (T) was comparable between d3^con^ and d3^ko^ cells (Figure 3G), whereas key endoderm TFs and signaling factors, such as Cer1 and Sox17, were not induced in d3^ko^ cells (Figure 3F, H). In summary, our expression analyses show that Foxa2 ko cells are not able to fully activate the endoderm program which likely results in appropriate downregulation of important pluripotency genes. Taken together, these data demonstrate that Foxa2 is a master regulator for endoderm differentiation in ESC *in vitro* differentiation comparable to its *in vivo* function (31).

### Foxa2 binding sites are dynamic during endoderm differentiation.

To gain better insight into the fundamental roles of Foxa2 for endoderm differentiation we mapped Foxa2 binding sites by chromatin immunoprecipitation followed by next generation sequencing (ChIP-seq) in d3F and d5FS cells. We made use of a specific Foxa2 antibody (32) and considered only those sites common to two replicates as high confidence binding sites. Interestingly, Foxa2 binding is highly dynamic between the differentiation states. We identified 3411 binding sites specific for d3F cells, 4271 binding sites which are shared between d3F and d5FS and 3446 binding sites specific to d5FS cells (Figure 4A, D, Supplementary Table S5). We named these categories of binding sites ‘transient’, ‘stable’ and ‘late’, respectively. All binding categories display prominent presence of the Foxa DNA motif (Supplementary Figure S4A, Supplementary Table S6), demonstrating specificity of the ChIP experiment. Consistent with previous reports (33,34) we observed the majority of Foxa2 binding sites located at non-promoter regions (Figure 4B), suggesting that Foxa2 is primarily involved in gene regulation through distal cis-regulatory regions. Furthermore, to gain insights into the biological function of the Foxa2 binding sites, we analysed the annotations of the nearby genes with the GREAT tool (26). All the three categories of Foxa2 binding sites are enriched for gene ontology annotations associated to differentiation and development (Supplementary Figure S4B). Stable and late Foxa2 binding sites are also flanked by genes of the Foxa network, but only stable binding sites are enriched for genes of the Wnt pathway (Supplementary Figure S4C), suggesting a diversified biological function for the different Foxa2 binding sites. Next we aimed for correlating Foxa2 binding with gene expression changes. Due to the large number of Foxa2 binding sites not all these binding events are likely to cause changes in gene expression, as also observed for other transcription factors (35). However, we found that a large percentage (∼30%) of genes that change expression over the time course or in Foxa2 ko cells are bound by Foxa2 (Supplementary Figure S4D, E), suggesting that Foxa2 is important for regulating their expression and consistent with the important role of Foxa2 for endoderm development.

**Figure 4.**
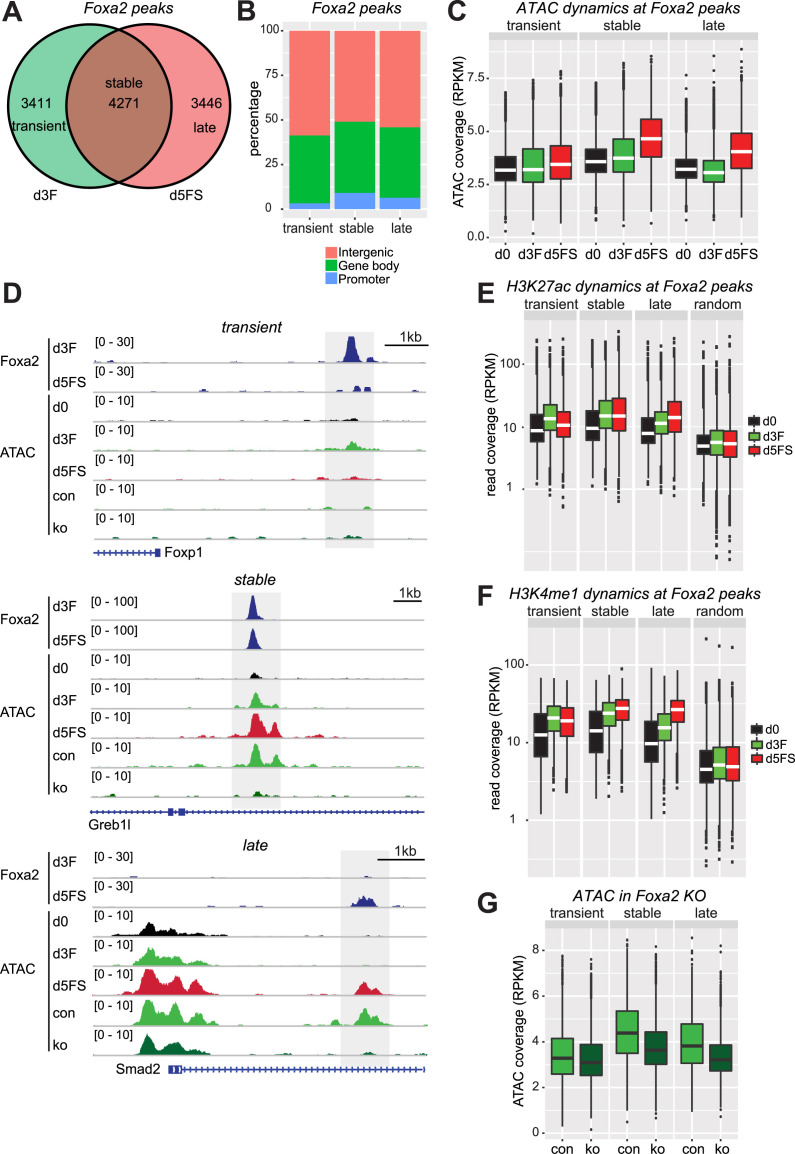
Foxa2 is required for chromatin opening. (**A**) Venn diagram of Foxa2 binding sites in d3F (green) and d5FS (red) cells. d3F- and d5FS-specific binding sites were assigned ‘transient’ and ‘late’, respectively; overlapping binding sites were assigned ‘stable’. *n* = 2 for each condition. (**B**) Percentages of transient, stable and late Foxa2 binding site associated with different genomic features. (**C**) Box plot of normalized ATAC-seq coverage on transient, stable and late Foxa2 binding sites in d0, d3F and d5FS cells. *n* = 2 for each condition. (**D**) Genome browser view of examples for transient, stable and late Foxa2 binding sites. The following tracks are displayed: Foxa2 ChIP-seq in d3F and d5FS cells; ATAC-seq in d0, d3F, d5FS, Foxa2^Venus/+^ (d3^con^) and Foxa2^Venus/Venus^ (d3^ko^) endoderm differentiating cells. Dashed regions indicate Foxa2 binding sites. (**E**) Box plot of normalized H3K27ac ChIP-seq coverage on Foxa2 binding sites and random genomic regions in d0, d3F and d5FS cells. *n* = 2 for each condition.(**F**) Box plot of normalized H3K4me1 ChIP-seq coverage on Foxa2 binding sites and random regions in d0, d3F and d5FS cells. *n* = 2 for each condition. (**G**) Box plots of normalized ATAC-seq coverage on transient, stable and late Foxa2 binding sites in endoderm differentiating Foxa2^Venus/+^ (d3^con^) and Foxa2^Venus/Venus^ (d3^ko^) cells isolated at day 3 of differentiation. *n* = 3 for each condition. Wilcoxon ranks-sum test statistics for all the box plots is shown in Supplementary Table S7.

Taken together, our data show that Foxa2 binding is highly dynamic during endoderm differentiation, with transient, stable and late binding sites in the vicinity of key developmental genes.

### Foxa2 is required for chromatin opening and recruitment of active histone modifications

Being a pioneer factor, Foxa2 is expected to mediate chromatin opening (17) or nucleosome depletion (6,16) on its binding sites. We wondered if the different categories of Foxa2 binding sites show differences in these respects and functions. Thus, we analysed ATAC-seq coverage on transient, stable and late Foxa2 binding sites as a proxy for chromatin accessibility. Remarkably, we detected major differences in chromatin accessibility (Figure 4C, D, Supplementary Table S7). In stable and late Foxa2 binding sites we could observe increased chromatin accessibility mainly in d5FS cells (Figure 4C, D, Supplementary Figure S4G–I). In contrast, transient Foxa2 binding sites showed almost no change in chromatin accessibility (Figure 4C, D, Supplementary Figure S4F, I). These data demonstrate that binding of Foxa2 in d3F cells does not lead to increased chromatin accessibility at most of its binding sites.

Since Foxa2 binding did not fully correlate with increased chromatin accessibility, we asked if Foxa2 recruitment would better correlate with changes in enhancer chromatin modifications (36). For both, H3K4me1 and H3K27ac, we observed increased levels on stable and late binding sites during endoderm differentiation (Figure 4E, F, Supplementary Table S7). Enhancer modifications were also increased in d3F cells on transient binding sites, however, loss of Foxa2 from these binding sites in d5FS cells correlated with reduced levels of these modifications (Figure 4E, F, Supplementary Figure S4J). These data demonstrate that Foxa2 binding strictly correlates with establishment of enhancer chromatin modifications, but only on a subset of binding sites, increased chromatin accessibility can be induced.

To understand if increased chromatin accessibility depends on Foxa2 binding we performed ATAC-seq in Foxa2 deficient cells. As Foxa2^Venus^ ko cells do not carry the *Sox17^SCF^* allele we were not able to isolate specific populations corresponding to d3F and d5FS, but rather FACS-isolated endoderm differentiating cells based on Foxa2 expression. Comparing control (Foxa2^Venus/+^) with Foxa2 ko (Foxa2^Venus/Venus^) cells, we detected reduced chromatin accessibility on stable and late Foxa2 binding sites, whereas no substantial differences could be observed on transient binding sites (Figure 4D, G, Supplementary Table S7, Supplementary Figure S4F–I). In summary our data indicate that Foxa2 is required but not sufficient for chromatin opening at its binding sites.

### Co-binding of Foxa2 with other TFs correlates with chromatin opening

We found that binding of Foxa2 to a target locus is not sufficient to induce chromatin accessibility. Therefore, we hypothesized that co-binding of additional proteins, probably other transcription factors, may favour chromatin accessibility. To assess this hypothesis, we analysed the presence of endoderm TF binding motifs at Foxa2 binding sites. As expected, the Foxa motif is strongly enriched in transient, stable and late binding sites (Figure 5A, Supplementary Table S6). Motifs of other mesendoderm- and endoderm-related TFs, such as Gata family, Lhx1 and Gsc, tend to be enriched on stable and late Foxa2 binding sites which display increased chromatin accessibility (Figure 5A). Transient binding sites at which Foxa2 fails to induce chromatin accessibility showed no enrichment for these additional TF binding sites. The presence of a binding motif is not necessarily predictive of actual binding. 

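Gata4 had the highest mean TPM of the Gata family in both sorted populations. It had 6.74 ± 4.6 TPM (SD, n = 2) in d3F, where replicates 1 and 2 were at 3.49 and 9.99, and 26.77 ± 6.13 TPM (SD, n = 2) in d5FS. Gata6, on chromosome 18 of mm10 from 11052064 to 11085635, had 3.515 ± 0.332 TPM in d3F and 3.99 ± 0.0849 TPM in d5FS (SD, n = 2). Gata1, on chromosome X from 7959260 to 7978071, had 2.98 ± 2.45 and 4.555 ± 0.346 TPM (SD, n = 2). The next highest mean was thus that of Gata6 in d3F and that of Gata1 in d5FS. In d3F, Gata4 was above Gata1 in each replicate, with 3.49 against 1.25 TPM in replicate 1 and 9.99 against 4.71 in replicate 2. Gata6 had 3.75 and 3.28 TPM, so the difference between Gata4 and Gata6 was within the spread of the replicates. In d5FS the difference between Gata4 and the other 2 genes was larger than that spread. Gata3 had 0.11 ± 0 TPM in d3F and 1.495 ± 0.134 TPM in d5FS (SD, n = 2), and Gata2 and Gata5 stayed at or below 0.05 TPM in both. From d0 to d5FS, Gata4 rose by 6.835 (standard error 0.887, adjusted p = 0.00304 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Gata6 by 6.102 (standard error 0.48, adjusted p = 0.00101). Gata5 was not tested because its counts were too low. Rescaling TPM by the TMM factors of edgeR put Gata4 at 32.25 ± 16.61 TPM (SD, n = 2) in d5FS, the largest of these shifts among the Gata genes. On the basis of its pioneer role and prominent expression, the paper chose Gata4 for ChIP-seq.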

Thus, we generated ChIP-seq profiles for Gata4, a PTF (7,37) and a prominently expressed member of the Gata family, in d3F and d5FS cell populations. Consistent with the motif predictions our analysis revealed that Gata4 peaks coincide with Foxa2 peaks preferentially at stable and late Foxa2 binding sites (Figure 5B–D, Supplementary Figure S5A). Most of these binding sites display strongly increased chromatin accessibility during endoderm differentiation (Supplementary Figure S5B). Collectively, these data support a model wherein cooperative TF binding and activity is necessary to induce chromatin opening.

**Figure 5.**
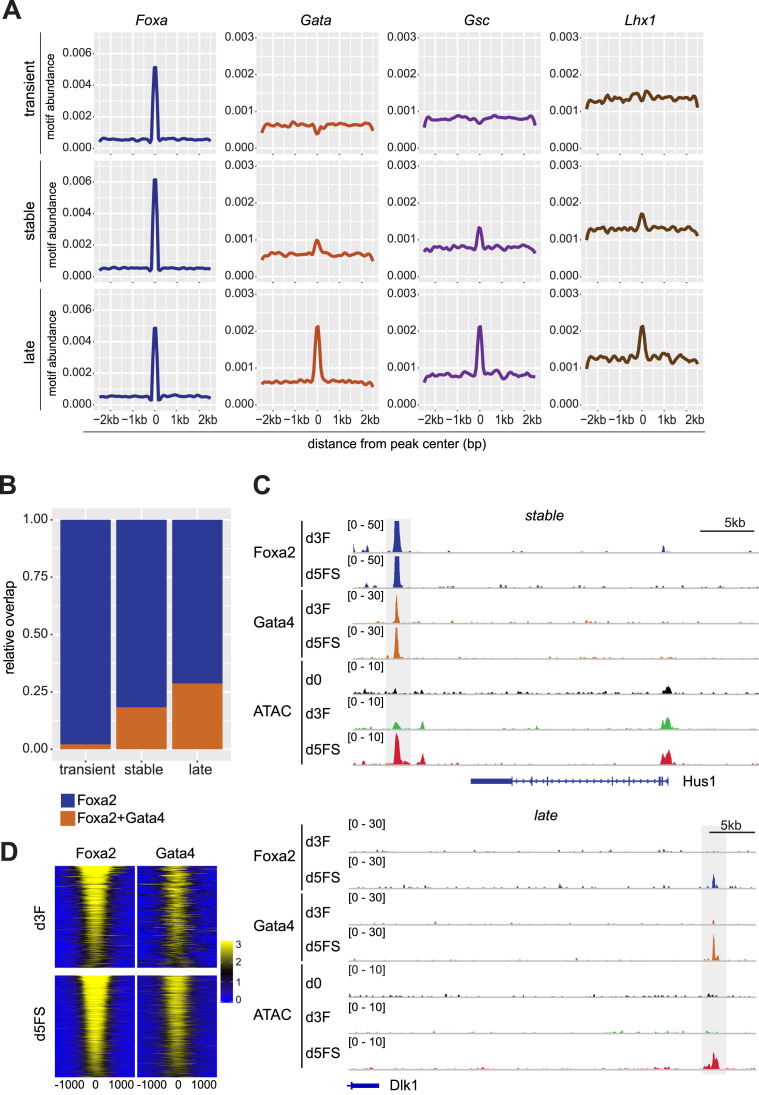
Co-binding of Foxa2 with other TFs correlates with chromatin opening (**A**) Density plots for motif abundances of Foxa, Gata, Gsc and Lhx1 motifs in transient, stable and late Foxa2 binding sites. (**B**) Fraction of transient, stable and late Foxa2 binding sites bound by Foxa2 (blue) or co-bound by Foxa2 and Gata4 (brown). (**C**) Genome browser view of example stable and late Foxa2 binding sites. The following tracks are displayed: Foxa2 and Gata4 ChIP-seq in d3F and d5FS cells, ATAC-seq in d0, d3F and d5FS cells. Dashed regions indicate stable (upper panel) and late (lower panel) Foxa2 binding sites. (**D**) Read-density heat map showing the normalized coverage of Foxa2 and Gata4 on Foxa2 binding sites. Top panel: Foxa2 and Gata4 ChIP-seq in d3F cells. Bottom panel: Foxa2 and Gata4 ChIP-seq in d5FS cells. Distance from the peak centre is given in bp.

### Endoderm-specific Foxa2 binding sites feature active chromatin modifications in ESCs

Foxa2 is continuously expressed during endoderm differentiation in endoderm, pancreatic and liver progenitors as well as in differentiated insulin-producing beta cells (27). However, Foxa2 only binds a subset of its potential binding sites and clear binding differences exist between cell types (8). As chromatin environment could influence transcription factor binding (12–14), we thought to determine chromatin modifications in ESCs which might distinguish endodermal from other Foxa2 binding sites bound at later stages during differentiation. For this analysis we investigated endodermal Foxa2 binding sites (transient, stable and late) compared with pancreatic beta cell-specific binding sites from a published dataset (38). For comparison we defined Nanog binding sites representative of active regulatory regions, Trim28 binding sites (39) corresponding to repressed chromatin, and random genomic regions (Figure 6A).

**Figure 6.**
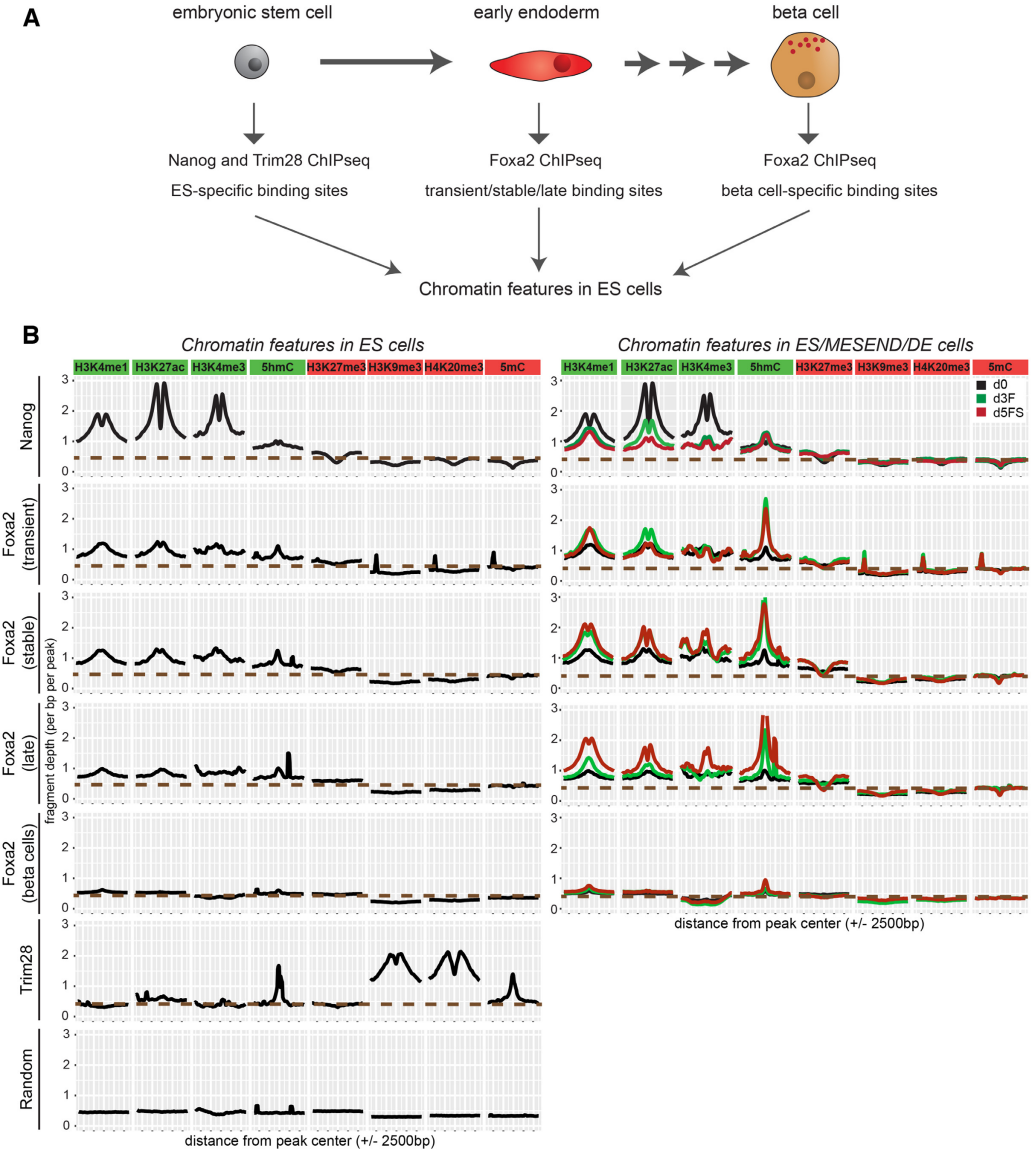
Endoderm-specific Foxa2 binding sites feature active chromatin modifications in ES cells. (**A**) Embryonic stem cells can differentiate in definitive endoderm cells which represent an early stage of endoderm development. Later in development, the pancreas is formed as an endoderm-derived organ that contains insulin-secreting beta cells. We analysed whether Foxa2 binding sites in transient/stable/late or pancreatic beta cells show a different chromatin profile already before Foxa2 expression, in ESCs. As controls for active and repressed region-associated factors, we analysed binding sites of Nanog (active TF) and Trim28 (repressor). (**B**) Left panel: Density plots showing average levels of active (H3K4me1, H3K4me3, H3K27ac, 5hmC) and repressive (H3K27me3, H3K9me3, H4K20me3, 5mC) chromatin modifications in pluripotent ES cells at specific peak sets: Nanog binding sites in ES cells, Foxa2 transient, stable, late binding sites, Foxa2 binding sites in pancreas (beta cells), Trim28 binding sites in ES cells and random genomic regions. Right panel: density plots for active and repressive chromatin modifications in d0 (black), d3F (green) and d5FS (red) cells at Nanog and Foxa2 binding sites.

We investigated by ChIP-seq active (H3K4me1, H3K4me3, H3K27ac) and repressive (H3K9me3, H3K27me3, H4K20me3) histone marks. Further, we analyzed DNA methylation (5mC) and hydroxymethylation (5hmC) by meDIP-seq. Remarkably, endoderm and beta cell-specific binding sites show a distinct chromatin signature in ESCs (Figure 6B, Supplementary Figure S6A–H). Active modifications are selectively present on endoderm-specific binding sites, although at much lower levels as compared to Nanog binding sites. Beta cell-specific binding sites lack these active modifications, but also do not show prominent enrichment of repressive marks (Supplementary Figure S6H, Supplementary Table S7). Heatmap representations of our data demonstrate that active chromatin modifications are detectable on the majority of transient and stable Foxa2 binding sites and at a somewhat lower level on late binding sites (Supplementary Figure S6D–G). During endoderm differentiation, active histone modifications on endodermal Foxa2 binding sites were further elevated, whereas no change was observed on beta cell binding sites (Figure 6B).

In summary, these data suggest that Foxa2 preferentially binds to regions of slightly active chromatin. Repressive modifications, in contrast, were largely absent in all Foxa2 binding sites (Figure 6B, Supplementary Figure S6H). Notably, while re-analysing published datasets on endoderm differentiation of human ES cells (8,40–41), we also observed higher levels of active chromatin marks on endoderm-specific versus liver-specific FOXA2 binding sites (Supplementary Figure S6I, Supplementary Table S7), suggesting that binding preferences are evolutionarily conserved.

### Transcriptional and epigenetic effects of Foxa2 and Gata4 binding in ESCs

Our data suggest that chromatin in ESCs is prepared to favour Foxa2 binding to endoderm-specific binding sites. However, Foxa2 recruitment could be modulated by collaborating endoderm transcription factors (8). Thus, we wondered if Foxa2 would prefer endoderm-specific binding sites in ESCs, where endoderm TFs are not yet expressed.

We engineered doxycycline (Dox) inducible Foxa2-Venus ESCs (ESC^iFVF^), which allowed FACS isolation of Foxa2 expressing ESCs after 1, 2 and 4 days of Dox induction (Figure 7A, Supplementary Figure S7A). To test if Foxa2 expression in ESCs would already be sufficient to activate the endoderm network we performed RNA-seq of Foxa2-expressing (d2-FVFp) versus non-expressing (d2-FVFn) ESC^iFVF^ cells 2 days after Dox induction. We found 229 differentially expressed genes (fold change > 2, *P*_adj_ < 0.05; Figure 7B, Supplementary Table S8). Most genes were upregulated (221 up-regulated, 8 down-regulated), suggesting an activating role of Foxa2. 

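The set of genes induced during endoderm differentiation was taken as the genes higher in d3F or in d5FS than in d0. It held 1852 genes in the edgeR fit. Of the 221 genes that Supplementary Table S8 lists as higher in d2-FVFp cells, 194 were tested in the sorted populations, and 116 of them (59.8%) were in the induced set, against 12.1% of the other tested genes (odds ratio 10.8, Fisher's exact test, p = 1.04e-54). These 116 genes made up 6.26% of the induced set. Table S8 of the paper marks 72 genes as shared, and each of the 72 was in the induced set, together with 44 unmarked genes. Foxa2 and Gata4 are listed in the table, and Cer1, Dkk1 and Sox17 are not. The RNA-seq of d2-FVFp cells was not analysed here, and the calls for those cells are those of Table S8. The test against a log2 fold change of 1 in DESeq2 moved the numbers most, to 81 shared genes of 670 induced (12.1% of the set, odds ratio 20.3). With the replicate number as a block, a pairing taken from the labels and checked by correlations of 0.278 to 0.324, 128 genes were shared of 2471.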

Remarkably, only 72 out of 588 genes which were normally induced during endoderm differentiation were also upregulated in d2-FVFp cells (Supplementary Table S8). Key endoderm TFs were not properly induced (Supplementary Figure S7B), demonstrating that Foxa2 expression in ESCs is insufficient for endoderm differentiation.

**Figure 7.**
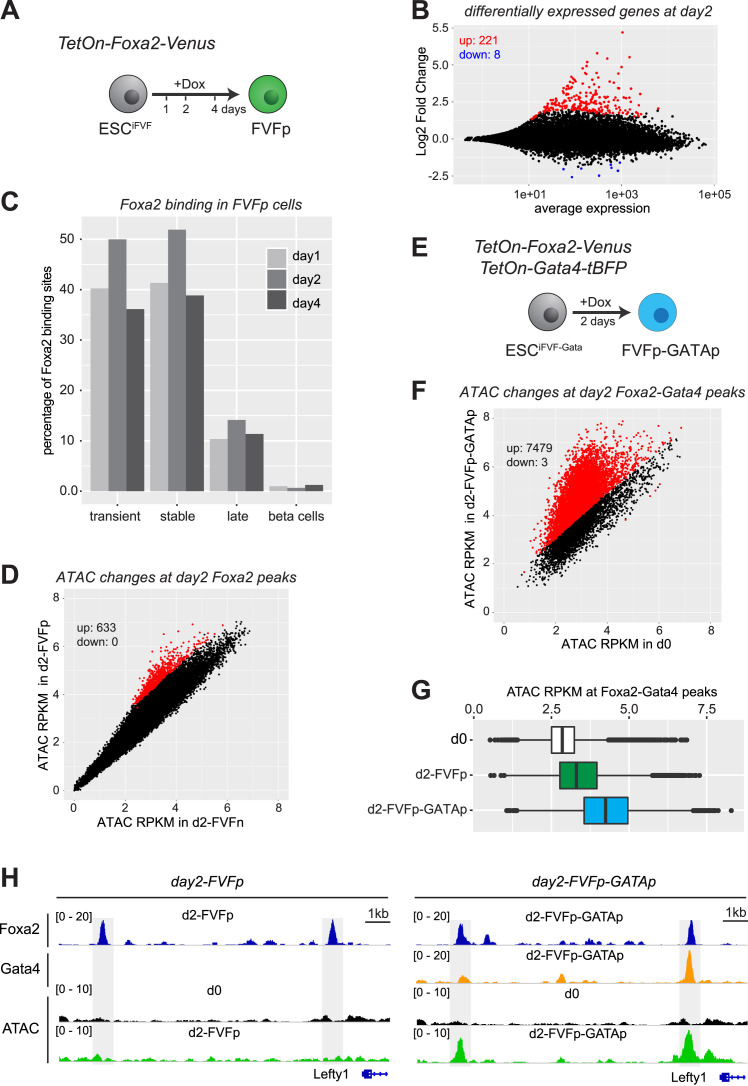
Transcriptional and epigenetic effects of Foxa2 and Gata4 binding in ES cells (**A**) Scheme of the experimental strategy to induce the expression of Foxa2 in ESCs. (**B**) Dot plot showing average expression vs. log2-fold change of protein coding genes in Foxa2-expressing (d2-FVFp) versus non-expressing (d2-FVFn) ESC^iFVF^ cells 48h after dox induction. Genes with significantly changed expression (*P*_adj_ < 0.05, fold change > 2; *n* = 2 for each condition) are coloured (red = increased expression in d2-FVFp, blue = increased expression in d2-FVFn). (**C**) Bar graph showing the percentage of beta cell- or endoderm-specific Foxa2 binding sites bound by Foxa2 in FVFp cells, one, two or four days after dox induction. (**D**) Dot plot showing normalized ATAC-seq coverage in Foxa2-expressing (d2-FVFp) versus non-expressing (d2-FVFn) ESC^iFVF^ cells at Foxa2 binding sites 48 h after dox induction. Significant chromatin accessibility changes (*P*_adj_ < 0.05, fold change > 2; *n* = 2 for each condition) are coloured in red. (**E**) Scheme of the experimental strategy to induce the expression of Foxa2 and Gata4 in ESCs. (**F**) Dot plot showing normalized ATAC-seq coverage in Foxa2/Gata4 co-expressing (d2-FVFp-GATAp) versus non-expressing (d0) cells at Foxa2/Gata4 binding sites 48 h after dox induction. Significant chromatin accessibility changes (*P*_adj_ < 0.05, fold change > 2; *n* = 2 for each condition) are coloured in red. (**G**) Box plots of normalized ATAC-seq coverage of Foxa2/Gata4 co-bound sites in control (d0), Foxa2-expressing (d2-FVFp) and Foxa2/Gata4 co-expressing (d2-FVFp-GATAp) cells. *n* = 2 for each condition. Wilcoxon ranks-sum test statistics is shown in Supplementary Table S7. (**H**) Genome browser view of example Foxa2 binding sites in d2-FVFp cells (right panel, day2-FVFp) and Foxa2/Gata4 co-bound sites in d2-FVFp-GATAp cells (left panel, day2-FVFp-GATAp). The following tracks are displayed: Foxa2 Chip-seq in d2-FVFp and d2-FVFp-GATAp cells; Gata4 ChIP-seq in d2-FVFp-GATAp cells; ATACseq in d0, d2-FVFp and d2-FVFp-GATAp cells. Dashed regions indicate Foxa2 binding sites in d2-FVFp cells (left panel) which are co-bound with Gata4 in d2-FVFp-GATAp cells (right panel).

Next, we examined to which extent endodermal Foxa2 binding sites are bound by Foxa2 in ESC^iFVF^ cells 1, 2 and 4 days after Dox induction. We found that a large percentage of transient and stable peaks, but less late peaks were bound by Foxa2 in ESC^iFVF^ cells (Figure 7C). In contrast, only ∼1% of pancreas-specific binding sites were bound by Foxa2 in ESCs (Figure 7C). We did not observe striking changes in Foxa2 localization with longer induction times (Figure 7C). These data demonstrate that endodermal Foxa2 binding sites are primed for Foxa2 binding already in ESCs and, that Foxa2 can recognize these sites in the absence of additional endoderm-specific transcription factors. We also conclude that Foxa2 expression alone is insufficient to induce processes which would make pancreas-specific beta cell binding sites accessible.

We then performed ATAC-seq on Foxa2-expressing ESCs (d2-FVFp) to test if Foxa2 can induce chromatin accessibility on its binding sites. Remarkably, only a very small fraction (∼1%) of Foxa2 bound regions displayed significant gains in chromatin accessibility (Figure 7D), suggesting that Foxa2 binding alone is insufficient to trigger chromatin opening. We also performed ChIP-seq analyses for H3K4me1 and H3K27ac in Foxa2-expressing ESCs (d2-FVFp). We detect an increase in H3K4me1 and to lesser extent in H3K27ac (Supplementary Figure S7C,D, Supplementary Table S7). This behaviour mimics our findings for transient vs. stable and late binding sites during endoderm differentiation, where Foxa2 binding coincides with increased active chromatin marks but combinatorial binding with additional TFs was necessary for chromatin opening. We therefore sought for features which could distinguish binding sites showing higher chromatin accessibility vs. binding site which do not change. Firstly, we detected that ATAC-seq coverage was higher in opened Foxa2 binding sites already before Foxa2 induction (Supplementary Figure S7E). Secondly, we found slightly higher enrichment for DNA binding motifs of AP1 family members in opened Foxa2 binding sites (Supplementary Figure S7F). Together, our data are in line with a model in which Foxa2 preferentially binds to primed binding sites without the need for collaborating TFs. Increased chromatin accessibility, however, requires the binding of collaborating TFs in the vicinity.

To examine if collaboration between Foxa2 and additional transcription factors favours chromatin accessibility in the ES cell system, we tested whether co-expression of Foxa2 and Gata4 would result in enhanced chromatin accessibility on co-bound sites. For this experiment we generated an ESC line allowing Dox-mediated induction of both Foxa2 and Gata4 (ESC^iFVF-Gata^, Figure 7E). We isolated Foxa2/Gata4 double-positive cells by FACS sorting (Supplementary Figure S7G) and performed ChIP-seq for Foxa2 and Gata4 as well as ATAC-seq to detect changes in chromatin accessibility. Compared to Foxa2 expressing cells (d2-FVFp), which exhibit marginally increased chromatin accessibility (Figure 7D), Foxa2/Gata4 co-expressing cells (d2-FVFp-GATAp) showed a marked increase in chromatin accessibility on Foxa2/Gata4 co-bound sites (Figure 7F–H). These data, together with our finding that Foxa2 and Gata4 co-binding coincides with increased chromatin accessibility during endoderm differentiation provide strong support for our hypothesis that co-binding of Foxa2 with additional TFs is needed to generate increased chromatin accessibility.

## DISCUSSION

Pioneer transcription factors have critical roles in cell fate specification and are needed for the activation of lineage programs in a cell type-specific manner. How PTFs recognize cell type-specific target sites, and how they initiate remodelling of the surrounding chromatin remains poorly understood. In the present work we addressed these questions by studying the paradigm PTF Foxa2 in the physiological context of endoderm differentiation. Our data support a model by which Foxa2 binding sites are defined by low levels of active chromatin modifications and where local chromatin opening requires co-binding of additional transcription factors in close vicinity (Figure 8). This model is based on the following observations:

- In mouse ESCs, endodermal but not pancreatic Foxa2 binding sites are pre-marked by low levels of active chromatin modifications. This feature is also conserved in human ESCs.
- Foxa2 preferentially binds to endoderm-specific, but not pancreas-specific binding sites when expressed in ESCs.
- During endoderm differentiation, increased chromatin accessibility is observed on binding sites where Foxa2 binds together with other transcription factors, i.e. Gata4.
- In the absence of other endoderm transcription factors, in ESCs, Foxa2 has a very limited activity to induce chromatin opening. In the small subset of binding sites where chromatin accessibility is enhanced, Foxa2 may bind together with additional TFs, e.g. AP1 proteins.
- Co-expression of Foxa2 and Gata4 in ESCs results in enhanced chromatin accessibility at Foxa2/Gata4 co-bound sites.

**Figure 8.**
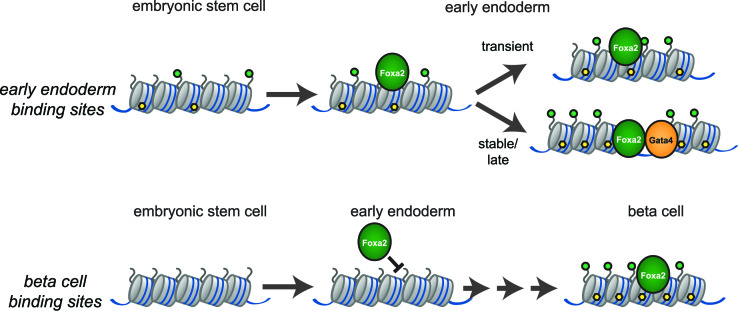
Model for binding site selection and chromatin opening by Foxa2. During the transition from ESC to endoderm, Foxa2 preferentially binds endoderm binding sites featured by low levels of active chromatin modifications (yellow – DNA hydroxymethylation, green – active histone marks). Non-bound lineage-inappropriate binding sites (e.g. beta cell-specific sites) are not featured by active chromatin marks during early endoderm differentiation. Increase in chromatin accessibility occurs on binding sites where Foxa2 co-binds with additional transcription factors (stable and late sites), whereas isolated Foxa2 binding sites do not show increase in chromatin accessibility upon Foxa2 binding (transient sites).

Our data are in line with recent models in which epigenetic priming determines cellular competence (15,42). In this way the epigenetic landscape of a cell directs transcription factor binding to lineage-appropriate sites. These regions of low level active chromatin modifications are likely to be established by the transcription factor network which is active before lineage decisions are made. In ESCs, pluripotency-associated TFs are likely to be responsible for this epigenetic priming (43).

How epigenetic priming may direct transcription factors binding is still unclear. Pioneer transcription factors, such as Foxa2, can bind specific DNA sequences in the context of nucleosomes. However, these binding sites occur very frequently in the genome. Thus, a limited number of Foxa2 molecules per cell will preferentially enrich on a set of binding sites to which Foxa2 has highest affinity. In the cellular context, affinity is not a function of DNA sequence binding alone, but rather represents a combination of different features including DNA shape, DNA methylation, chromatin organization and protein interactions in the vicinity of the binding site (44). In this context, regions of active chromatin modifications are characterized by higher chromatin dynamics and generally enhanced accessibility, which may favor Foxa2 binding. This is consistent with a recent study (45). Chromatin-modifying enzymes that reside in regions of active chromatin may also target Foxa2, thereby affecting binding affinity. In line with this hypothesis are findings that Foxa2 activity is augmented by p300-mediated acetylation on Lys259 (46), whereas SIRT1-mediated deacetylation leads to reduced Foxa2 stability (47).

From our data it is currently not possible to establish a causative link between a pre-existing chromatin state and Foxa2 recruitment. We attempted to answer this question by targeting H3K27ac to pancreas-specific Foxa2 binding sites using a Cas9-p300 fusion protein (48,49). Unfortunately, we were unable to detect significant levels of H3K27ac (data not shown), suggesting that establishment of a low-level active chromatin state requires more than recruitment of a single chromatin modifying factor.

Another determinant of transcription factor binding site selection could be co-binding with additional transcription factors. For example, sexual dimorphism in liver cancer is determined by differential target activation depending on Foxa1/2 and AR or ERa interactions (50). Similarly, Oct4 occupies different genomic regions when expressed alone or in combination with other reprogramming factors (51). Our data suggest that many Foxa2 binding sites during endoderm differentiation do not require co-binding with additional transcription factors, e.g. transient binding sites. We rather find that co-binding leads to changes in chromatin accessibility, which is likely to be a prerequisite for enhancer activation. We specifically investigated the co-binding of Foxa2 with Gata4 which occurs on stable and late binding sites. However, other endoderm-related transcription factors are likely to act in addition to Gata4 to promote chromatin opening. Interestingly, transient binding sites largely lack binding motifs except for the Foxa2 motif. The function of these binding sites is therefore rather unclear. It is possible that Foxa2 binding on transient sites is important for epigenetic priming of alternative lineages, e.g. distinct cardiac progenitors which derive from the Foxa2^pos^ mesendoderm lineage (52). However, we cannot exclude the possibility that many binding events are neutral and do not have consequences for transcriptional regulation.

How pioneer transcription factors initiate opening of the surrounding chromatin is still poorly understood. Some PTFs recruit chromatin remodeling complexes to alter the local chromatin structure. For example, Oct4 and BZLF1 require Brg1 and INO80 for inducing chromatin changes (53,54). Foxa proteins, in contrast, have been shown to alter chromatin structure in an ATP-independent manner *in vitro* (7), or by displacing the linker histone H1 *in vivo* (17). Interestingly, work from the Kaestner lab (16) demonstrated that Foxa1/2 can also recruit nucleosome remodeling complexes (Nap1l1/SWI/SNF/INO80) which enable nucleosome eviction on their binding sites. Why co-binding of TFs appears necessary for inducing chromatin accessibility is still unclear. As chromatin opening is facilitated by TF-recruited chromatin remodelling activities (55), co-binding of TFs could synergize in recruiting multiple chromatin remodelling machineries. Interestingly, co-binding of transcription factors in close vicinity does not immediately result in enhanced chromatin accessibility. For example, we observed on stable Foxa2 binding sites that chromatin opening is delayed. Although Foxa2 and Gata4 bind already in d3F cells, opening on these binding sites was mainly observed in d5FS cells. Delayed chromatin opening upon PTF binding was also observed recently for the PTF Pax7 in pituitary glands (25). These findings suggest that cell cycle, replication or additional co-factors (56) may be required for inducing higher chromatin accessibility. Experiments that specifically address the combinatorial logic of transcription factor binding and recruitment of chromatin-modifying activities are needed to better understand the requirements for enhancer activation. PTFs are defined by their intrinsic ability to target DNA sites on nucleosomes meaning that their binding should not be affected by nucleosomes. But surprisingly chromatin remodelers can influence the binding of PTFs such as Oct4 and Sox2 (53). This suggests a complex cross talk between remodelers and PTFs that deserves additional studies.

## DATA AVAILABILITY

All genomic data have been deposited in the GEO database under accession number GSE116262. All the genomic data analysed in this study are listed in Supplementary Table S10.

The code underlying our analysis is available upon request.

## Supplementary Material

gkz627_Supplemental_Files Click here for additional data file.

# Supplementary material for: Pre-marked chromatin and transcription factor co-binding shape the pioneering activity of Foxa2
**Source:** Nucleic Acids Res. 2019 Jul 27;47(17):9069–86. doi: 10.1093/nar/gkz627
**Supplement:** gkz627_Supplemental_Files

## Supplementary information for

### **Pre-marked chromatin and transcription factor co-binding shape the pioneering activity of Foxa2.**

#### List of contents:

Supplementary methods.

Supplementary figures related to: Figure 1, Figure 2, Figure 3, Figure 4, Figure 5, Figure 6, Figure 7.

Supplementary tables:

Table S1\_significant\_genes\_d0\_d3F\_d5FS.xlsx

Table S2\_DARs\_gene.association.xlsx

Table S3\_motifs\_ATAC-DARs.xlsx

Table S4\_significant\_genes\_het\_homo.xlsx

Table S5\_Foxa2\_peaks.xlsx

Table S6\_motifs\_Foxa2-binding-sites.xlsx

Table S7\_wilcoxon.statistics.Boxplots.xlsx

Table S8\_Foxa2 expression ESC - regulated\_genes.xlsx

Table S9\_ATACseq.metrics.xlsx

Table S10\_NGS-Sample\_list.xlsx

## SUPPLEMENTARY METHODS

### Generation of Foxa2<sup>Venus</sup> Knockout cells

#### Generation of Foxa2<sup>Venus</sup> knockout targeting vector

The knockout construct was designed as shown in Fig.S3. The pBKS-Venus vector carrying the H2B-Venus sequence (1) was linearized with Sall. To induce a blunt end and a NotI restriction site the 5' overhangs of the Sall linearized vector were filled up using Klenow enzyme and subsequently cut with NotI. The 3' homology arm for the Foxa2 gene was cloned from the pBKS-3'HA vector into the linearized pBKS-H2B-Venus vector using the restriction enzymes EcoRV and KpnI, resulting in pBKS-Venus-3'HA. The 5' homology arm for the Foxa2 gene was amplified from the pL254-Foxa2 vector (2) as a template using primers carrying a NotI site (EP 1447/EP 1448). The amplified 5' homology arm was cloned via NotI into the pBKS-Venus-3'HA vector, resulting in p-BKS-Venus-3'HA-5'HA vector, containing the H2B-Venus sequence flanked by the 5' and 3' homology arms of the Foxa2 gene. In between the H2B-Venus and 3' homology arm the SV40 polyadenylation signal sequence followed by the loxP-flanked murine PGK and the bacterial EM7 promoter-driven neomycin resistance gene. To ensure the correct insertion of the inserts, the vectors were digested with HindIII/XhoI: pBKS-Venus: 4574bp, 1910bp; pBKS-Venus-3'HA: 4574bp, 1912bp, 484bp; and with ApaLI/XhoI: p-BKS-Venus-3'HA-5'HA: 1246bp, 928bp, 727bp, 602bp wrong orientation: 1246bp, 1206bp, 727bp, 602bp and pBKS-Venus-3'HA: 2601bp, 2396bp, 1246bp, 727bp. Subsequently, the Foxa2-Venus targeting vector was sequenced and the vector with the correct sequence was used for transfection of the mESCs. Prior to transfection of mESCs the targeting vector was linearized using ApaI.

#### Oligonucleotides used for genotyping and sequencing

EP 1447        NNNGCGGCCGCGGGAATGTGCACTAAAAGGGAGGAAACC

EP 1448        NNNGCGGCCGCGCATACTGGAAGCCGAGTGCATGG

EP 397 CTACTACCAAGGAGTGTACTCC

EP 1520        ACCATTACGCCTTCAACCAC

EP 1513        GGAATTCTGGCCATTCTAGC

EP 1499        GGCTGGACGTAAACTCCTCTTC

Foxa2 3' Southern probe (732bp):

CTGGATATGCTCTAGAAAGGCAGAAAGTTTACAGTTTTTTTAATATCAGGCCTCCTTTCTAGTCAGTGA  
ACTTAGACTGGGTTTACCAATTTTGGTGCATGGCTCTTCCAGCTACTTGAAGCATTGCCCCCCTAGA  
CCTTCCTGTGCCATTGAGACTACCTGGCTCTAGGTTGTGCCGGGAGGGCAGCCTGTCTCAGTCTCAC  
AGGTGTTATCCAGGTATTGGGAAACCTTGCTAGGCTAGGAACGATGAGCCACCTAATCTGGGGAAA  
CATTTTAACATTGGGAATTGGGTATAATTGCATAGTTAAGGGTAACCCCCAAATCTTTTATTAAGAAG  
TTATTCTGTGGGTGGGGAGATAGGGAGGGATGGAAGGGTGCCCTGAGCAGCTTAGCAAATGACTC  
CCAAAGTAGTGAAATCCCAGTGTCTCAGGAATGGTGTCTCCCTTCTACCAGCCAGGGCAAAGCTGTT  
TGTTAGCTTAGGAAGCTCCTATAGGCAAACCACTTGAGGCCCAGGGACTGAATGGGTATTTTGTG  
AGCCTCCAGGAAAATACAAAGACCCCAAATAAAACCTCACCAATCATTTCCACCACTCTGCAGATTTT  
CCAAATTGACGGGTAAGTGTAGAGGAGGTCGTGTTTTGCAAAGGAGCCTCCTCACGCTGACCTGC  
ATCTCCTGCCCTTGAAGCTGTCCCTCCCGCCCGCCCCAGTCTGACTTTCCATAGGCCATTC

Design of guide RNAs (sgRNAs)

To design the gRNAs the online tool Optimized CRISPR Design ([crispr.mit.edu/](http://crispr.mit.edu/)) was used. 250 nucleotides of the coding region in exon 3 were submitted as template for the gRNA design. The selected gRNA pair had a 52 bp 5' overhang and 17 bp gRNA offset.

The submitted sequence to Optimized CRISPR Design:

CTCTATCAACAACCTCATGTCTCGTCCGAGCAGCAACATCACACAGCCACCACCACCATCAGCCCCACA  
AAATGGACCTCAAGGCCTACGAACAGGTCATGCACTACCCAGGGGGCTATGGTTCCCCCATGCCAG  
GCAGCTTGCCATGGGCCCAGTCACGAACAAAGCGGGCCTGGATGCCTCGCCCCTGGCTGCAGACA  
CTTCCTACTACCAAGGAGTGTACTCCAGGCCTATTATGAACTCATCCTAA

The selected gRNAs:

gRNA #4 forward 5'-3': CACCGGGGGATGAGTTCATAATAGGCC

gRNA#4 reverse 3'-5': CCCCTACTCAAGTATTATCCGGCAA

gRNA#12 forward 5'-3': CACCGGGGCCCTGCTAGCTCTGGTCAC

gRNA#12 reverse 3'-5': CCCCggGACGATCGAGACCAGTGCAAA

#### Cell Culture and genome targeting of mESCs via CRISPR-Cas9D10a

Mouse embryonic stem cells (mESCs) were cultured on MMC-treated murine embryonic feeders (MEFs) in Dulbecco's Modified Eagle Medium (DMEM, Invitrogen) containing 15% fetal calf serum (FCS, PAN), 2 mM L-glutamine (Invitro-gen), 100  $\mu$ M b-mercaptoethanol (Invitrogen) and 1,500U/ml LIF (self-made). Prior to electroporation, the Foxa2-Venus targeting vector was linearized via Apal and subsequently together with the gRNAs and Cas9D10A cleaned up by phenol-chloroform extraction followed by EtOH precipitation. For each electroporation half a 10 cm dish of confluent IDG3.2 mESCs (3) was used. The medium was refreshed the next day. After 24 hours the selection of the cells was initiated with 300  $\mu$ g/ml geneticin (G418).

#### Generation of Doxycycline-inducible Foxa2-Venus ES cells

We made use of a lentiviral Tet-On-3G system that consists of two lentiviral vectors: a regulator vector that stably expresses the Tet-On 3G transactivator protein (1702\_pLenti6-EF1a-Tet3G-IRES-Neo), and a response vector that contains the TRE3G promoter that controls the expression of Foxa2-Venus (1701\_pLenti6-TRE3G-Foxa2-Venus-PGK-PuroR).

For the 1702\_pLenti6-EF1a-Tet3G-IRES-Neo, a Human EF1a Promoter, a Tet-On 3G element and a Neo resistance gene were cloned into pLenti6-puro backbone (4) using Gibson Assembly as described (5). The Human EF1a Promoter/Tet-On 3G fragment as well as the Neo(R) cDNA were PCR amplified from the pEF1 $\alpha$ -Tet3G (Cat. # 631336, Clontech) using the following primer pairs

F: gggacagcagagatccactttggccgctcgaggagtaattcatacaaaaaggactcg,

R: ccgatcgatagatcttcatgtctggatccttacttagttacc

and

F: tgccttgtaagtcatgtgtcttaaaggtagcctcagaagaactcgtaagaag,

R: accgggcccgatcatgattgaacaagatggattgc, respectively. The IRES2 fragment was PCR amplified from the pTRE3G-IRES (Cat. # 631174, Clontech) using the primer pairs

F: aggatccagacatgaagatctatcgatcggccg,

R: atcttggtcaatcatgatatccggcccgg. T

he pLenti6 backbone was cut with XhoI and KpnI.

The 1701\_pLenti6-TRE3G-Foxa2-Venus-PGK-PuroR was cloned in two steps using Gibson Assembly. First, the Foxa2 cDNA was amplified from the pHD-Foxa2 vector (Kindly provided by Klaus Kaestner) using the following primer pairs

F:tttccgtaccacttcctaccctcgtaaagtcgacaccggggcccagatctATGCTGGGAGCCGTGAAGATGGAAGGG

R: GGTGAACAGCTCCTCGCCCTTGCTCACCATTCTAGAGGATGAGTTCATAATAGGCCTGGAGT

and the Venus cDNA was amplified using the following primer pairs

F: GAGTGTA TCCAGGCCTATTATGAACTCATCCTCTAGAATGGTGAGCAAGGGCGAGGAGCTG,

R: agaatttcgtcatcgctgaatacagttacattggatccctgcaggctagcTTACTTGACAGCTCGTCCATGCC.

Both fragments were then assembled together with a pTRE3G-IRES (Cat. # 631174, Clontech) backbone, cut with BglII and NheI. From the resulting vector, the TRE3G-Foxa2-Venus cassette was amplified using the following primer pair

F: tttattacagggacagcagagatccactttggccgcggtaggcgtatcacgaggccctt,

R: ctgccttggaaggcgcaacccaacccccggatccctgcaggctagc and assembled together with a pLenti6-puro backbone, cut with XhoI.

Lentiviral particles were generated using standard protocols. After transduction SCF-ES cells (Sox17-Cherry homozygous, derived from the same batch of blastocysts as DKI cells) were selected with Puromycin (1ug/ml) and Neomycin (250ug/ul). Foxa2 expression was induced in cell lines T119 and T128 with 40ng/ul doxycycline for 1 day, 2 days or 4 days followed by FACS isolation. Cells were routinely tested for mycoplasma contamination.

## **Generation of Doxycycline-inducible Foxa2-Venus, Gata4-tagBFP ES cells**

We made use of the Tet-On-3G system already present in the Doxycycline-inducible Foxa2-Venus ES cells (cell line T128).

A lentiviral vector containing the TRE3G promoter controlling the expression of Gata4 (1722\_pLV[Tet]-Bsd-TRE3G-mGata4-T2A-TagBFP) was generated by VectorBuilder (Vector ID is VB180822-1113dwn which can be used to retrieve detailed information about the vector on [vectorbuilder.com](http://vectorbuilder.com)).

Lentiviral particles were generated using standard protocols. After transduction the T128 cells were selected with Blasticidin (5ug/ml). Foxa2 and Gata4 expression were induced in cell line T134 with 40ng/ul doxycycline for 2 days followed by FACS isolation. Cells were routinely tested for mycoplasma contamination.

## **Immunohistochemistry**

The Foxa2<sup>Venus</sup> mESCs were differentiated under endoderm conditions on IbiTreat  $\mu$ -Slide 8 well chambers for 3 days. The mESCs were fixed in 4% PFA in DPBS for 5 min at RT, washed once and permeabilized for 10 min at RT using 0.1 M glycine and 0.1 % triton X - 100 in MilliQ water. Followed permeabilization, the cells were rinsed 2 x with DPBST and blocked in DPBST containing 0.1 % Tween - 20, 10 % heat inactivated fetal calf serum (FCS), 0.1 % BSA and 3 % donkey serum for 30 minutes at 37°C. Subsequently, the blocking solution was replaced by primary antibodies diluted in blocking solution:  $\alpha$ -Foxa2 1:1000 (Cell signaling #8186) and  $\alpha$ -GFP 1:1000 (Aves Labs #1020),  $\alpha$ - Oct4 1:500 (Santa Cruz #5279),  $\alpha$ -Sox17 1:500 (Acris/Novus #GT15094),  $\alpha$ -T 1:300 (Santa Cruz #17743),  $\alpha$ -Cer1 1:500 (R&D #AF1075) and incubated for 3 hours at RT while shaking. The cells were washed three times for 5 minutes each and afterwards incubated for 1 hour at RT in blocking solution containing the following secondary antibodies (1:800):  $\alpha$ - chicken (Dianova #703-225-155) and  $\alpha$ -rabbit (Invitrogen #A21206),  $\alpha$ -mouse (Invitrogen #A31570),  $\alpha$ -goat (Invitrogen #A21432). The cells were stained with DAPI 1:500 and washed three times with DPBST before taking pictures with a Leica SP5 confocal microscope.

## Quantification and statistical analysis

### Statistical analysis

Statistical analysis of all bar plots was performed using the Wilcoxon rank-sum test and is shown in Table S7.

### RNA-seq

Paired end or single end reads were aligned to the mouse genome version mm10 using STAR (6) with default options "--runThreadN 32 --quantMode TranscriptomeSAM GeneCounts --outSAMtype BAM SortedByCoordinate". Read counts for all genes were normalized using DESeq2 (7). 

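The test described for the paper was also run on the rounded expected counts, with DESeq2 and a log2 fold change threshold of 1 in the test itself. This test asks whether a change is larger than that threshold, and calls fewer genes than a test against no change followed by a cut-off on the estimate. Among 21376 genes with at least 1 count, 383 genes differed between d0 and d3F (219 higher and 164 lower in d3F), 189 between d3F and d5FS (137 and 52), and 1006 between d0 and d5FS (619 and 387), at an adjusted p under 0.05 from DESeq2. In any comparison 1117 genes were called, and 987 of the 1053 Table S1 genes were among them. In edgeR, the corresponding glmTreat test called 242, 70 and 1235 genes in the 3 comparisons and 1266 in any. The DESeq2 Wald test against no change, with the same cut-offs applied afterwards, called 1486, 1057 and 3994 genes. The Supplementary Methods list gene counting among the STAR options and do not state the source of the tested counts. The counts used here come from RSEM.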

Significantly changed genes were determined through pairwise comparisons using the DESeq2 results function ( $\log_2$  fold change threshold=1, adjusted p-value <0.05). For the endoderm differentiation time course analysis, pairwise comparisons between all states (d0, d3F, d5FS) were performed with Deseq2 to isolate a list of differentially expressed genes during endoderm differentiation. Heatmap with differentially expressed genes was plotted with pheatmap using rlog-normalized expression values. PCA analyses were done using the plotPCA function of the DESeq2 package. Bargraphs showing expression data for selected genes were plotted using ggplot2 with RSEM-normalized data (TPM = Transcript Per Million).

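TPM divides the expected count of a gene by its effective length and scales the sum of all genes to the same total in each sample, so a few abundant short RNAs can lower the TPM of every other gene. In the 6 samples, the 10 genes with the highest TPM took from 50.24% (d3F replicate 1) to 72.08% (d5FS replicate 2) of all TPM. Rmrp, a short non-coding RNA, alone took from 15.32% to 23.12%. Genes without a protein-coding RefSeq transcript held 54.32% to 76.87% of TPM but 11.71% to 16.6% of the expected counts. TPM was at least 1 for 10406 and 8561 genes in d0 replicates 1 and 2, 10667 and 9476 in d3F and 10082 and 8936 in d5FS. Of 105 mean TPM values of marker genes and TFs, 18 moved by more than the SD of their replicates when TPM was rescaled with the TMM factors of edgeR. The mean of Foxa2 in d3F became 13.34 ± 3.739 (SD, n = 2) in place of 17.93 ± 10.8. For Otx2 in d3F the SD grew instead, with 27.24 ± 9.596 (SD, n = 2) in place of 32.72 ± 0.0212. A small SD of TPM thus does not show that the replicates agree. Rescaling to that total over only the genes with a protein-coding transcript, an alternative chosen after seeing the data, moved 104 of the 105. It takes out 54.32% to 76.87% of TPM and so raises the remaining genes by construction. The number moved therefore does not measure robustness.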

### ATAC-seq

ATAC-seq reads were aligned to the mouse genome mm10 using Bowtie (8) with options "-q -n 2 --best --chunkmbs 2000 -p 32 -S". ATAC peaks over Input background were identified using Homer (9) findPeaks.pl with option "-style factor". Peaks from all samples were merged using mergePeaks resulting in a unified Peak set. The peak list was filtered for promoter-associate peaks (distance to TSS < 1000bp) with bedtools. Raw ATAC coverage counts were then calculated with annotatePeaks within 500bp across the peak centers. Differential ATAC peaks were determined with the DESeq2 result function and filtered for adjusted p-value < 0.05 and  $\log_2$  fold change > 1. Genomic feature annotation of ATAC-seq peaks was done using annotatePeaks. Transcription factor motif prediction was done with findMotifsGenome.

ATAC coverage on Foxa2 peaks was calculated using homer annotatePeaks from replicate experiments.

ATAC-seq quality control was performed by investigating the nucleosomal pattern of the bioanalyzer profile of the ATAC-seq libraries, the number of mapped reads and the fraction of reads in peaks vs mapped reads (Supplementary Table S9).

### **ChIP-seq**

ChIP-seq reads were aligned to the mouse genome mm10 using Bowtie with options “-q -n 2 --best --chunkmbs 2000 -p 32 -S”. Transcription factor peaks vs Input background were identified using findPeaks with option “-style factor”. To define specific peaks for d3F and d5FS stages, Foxa2 peaks which were shared between replicates and showed strong enrichment over input ( $fc > 10$ ) were identified and sorted into d3F, d3F+5FS and d5FS using the homer mergePeaks tool.

For the overlap analysis of Foxa2 binding in ES cells, endoderm and beta cells, high-confidence binding sites were defined with fold change over input  $> 5$  and stage-specific binding sites were counter selected with fold change over input  $< 2$ .

Annotation of genomic regions was based on homer annotatePeaks. Transcription factor motif analysis was done with findMotifsGenome. GREAT analysis was done using the online resource at <http://great.stanford.edu/public/html>.

Coverage of histone modifications was calculated with annotatePeaks from corresponding Tag Directories. Replicate experiments were merged. Boxplots were generated with ggplot2.

Density plots for histone modifications were based on high confidence non-promoter peaks of Foxa2 in d3F and beta cells, as well as Nanog and Trim28 binding sites. Coverage density was calculated with annotatePeaks using option “-size 5000 -hist 50” from corresponding tag directories. Replicate experiments were averaged.

### **TF binding site predictions**

TF binding site plots across Foxa2 binding sites were generated using annotatePeaks with option -m to detect TF motif occurrence within 5000bp of each Foxa2 binding site. Density plots were then generated using ggplot2.

### Ranking of transcription factors.

Putative lead TFs were assessed by adopting a previously published approach (10). For each transcription factor we established a sphere of influence of up to three level depth using gene-gene relations based on the STRING database version 10.5 (11). We considered only relations with total scores >300, where less than half of the value was attributed to text mining. Using the measured difference in RNA-seq expression we calculated scores, one for the TF and one for its underling network using the following equations:

$$Score_{TF} = \log(FC_{TF})(-\log(AdjPval_{TF}))$$

$$Score_{Network} = \sum_{g=1}^n \frac{|\log(FC_g)|(-\log(AdjPval_g))}{Dist_g Pnd_g}$$

where: TF – transcription factor, FC – fold change, AdjPval – adjusted p-value (both from DSeq2), g – gene, Dist – number of steps between g and TF, Pnd – parent node degree, n - length of list of genes associated with TF.

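The filter at the posterior stage was checked on the deposited TPM of the TFs drawn in Fig. 1D. None of the 15 TFs of the d0-d3F network was below 2 TPM in d3F as a mean of the 2 replicates, and none of the 30 TFs of the d0-d5FS network was below 2 TPM in d5FS. The lowest mean in d3F was that of Six2, with 2.04 ± 0.919 TPM (SD, n = 2), followed by Meox1, with 2.16 ± 1.61 TPM (SD, n = 2). In both cases the distance to the limit was smaller than the SD, and replicate 1 alone was below it, with 1.39 and 1.02 TPM. The lowest means in d5FS were those of Mef2a, with 2.415 ± 1.01 TPM, Runx1, with 2.47 ± 1.3 TPM, and Msx2, with 2.555 ± 0.559 TPM (SD, n = 2). Otx2 was the highest in both, with 32.72 ± 0.0212 TPM in d3F and 59.25 ± 4.6 TPM in d5FS (SD, n = 2). Rescaling by the TMM factors gave 27.24 ± 9.596 and 69.81 ± 26.33 TPM (SD, n = 2), so these small SDs depend on the scaling.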

Subsequently all factors were ranked based on combined ranking of both scores and TFs with expression values below 2 TPM at posterior stage were removed. The TFs were then plotted as network using cytoscape 3.6 (12) with edges width correlating to the STRING interaction score. Only factors connected to other TFs were plotted and the top 5 ranked TFs were highlighted by increase node size.

### Ontology Annotation

In silico functional annotation of different groups of Foxa2 binding sites and dynamic ATAC regions were performed with the GREAT tool (13), using the default settings and the whole mouse genome as background. The terms belonging to various gene annotations (GO Biological Process, MSigDB Pathway) were considered. Differentially regulated genes defined by DESeq2 were assigned to GO biological process groups (Annotation data set: GO biological process complete release 20181115) using the PANTHER Overrepresentation Test (release 20181113) (14) with default parameters and with all mouse genes as background.

## SUPPLEMENTARY FIGURES

### Supplement related to Figure 1

A) Representative FACS plots for pluripotent and differentiated ESCs at day0, day3 and day5 of *in vitro* endoderm differentiation. Differentiated cells were sorted based on expression of Foxa2 and Sox17.

B) Principal component analysis of gene expression profiles determined by RNA-seq from FACS sorted d0, d3F and d5FS cells. 

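Principal components of the rlog values of the 500 most variable genes placed 72.23% of the variance on PC1 and 18.54% on PC2. On PC1 the d0 samples lay at -27.194 and -34.7, the d3F samples at -1.2646 and 9.4558, and the d5FS samples at 27.562 and 26.141, for replicates 1 and 2. On PC2 the d3F samples, at -17.849 and -15.235, were apart from d0 (1.1748 and 11.417) and d5FS (9.7776 and 10.715). The gap between populations was larger than that between replicates on both components, except on PC2 between d0 and d5FS. PC3 held 5.422% of the variance. On it, replicate 1 of each population was negative (-10.826, -1.6611 and -4.8994 for d0, d3F and d5FS) and replicate 2 positive (8.4206, 6.2131 and 2.753). Using all genes with at least 10 counts in total moved the share of PC1 most, to 58.98%, and put that of PC3 at 13.8%.

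**Figure D4:**
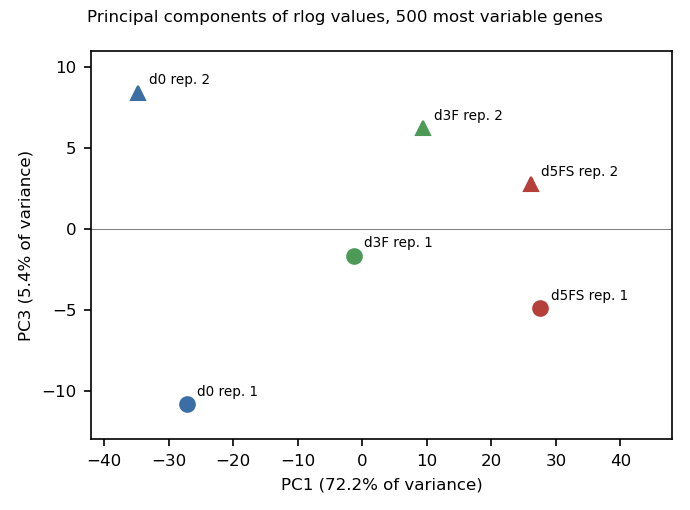
PC1 (horizontal axis) and PC3 (vertical axis) of the rlog values of the 500 most variable genes, one point per sample. Colours mark d0, d3F and d5FS. Circles mark replicate 1 and triangles mark replicate 2. All circles lie below 0 on PC3 and all triangles above.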

Dots of the same colour represent biological replicates.

C) Gene Ontology analysis showing selected biological processes enriched in genes differentially expressed in the transitions d0-d3F and d0-d5FS.

### Supplement related to Figure 2

A) Percentages of all ATAC-seq peaks associated with different genomic features in FACS sorted d0, d3F and d5FS cells.

B) Table showing the percentages of differentially expressed genes (UP and DOWN in the indicated comparison) linked to dynamic accessible regions.

C) Principal component analysis of all ATAC-seq peaks, promoter ATAC peaks or non-promoter ATAC peaks detected in FACS sorted d0, d3F and d5FS cells. Dots of the same colour represent biological replicates.

D) Gene ontology analysis showing enriched biological processes at differentially accessible regions d0 vs. d3F.

E) Gene ontology analysis showing enriched biological processes at differentially accessible regions d0 vs. d5FS.

F) Gene ontology analysis showing enriched biological processes at differentially accessible regions d3F vs. d5FS.

### Supplement related to Figure 3

A) Targeting strategy for the *Foxa2*H2B-V allele. The whole open reading frame of *Foxa2* was replaced by the H2B-Venus sequence followed by the SV40 poly-A signal sequence and the loxP-flanked murine PGK promoter-driven neomycin resistance gene. The construct is flanked by the 3' and 5' homology arms for *Foxa2*. The 3' and 5' UTRs of *Foxa2* are illustrated by black boxes, the predicted promoter regions by orange boxes and the coding region by red boxes. The Cas9D10A cleaving site is depicted as a red arrowhead. Primer binding sites are indicated by horizontal arrows and primers were used for genotyping PCR (EP 397, EP 1499, EP 1513) and indel PCR (EP 1520, EP 1513). The location of the 3' and 5' southern probes and the restriction sites are shown.

B) The mESC clones were genotyped with the primers EP 1513, EP 397 for the WT allele (649bp) and EP 1513, EP 1499 for the targeted allele (740bp). Out of 24 clones 3 clones were homozygous (12,5%), 7 clones were heterozygous (29%) and 14 clones were WT (58,5%). Indel mutations were detected by the primers EP 1513 and EP 1520 flanking the gRNA binding sites resulting in an 878bp DNA amplicon, which was sequenced. Representative sequences of the *Foxa2* locus targeted by Cas9D10A are shown with gRNAs 4/12 target sites and PAMs are indicated by blue and red font color, respectively. The Cas9D10A cleaving site is illustrated by a red arrowhead. Representative indels are shown in selected sequences. Out of 7 heterozygous clones 2 clones showed the WT sequence (WT, 28,6%), whereas 4 clones had deletions (Del, 57%) and one clone had insertions (Ins, 14,4%).

C) Southern blot of mESCs digested with HindIII and hybridized with the 3' southern probe showing the 20012bp WT allele and 6800bp targeted allele. The first *Foxa2* (V/V) clone shows residual WT allele from the MEFs used for mESC maintenance.

D) Confocal sections showing differentiated *Foxa2* (V/V) and *Foxa2* (V/+) mESCs at day 3 of endoderm differentiation stained with antibodies against GFP (green), DAPI (blue), *Foxa2* (red). Scale bar: 10µm. Del: deletion, Ins: insertion, MEFs: mouse embryonic fibroblasts.

E) Representative FACS plots for *Foxa2*<sup>Venus/+</sup> undifferentiated cells (d0<sup>con</sup>), *Foxa2*<sup>Venus/+</sup> day3 (d3<sup>con</sup>) and *Foxa2*<sup>Venus/Venus</sup> day3 (d3<sup>KO</sup>) endoderm differentiating cells. The gates indicate Venus positive endoderm differentiating cells.

F) Principal component analysis of gene expression profiles obtained by RNA-seq from FACS sorted pluripotent control (d0<sup>con</sup>) and Foxa2 ko (d0<sup>ko</sup>) cells and endoderm differentiating control (d3<sup>con</sup>) and Foxa2 ko (d3<sup>ko</sup>) cells. Dots of the same colour represent biological replicates.

G) Gene Ontology analysis showing the top 10 (ranked by their p-value) enriched biological processes in genes downregulated or upregulated in endoderm differentiating Foxa2 ko cells (Foxa2<sup>Venus/Venus</sup>).

H) Average expression levels of pluripotency markers detected by RNA-seq in pluripotent control (d0<sup>con</sup>) and endoderm differentiating control (d3<sup>con</sup>) and Foxa2 ko (d3<sup>ko</sup>) cells. TPM: Transcripts Per Kilobase Million. Error bars depict standard deviation (n=2 for d0, n=3 for d3).

I) Average expression levels of mesoderm markers detected by RNA-seq in pluripotent control (d0<sup>con</sup>) and endoderm differentiating control (d3<sup>con</sup>) and Foxa2 ko (d3<sup>ko</sup>) cells. TPM: Transcripts Per Kilobase Million. Error bars depict standard deviation (n=2 for d0, n=3 for d3).

J) Average expression levels of endoderm markers detected by RNA-seq in day0 control (d0<sup>con</sup>), day3 control (d3<sup>con</sup>) and day3 ko (d3<sup>ko</sup>) cells. TPM: Transcripts Per Kilobase Million. Error bars depict standard deviation (n=2 for d0, n=3 for d3).

#### **Supplement related to Figure 4**

A) Motif analysis in Foxa2 binding sites. Homer findMotifsGenome was used to identify enriched transcription factor binding motifs within 200 bp of Foxa2 peak summits. The top-scoring motif was in all cases representative of the Foxa family.

B) Gene ontology analysis for biological processes enriched at transient, stable and late Foxa2 binding sites.

C) Enrichment analysis for Molecular Signatures Database (MSigDB) pathways at transient, stable and late Foxa2 binding sites. Red and blue arrows indicate Wnt-signaling and Foxa network related pathways, respectively.

D) Bar plot showing the fraction of differentially expressed genes in d0 vs. d5FS cells bound by Foxa2.

E) Bar plot showing the fraction of differentially expressed genes in control vs. Foxa2 ko cells bound by Foxa2.

F) Scatter plots showing normalized ATAC-seq signals at Foxa2 transient binding sites. From left to right: ATAC-seq signal in d0 vs. d3F, d0 vs. d5FS, control vs. Foxa2 ko cells. Significant chromatin accessibility changes ( $\text{padj} < 0.05$ ,  $\log_2$  fold change  $> 1$ ) are coloured in red.

G) Scatter plots showing normalized ATAC-seq signals at Foxa2 stable binding sites. From left to right: ATAC-seq signal in d0 vs. d3F, d0 vs. d5FS, control vs. Foxa2 ko cells. Significant chromatin accessibility changes ( $\text{padj} < 0.05$ ,  $\log_2$  fold change  $> 1$ ) are coloured in red.

H) Scatter plots showing normalized ATAC-seq signals at Foxa2 late binding sites. From left to right: ATAC-seq signal in d0 vs. d3F, d0 vs. d5FS, control vs. Foxa2 ko cells. Significant chromatin accessibility changes ( $\text{padj} < 0.05$ ,  $\log_2$  fold change  $> 1$ ) are coloured in red.

I) Genome browser view of example transient, stable and late Foxa2 binding sites. The following tracks are displayed: Foxa2 ChIP-seq in d3F and d5FS cells; ATAC-seq in d0, d3F, d5FS, Foxa2<sup>Venus/+</sup> (con) and Foxa2<sup>Venus/Venus</sup> (ko) endoderm differentiating cells. Dashed regions indicate Foxa2 binding sites.

J) Genome browser view of example transient, stable and late Foxa2 binding sites. The following tracks are displayed: Foxa2 ChIP-seq in d3F and d5FS cells; ATAC-seq in d0, d3F, d5FS cells; H3K27ac ChIP-seq in d0, d3F, d5FS cells; H3K4me1 ChIP-seq in d0, d3F, d5FS cells. Dashed regions indicate Foxa2 binding sites.

### **Supplement related to Figure 5**

A) Genome browser view of example stable and late Foxa2 binding sites. The following tracks are displayed: Foxa2 ChIP-seq and Gata4 ChIP-seq in d3F and d5FS cells; ATAC-seq, H3K27ac ChIP-seq and H3K4me1 ChIP-seq in d0, d3F, d5FS cells. Dashed regions indicate Foxa2 binding sites.

B) Scatter plots showing normalized ATAC-seq signals in d0 vs. d5FS cells at Foxa2/Gata4 co-bound sites. Significant chromatin accessibility changes ( $\text{padj} < 0.05$ ,  $\log_2$  fold change  $> 1$ ) are coloured in red.

## Supplement related to Figure 6

A-C) Genome browser view showing Foxa2 ChIP-seq tracks in endoderm and beta cells, Nanog ChIP-seq in day0 cells and indicated chromatin modifications in d0 cells. Dashed areas show a Nanog binding site in day0 cells (A), a Foxa2 binding site in endoderm (B), a Foxa2 binding site in beta-cells (C). Green and red indicate active and repressive chromatin marks, respectively.

D) Read-density heat map showing the normalized coverage of the following features at Foxa2 transient binding sites (from top): Foxa2 ChIP-seq in d3F, d5FS and beta cells; H3K4me1, H3K27ac, H3K4me3 ChIP-seq and 5hmC meDIP-seq in d0 cells.

E) Read-density heat map showing the normalized coverage of the following features at Foxa2 stable binding sites (from top): Foxa2 ChIP-seq in d3F, d5FS and beta cells; H3K4me1, H3K27ac, H3K4me3 ChIP-seq and 5hmC meDIP-seq in d0 cells .

F) Read-density heat map showing the normalized coverage of the following features at Foxa2 late binding sites (from top): Foxa2 ChIP-seq in d3F, d5FS and beta cells; H3K4me1, H3K27ac, H3K4me3 ChIP-seq and 5hmC meDIP-seq in d0 cells .

G) Read-density heat map showing the normalized coverage of the following features at Foxa2 beta cell binding sites (from top): Foxa2 ChIP-seq in d3F, d5FS and beta cells; H3K4me1, H3K27ac, H3K4me3 ChIP-seq and 5hmC meDIP-seq in d0 cells .

H) Box plot showing the normalized coverage of the indicated chromatin modifications at different categories of Foxa2 binding sites in d0 cells. Transient, stable and late binding sites feature higher levels of active modifications. Wilcoxon ranks-sum test statistics is shown in Table S7.

I) Box plots showing normalized ChIP-seq coverage of active (H3K4me1, H3K27ac, H3K4me3) and repressive (H3K27me3) chromatin marks for endoderm vs. liver FOXA2 binding sites in human ESCs. Endoderm binding sites feature higher levels of active modifications. Wilcoxon ranks-sum test statistics is shown in Table S7.

### Supplement related to Figure 7

A) Representative FACS plots of ES<sup>iFVF</sup> cells in non-induced (no doxycycline) and induced (plus doxycycline) conditions.

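For d0 and d5FS cells, the values were recomputed from the deposited TPM as mean and SD of 2 replicates. Foxa2 had 0.035 ± 0.0212 TPM (SD, n = 2) in d0 and 9.17 ± 0.269 in d5FS, and Sox17 had 0.11 ± 0.0849 and 8.79 ± 1.26. Hhex had 0.715 ± 0.361 and 4.285 ± 1.14 TPM, and Hnf4a had 0.015 ± 0.00707 and 4.315 ± 0.0212 (SD, n = 2). Cer1 was the highest in d5FS, with 90.03 ± 3.08 TPM against 0.36 ± 0.339 in d0, and Dkk1 had 14.88 ± 8.39 against 0.125 ± 0.0919 (SD, n = 2). The posterior genes were higher in d0. Cdx1 had 1.78 ± 1.97 TPM in d0 and 0.065 ± 0.0212 in d5FS, Cdx2 had 0.775 ± 0.00707 and 0.09 ± 0.0283, and Cdx4 had 0.52 ± 0.523 and 0.005 ± 0.00707 (SD, n = 2). All 9 changes from d0 to d5FS passed the thresholds of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with adjusted p-values from 0.000724 (Cer1) to 0.0272 (Cdx1). For Cdx1 in d0, replicate 1 had 0.39 TPM and replicate 2 had 3.17. The calls of Cdx1, Cdx2 and Cdx4 were not kept in every leave-one-out fit. Their log2 fold changes ran from -5.791 to -1.662, from -3.426 to -2.298 and from -7.742 to -4.282. Rescaling by the TMM factors moved Cer1 most, to 105.4 ± 35.46 TPM (SD, n = 2) in d5FS. It also widened the SDs of Hnf4a, to 5.032 ± 1.552, and of Foxa2, to 10.73 ± 3.561 TPM (SD, n = 2) in d5FS. The d2-FVFp cells were not analysed here.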

B) Average expression levels of endoderm marker genes detected by RNA-seq in d0 cells, d5FS cells and d2-FVFp cells. TPM: Transcripts Per Kilobase Million. Error bars depict standard deviation (n=2).

C) Box plot showing normalized H3K4me1 coverage in d0 and d2-FVFp cells at Foxa2 binding sites in d2-FVFp cells. Wilcoxon ranks-sum test statistics is shown in Table S7.

D) Box plot showing normalized H3K27ac coverage in d0 and d2-FVFp cells at Foxa2 binding sites in d2-FVFp cells. Wilcoxon ranks-sum test statistics is shown in Table S7.

E) Box plot showing normalized ATAC-seq coverage of d2-FVFp Foxa2 binding sites in d0 ESCs (ATAC UP – increased chromatin accessibility in d2-FVFp cells; ATAC NC – no change in chromatin accessibility in d2-FVFp cells). Wilcoxon ranks-sum test statistics is shown in Table S7.

F) Jun-AP1 motif density at d2-FVFp Foxa2 binding sites with (ATAC UP) or without (ATAC NC) changes in chromatin accessibility.

G) Representative FACS plots of ES<sup>iFVF-Gata</sup> cells in non-induced (no doxycycline) and induced (plus doxycycline) conditions.

## Supplement related to Figure 1

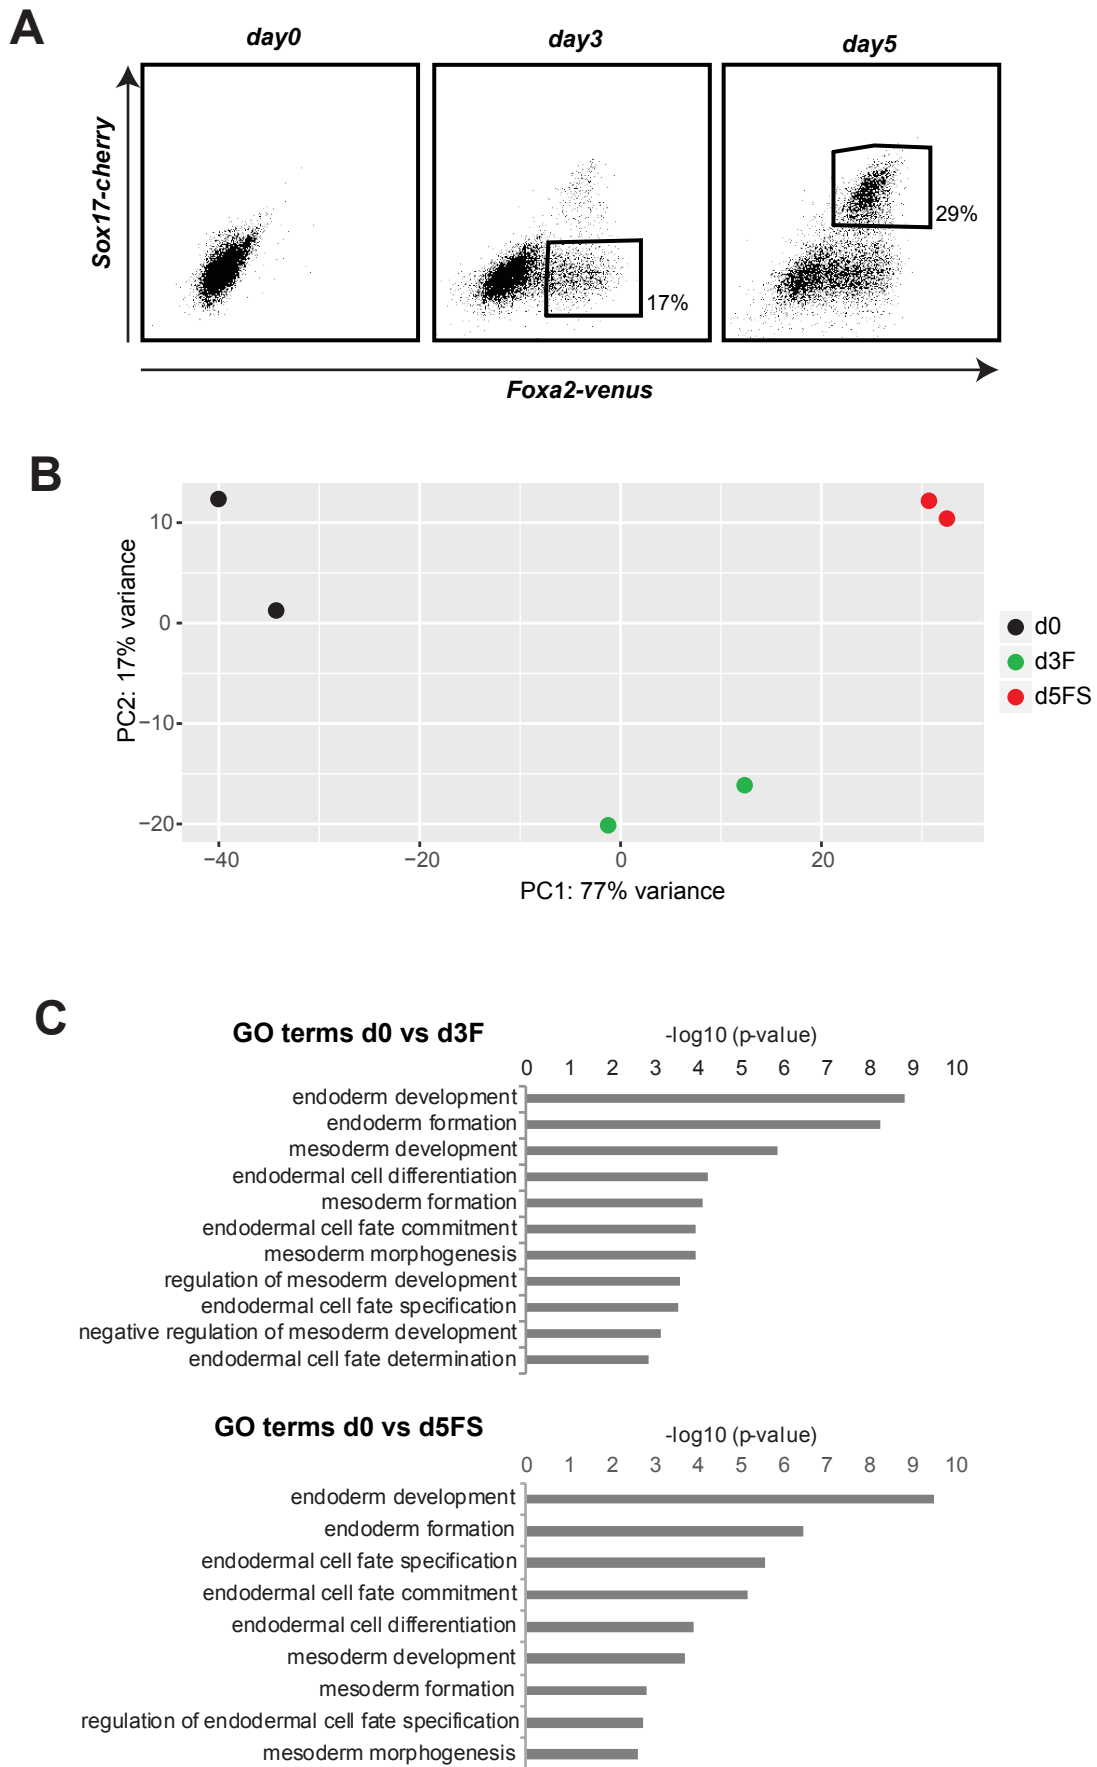

## Supplement related to Figure2

**A**

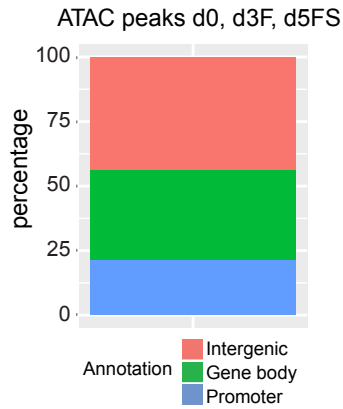

**B**

Gene expression and ATAC changes

| transition | % genes UP | % genes DOWN |
|------------|------------|--------------|
| d0-d3F     | 19         | 46           |
| d3F-d5FS   | 21         | 32           |
| d0-d5FS    | 45         | 78           |

**C**

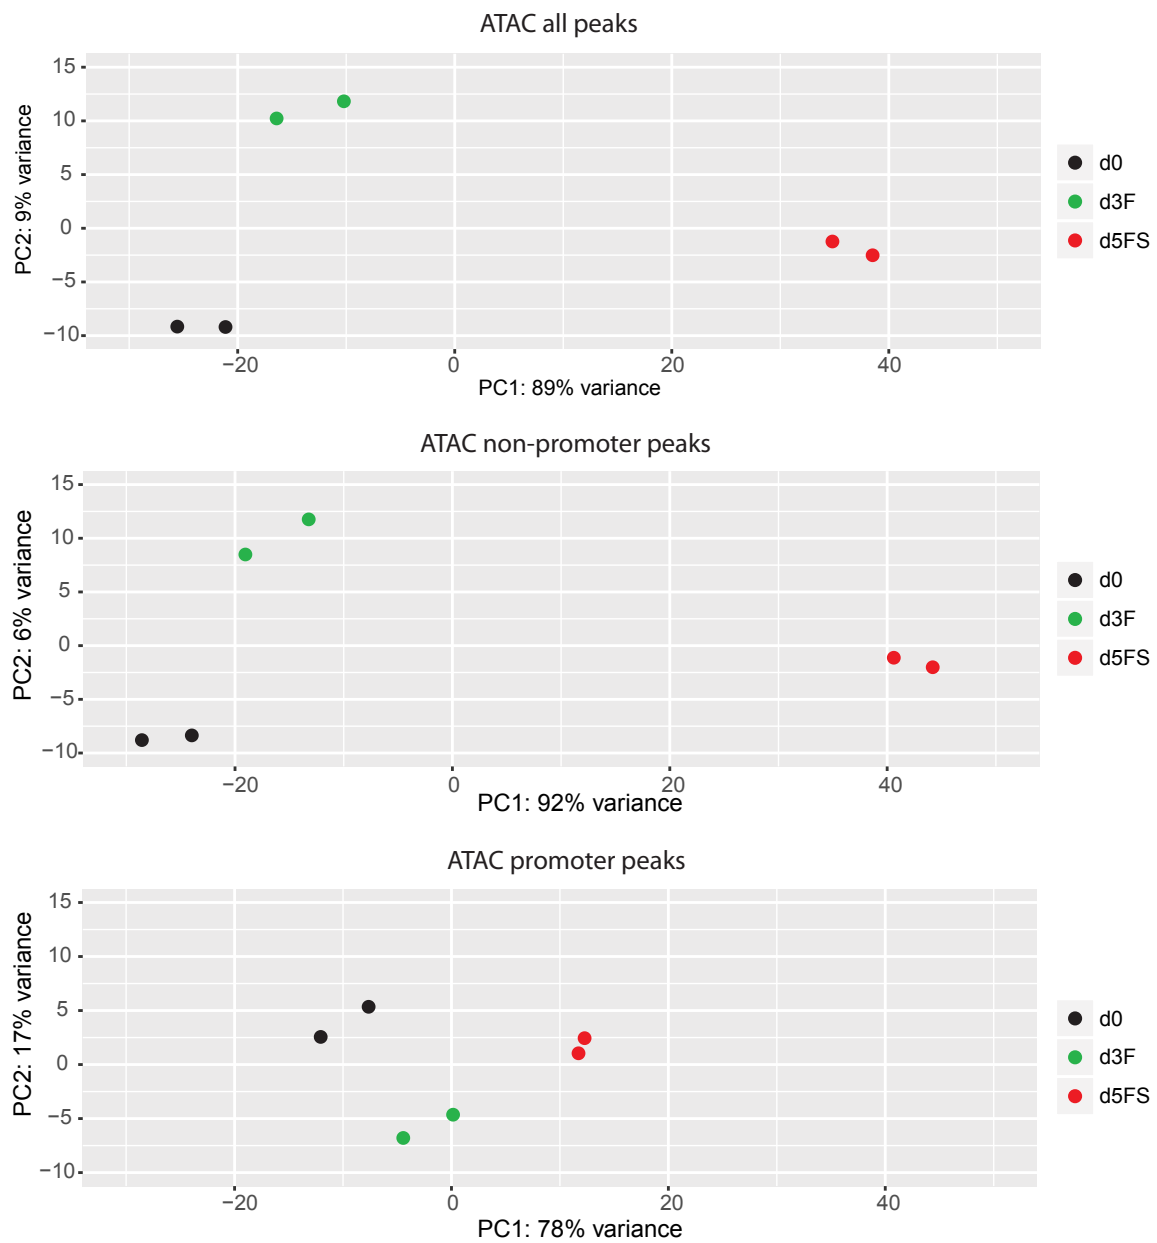

## Supplement related to Figure2

**D**

### GO Biological Process at ATAC peaks d0 vs d3F DOWN

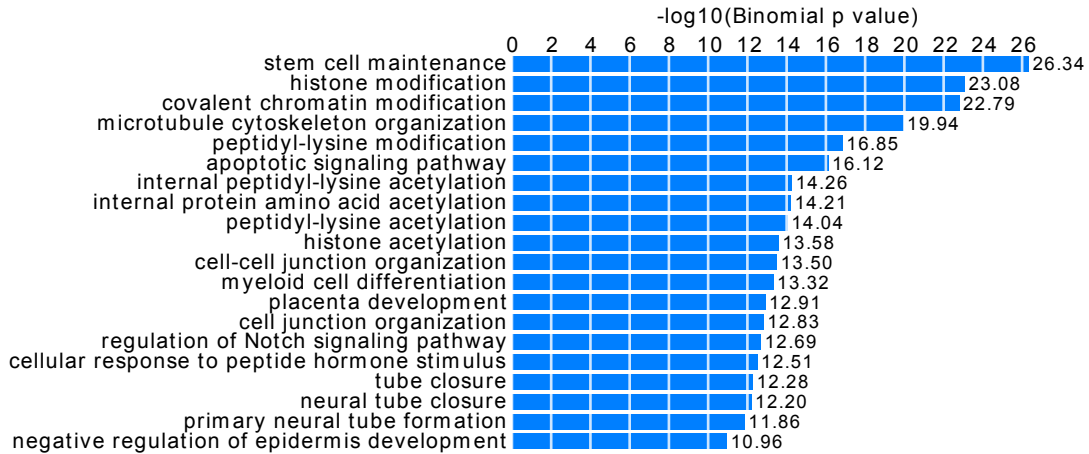

### GO Biological Process at ATAC peaks d0 vs d3F UP

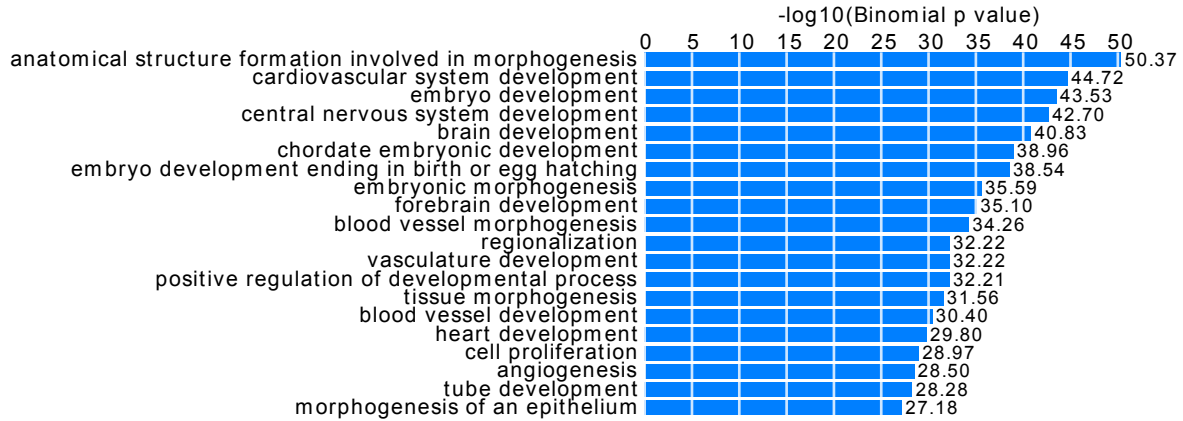

**E**

### GO Biological Process at ATAC peaks d0 vs d5FS DOWN

### GO Biological Process at ATAC peaks d0 vs d5FS UP

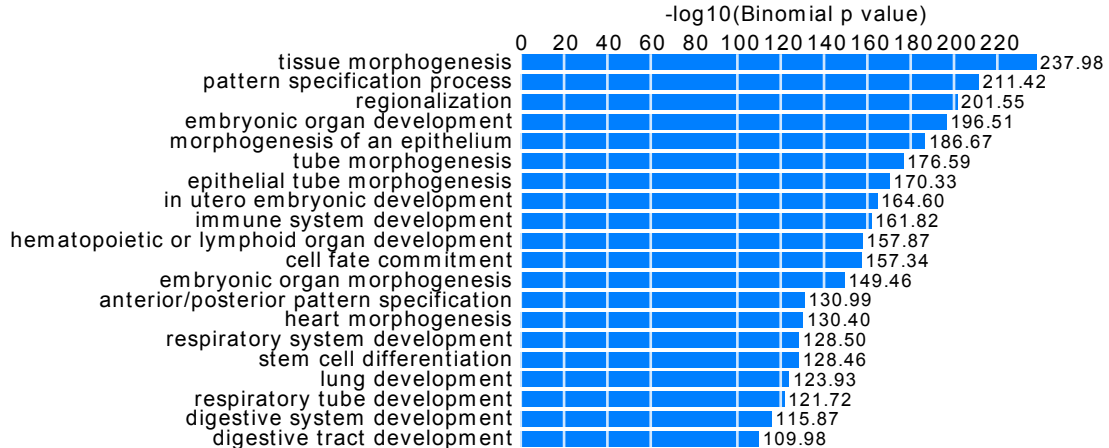

## Supplement related to Figure2

F

### GO Biological Process at ATAC peaks d3F vs d5FS DOWN

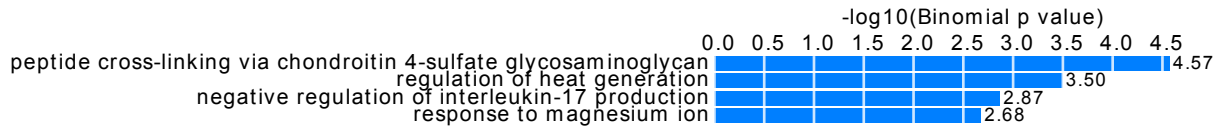

### GO Biological Process at ATAC peaks d3F vs d5FS UP

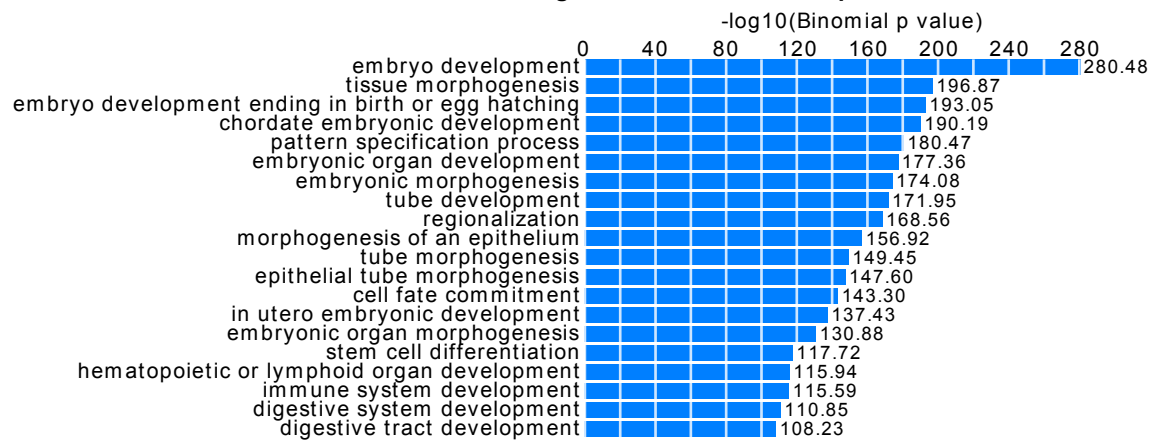

### Supplement related to Figure 3

# A

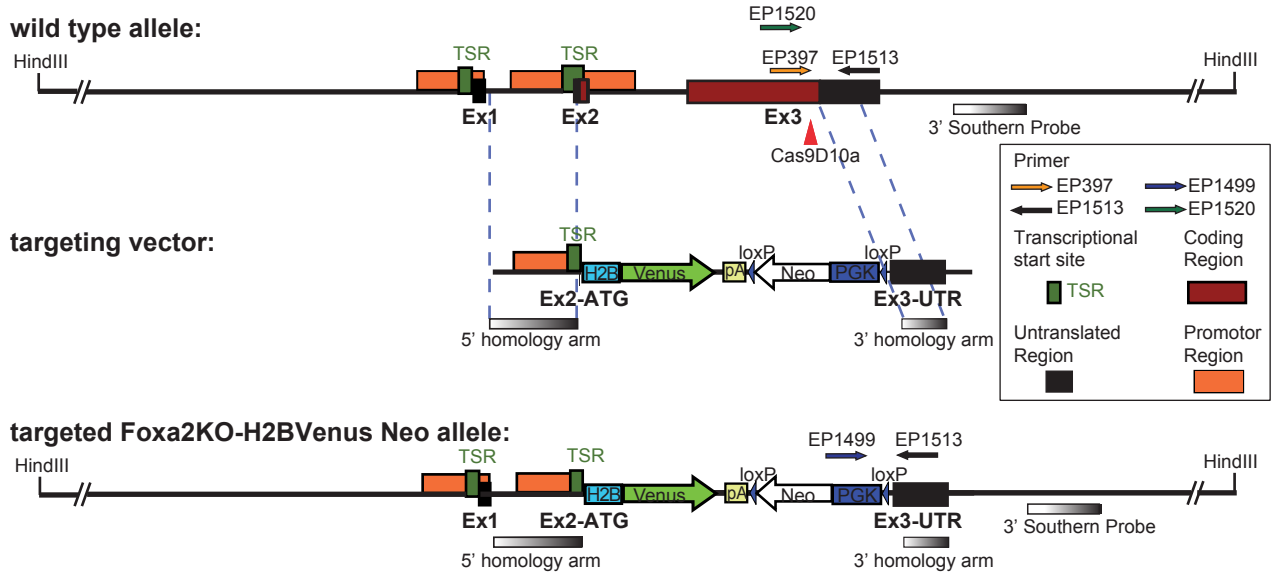

# B

## Genotyping PCR:

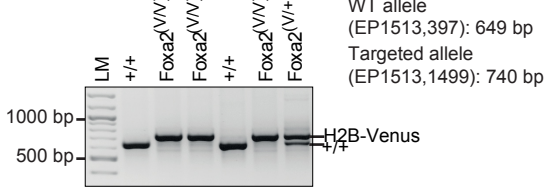

**CRISPR-Cas9D10a targeting sites:**

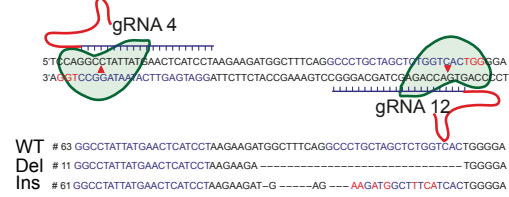

C

**Southern - Foxa2 3'probe:**

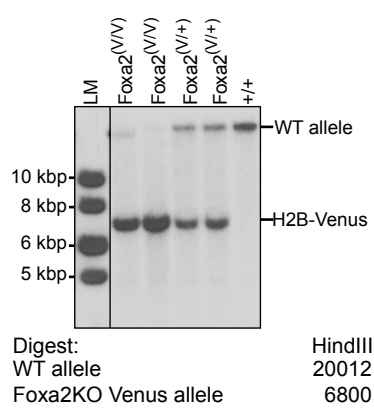

**D**

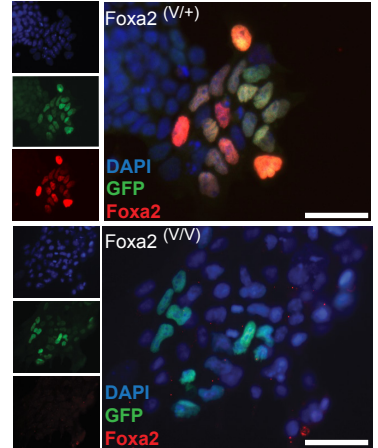

# Supplement related to Figure3

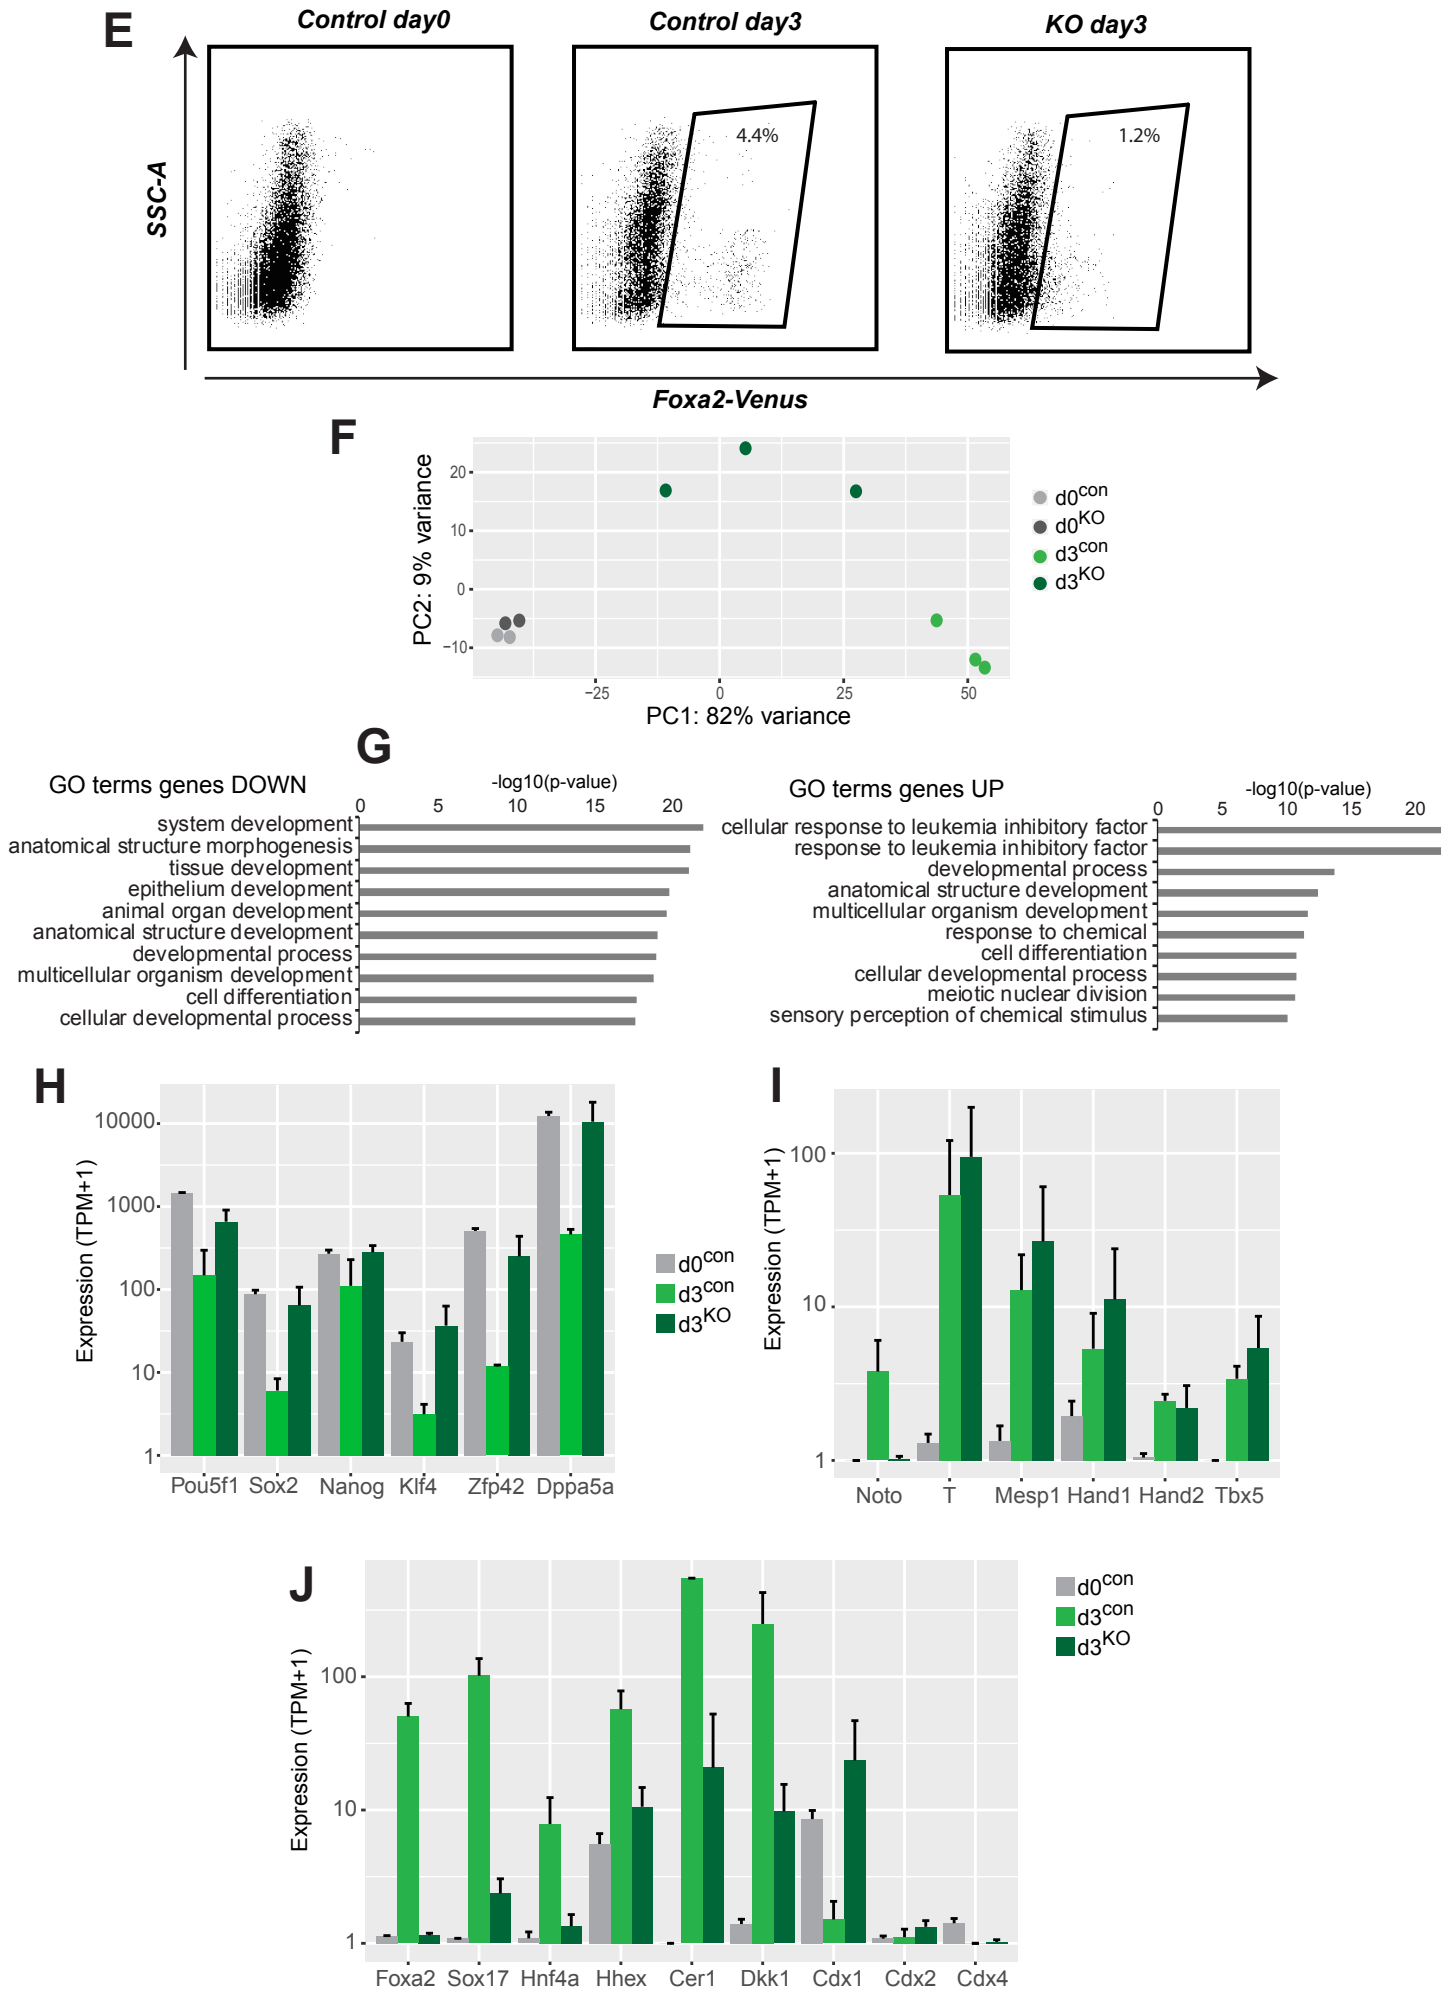

## Supplement related to Figure 4

**A**

### Top motifs at Transient Foxa2 peaks

| Rank | Homer Known Motif                                                                 | Name  | p-val   | % of targets |
|------|-----------------------------------------------------------------------------------|-------|---------|--------------|
| 1    | 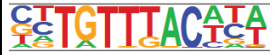 | Foxa2 | 1e-1655 | 70.86        |

### Top motifs at Stable Foxa2 peaks

| Rank | Homer Known Motif                                                                 | Name  | p-val   | % of targets |
|------|-----------------------------------------------------------------------------------|-------|---------|--------------|
| 1    | 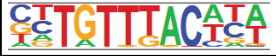 | Foxa2 | 1e-3037 | 82.70        |

### Top motifs at Late Foxa2 peaks

| Rank | Homer Known Motif                                                                 | Name  | p-val   | % of targets |
|------|-----------------------------------------------------------------------------------|-------|---------|--------------|
| 1    | 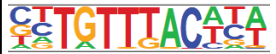 | Foxa2 | 1e-1996 | 74.87        |

**B**

### GO Biological Process at Transient Foxa2 peaks

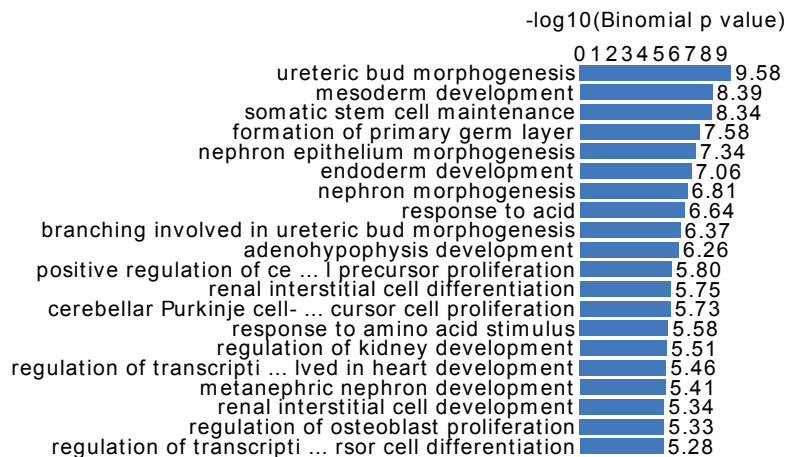

### GO Biological Process at Stable Foxa2 peaks

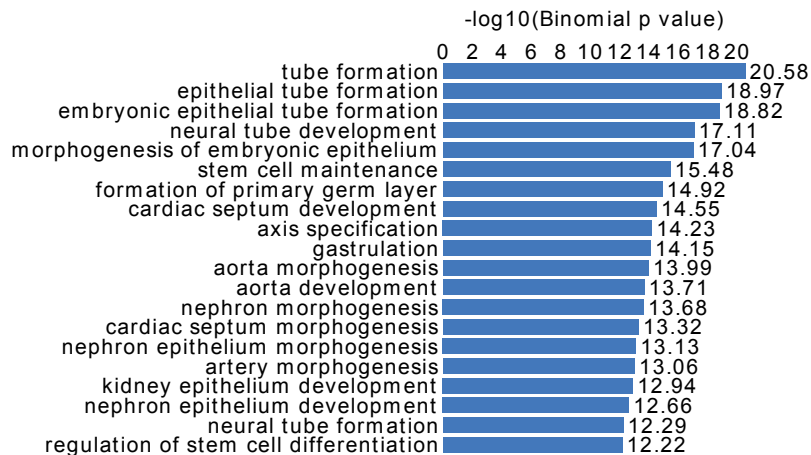

### GO Biological Process at Late Foxa2 Peaks

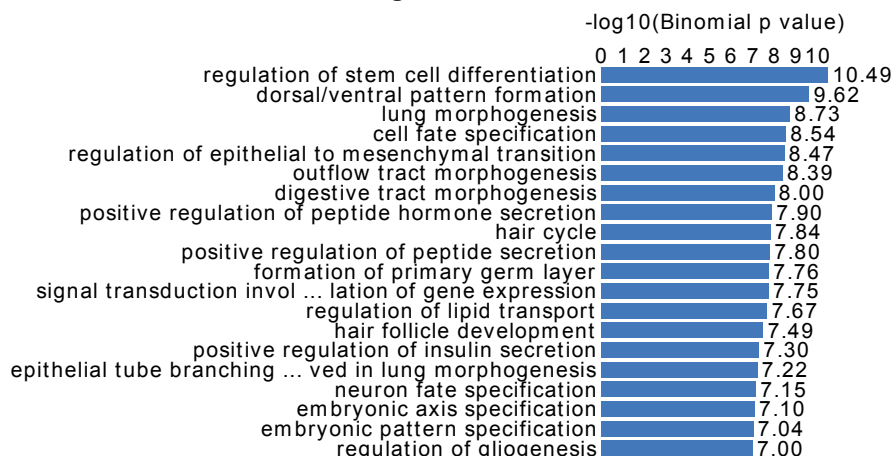

## Supplement related to Figure 4

C

### MSigDB Pathway at Transient Foxa2 peaks

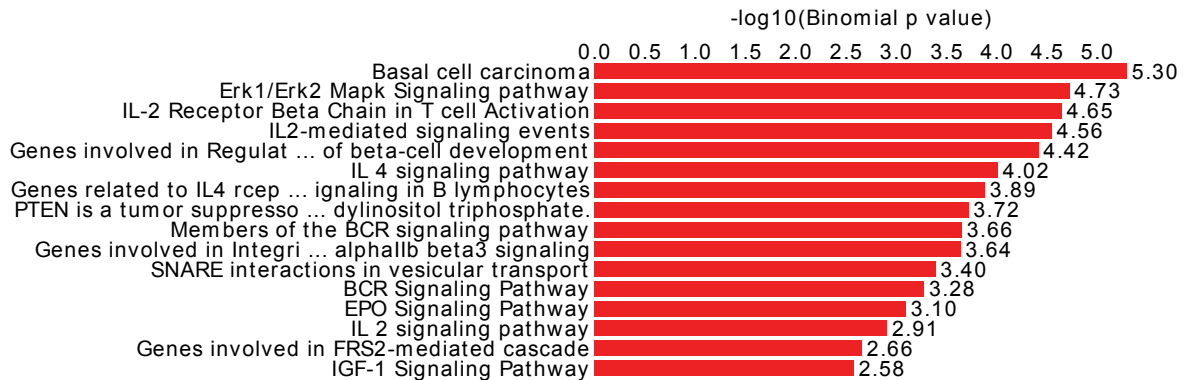

### MSigDB Pathway at Stable Foxa2 peaks

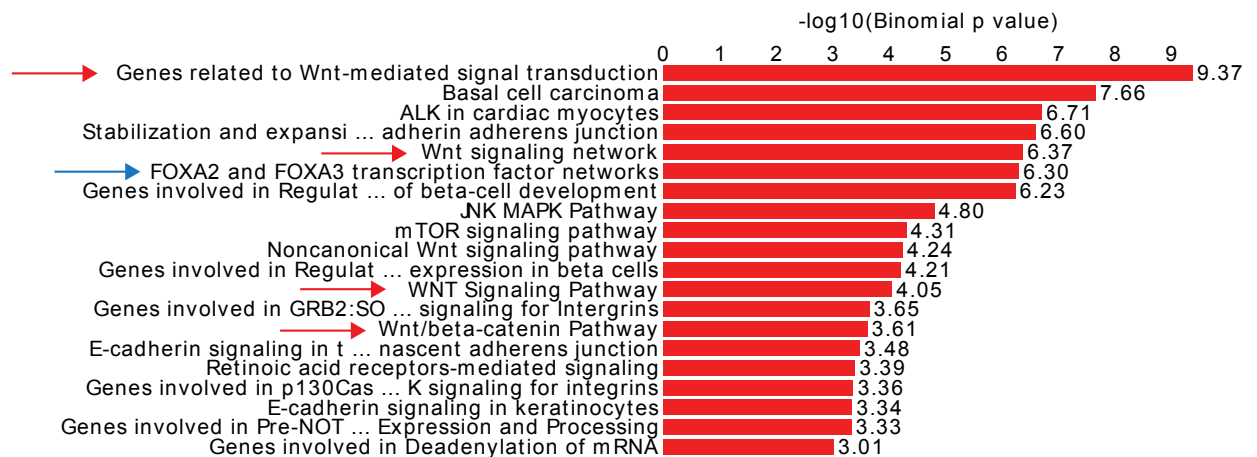

### MSigDB Pathway at Late Foxa2 peaks

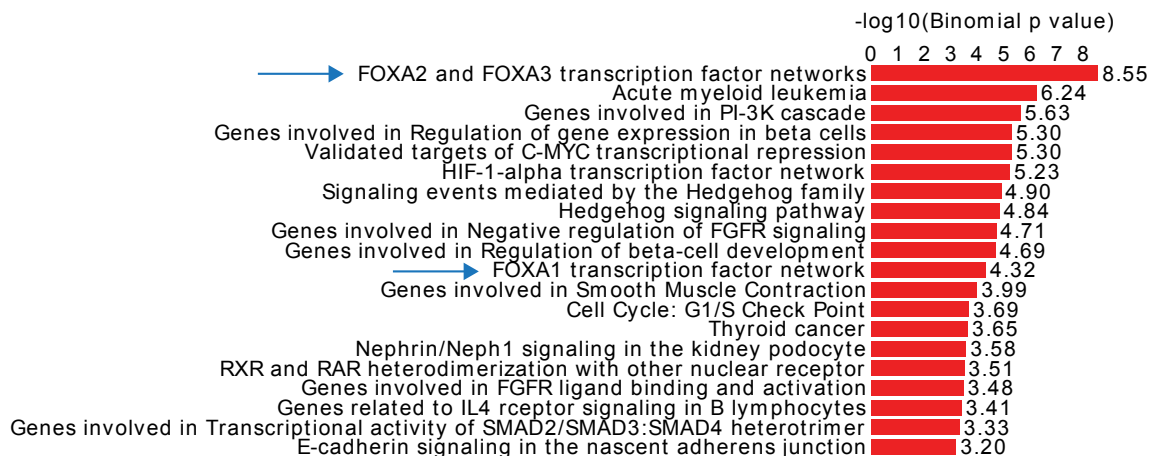

## Supplement related to Figure 4

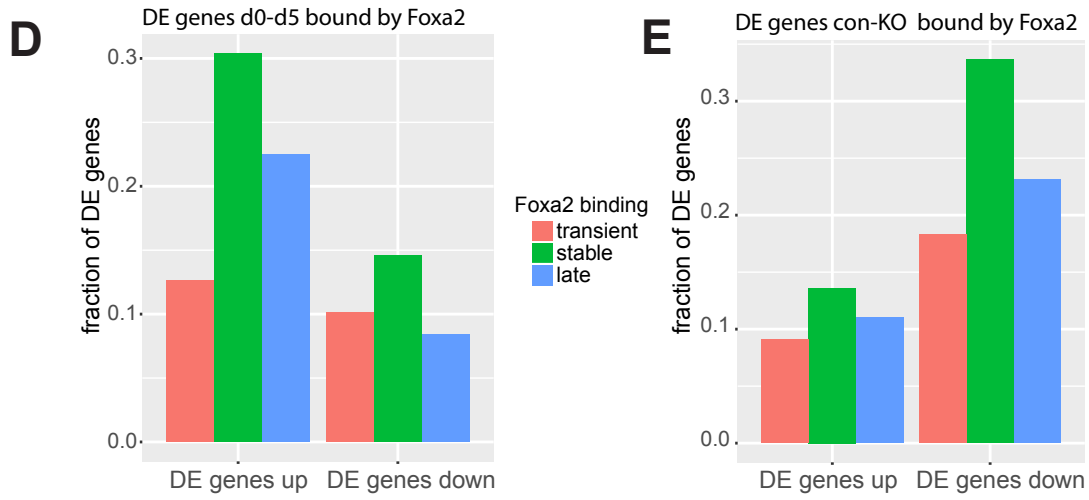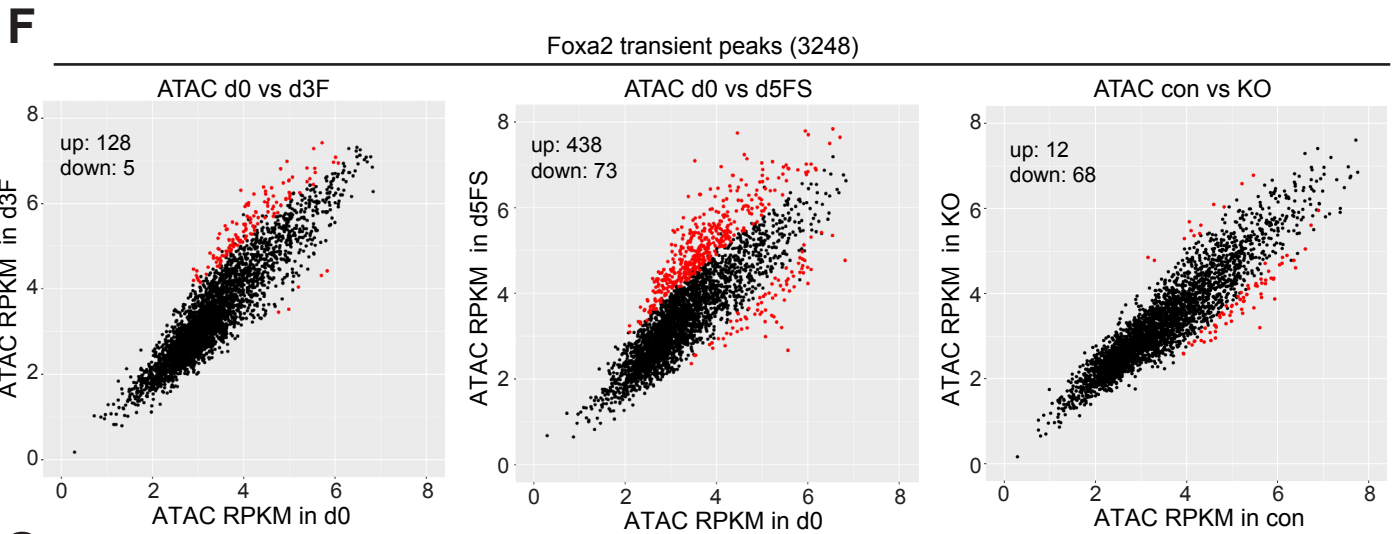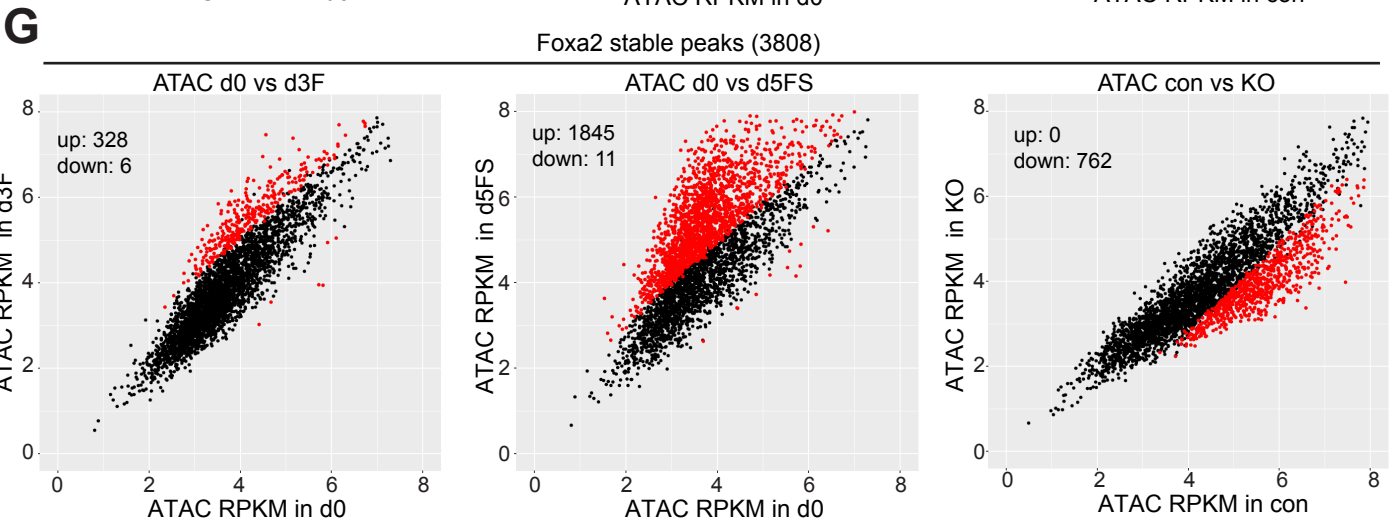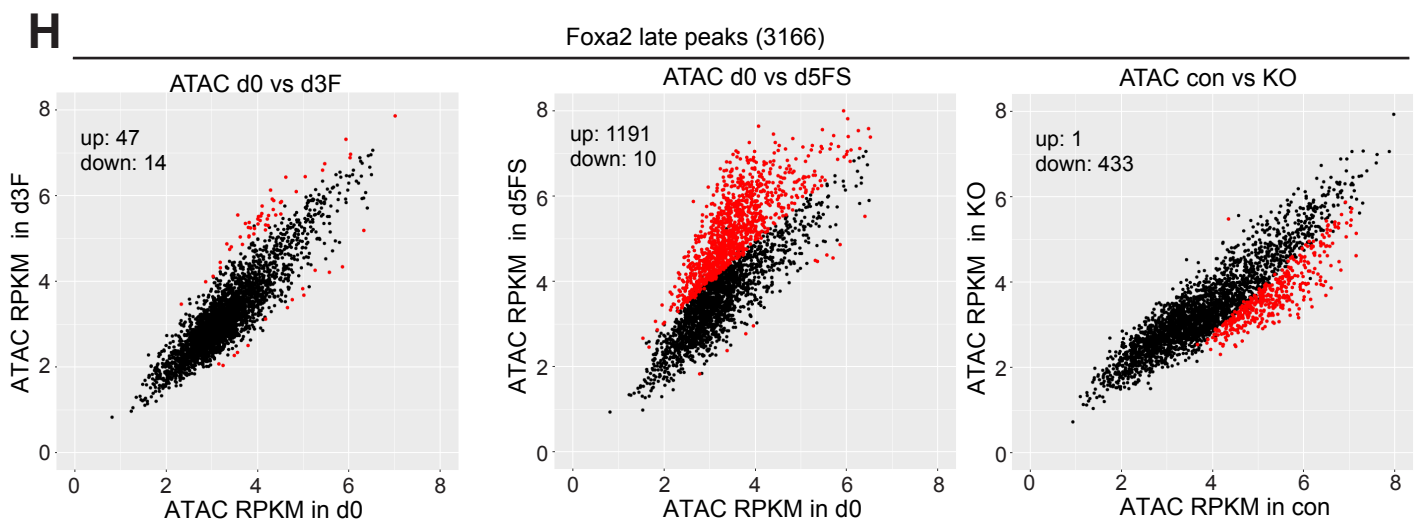

# Supplement related to Figure 4

I

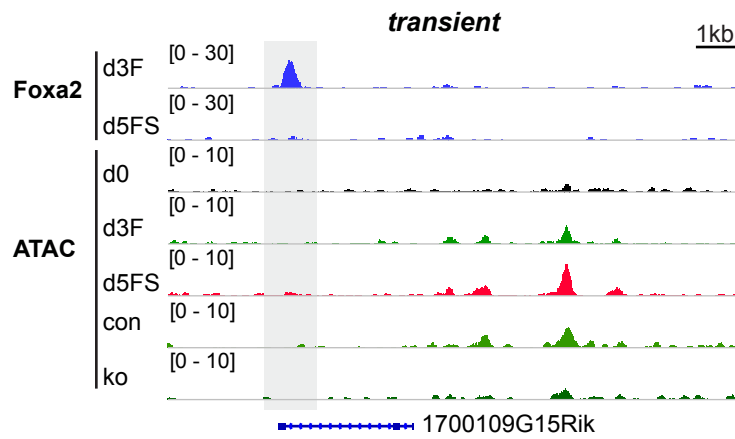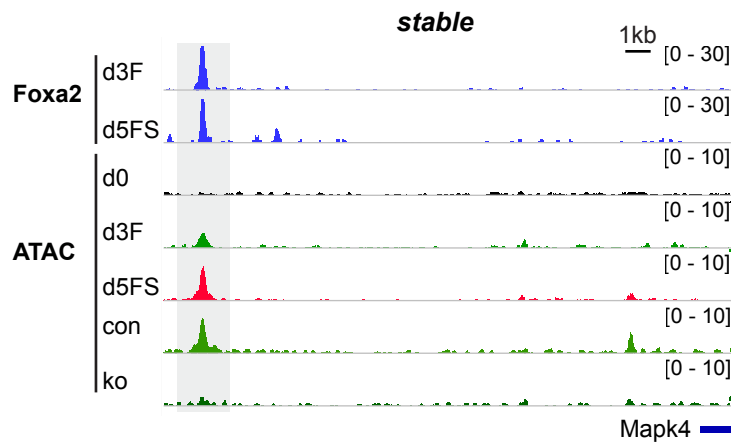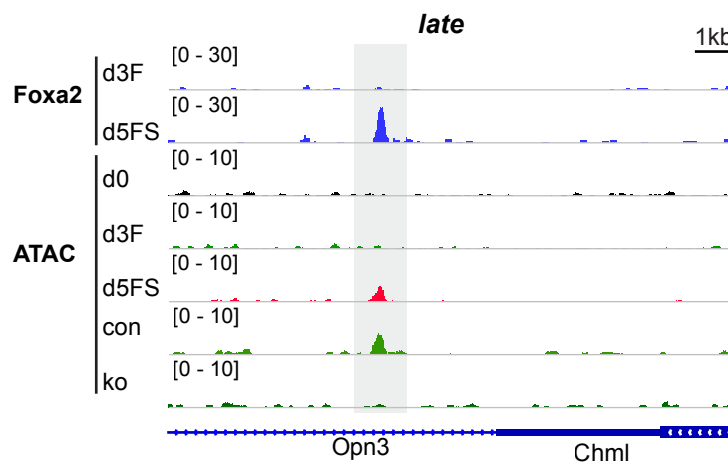

## Supplement related to Figure 4

**J**

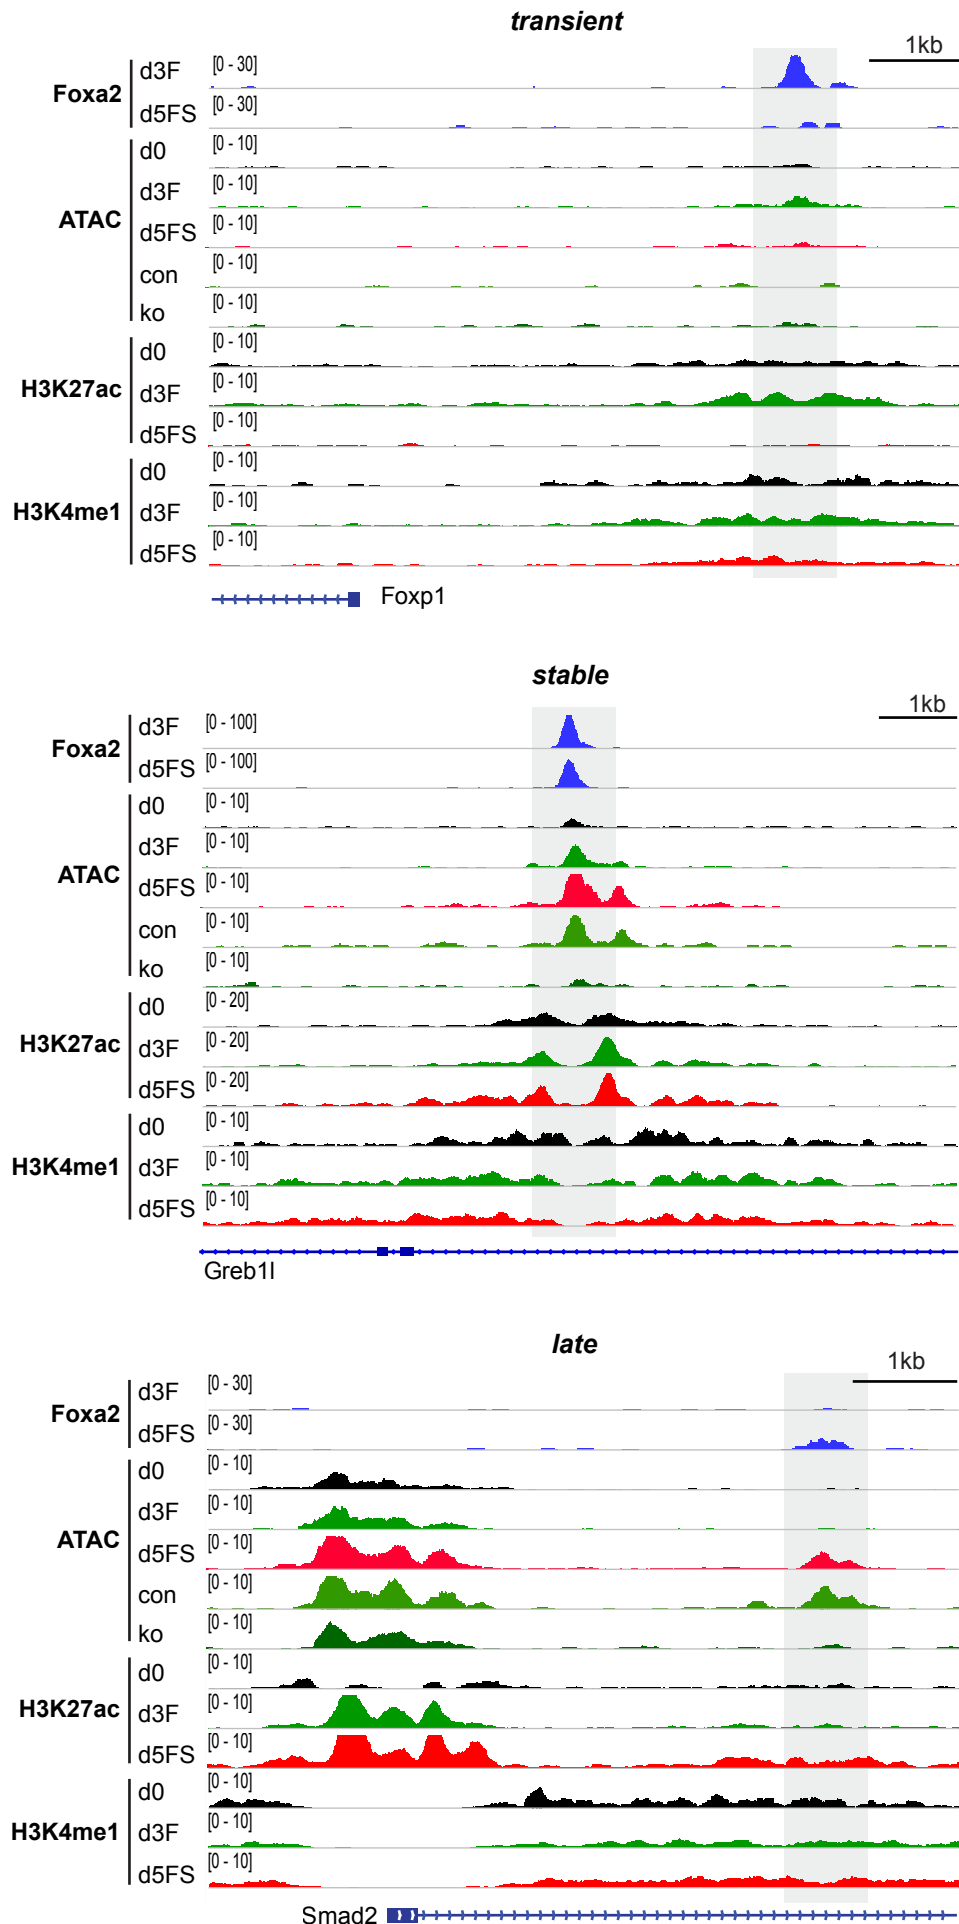

## Supplement related to Figure 5

**A**

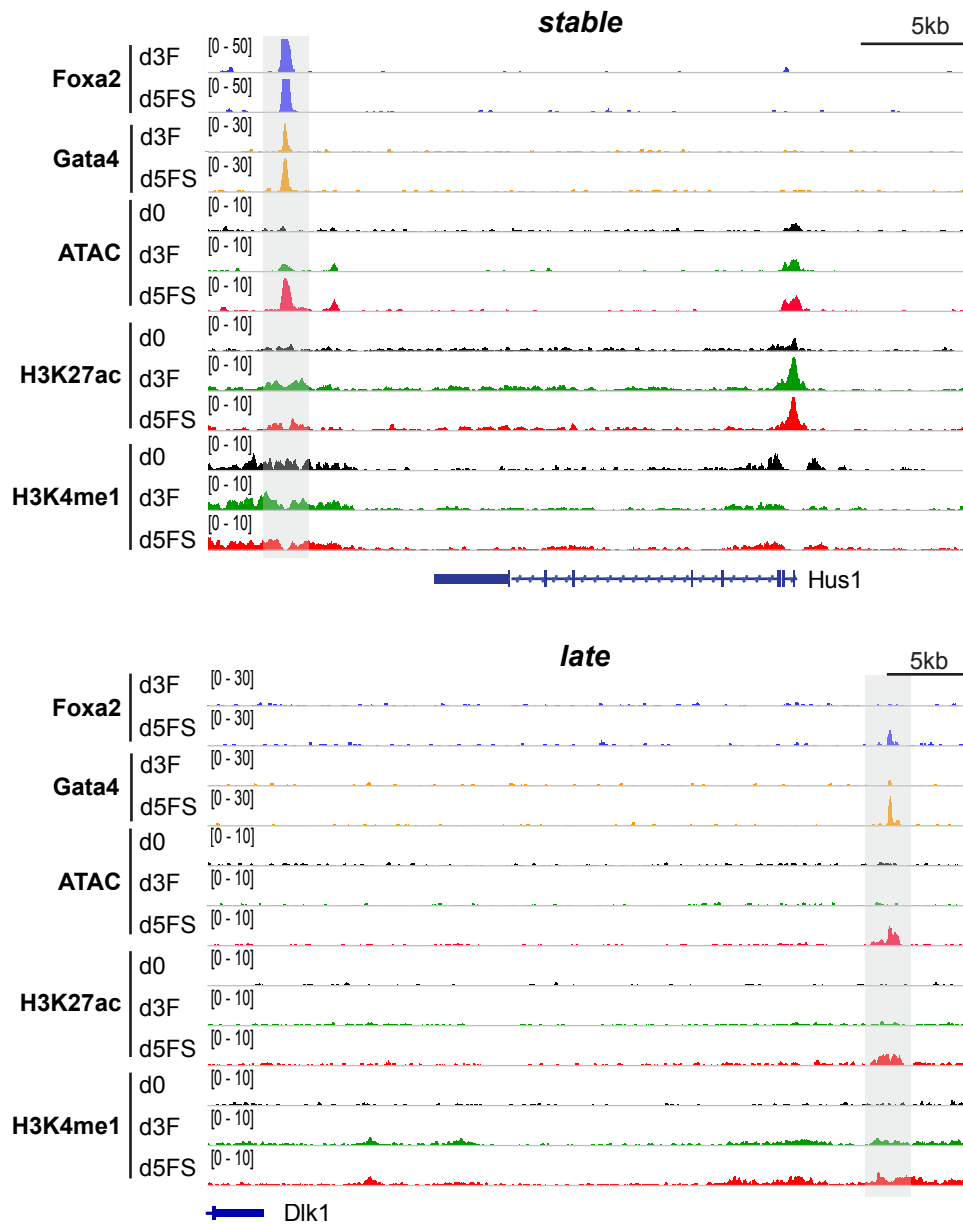

**B**

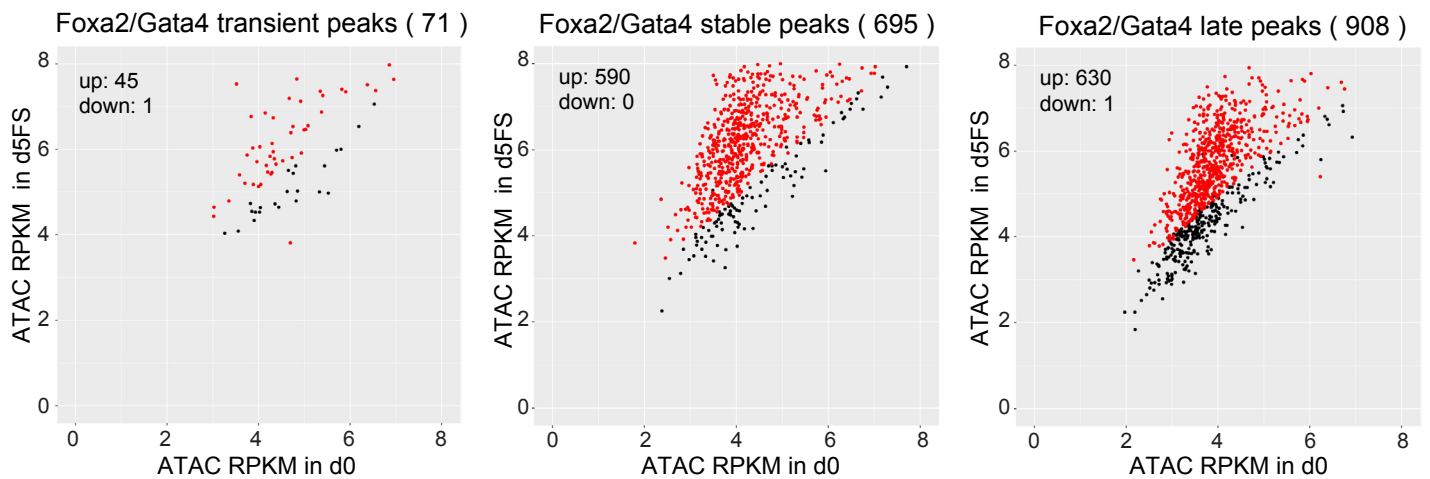

Supplement related to Figure 6

A

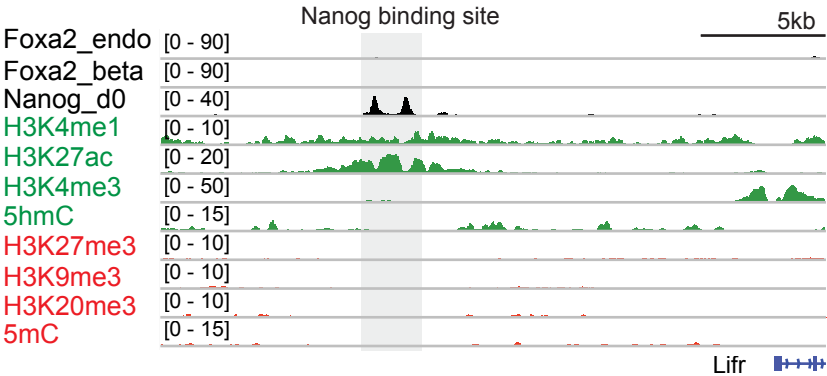

B

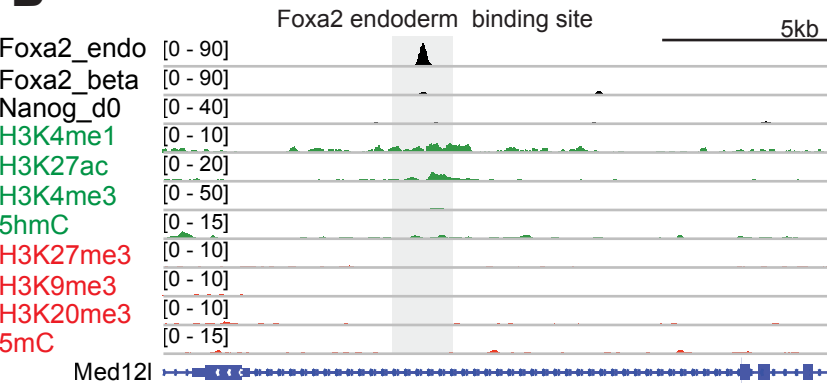

C

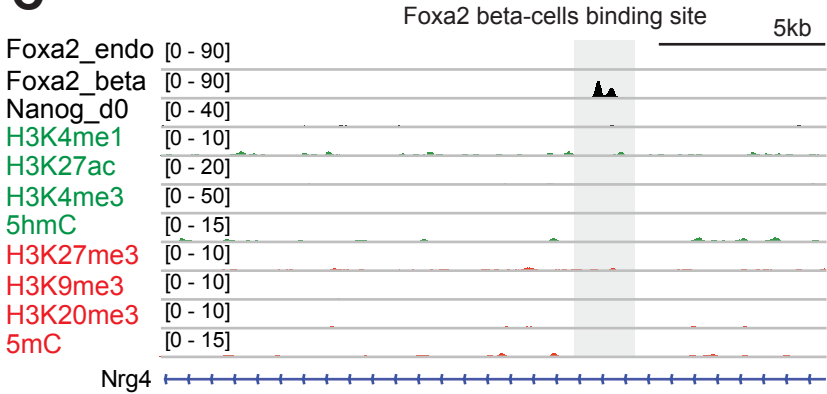

## Supplement related to Figure 6

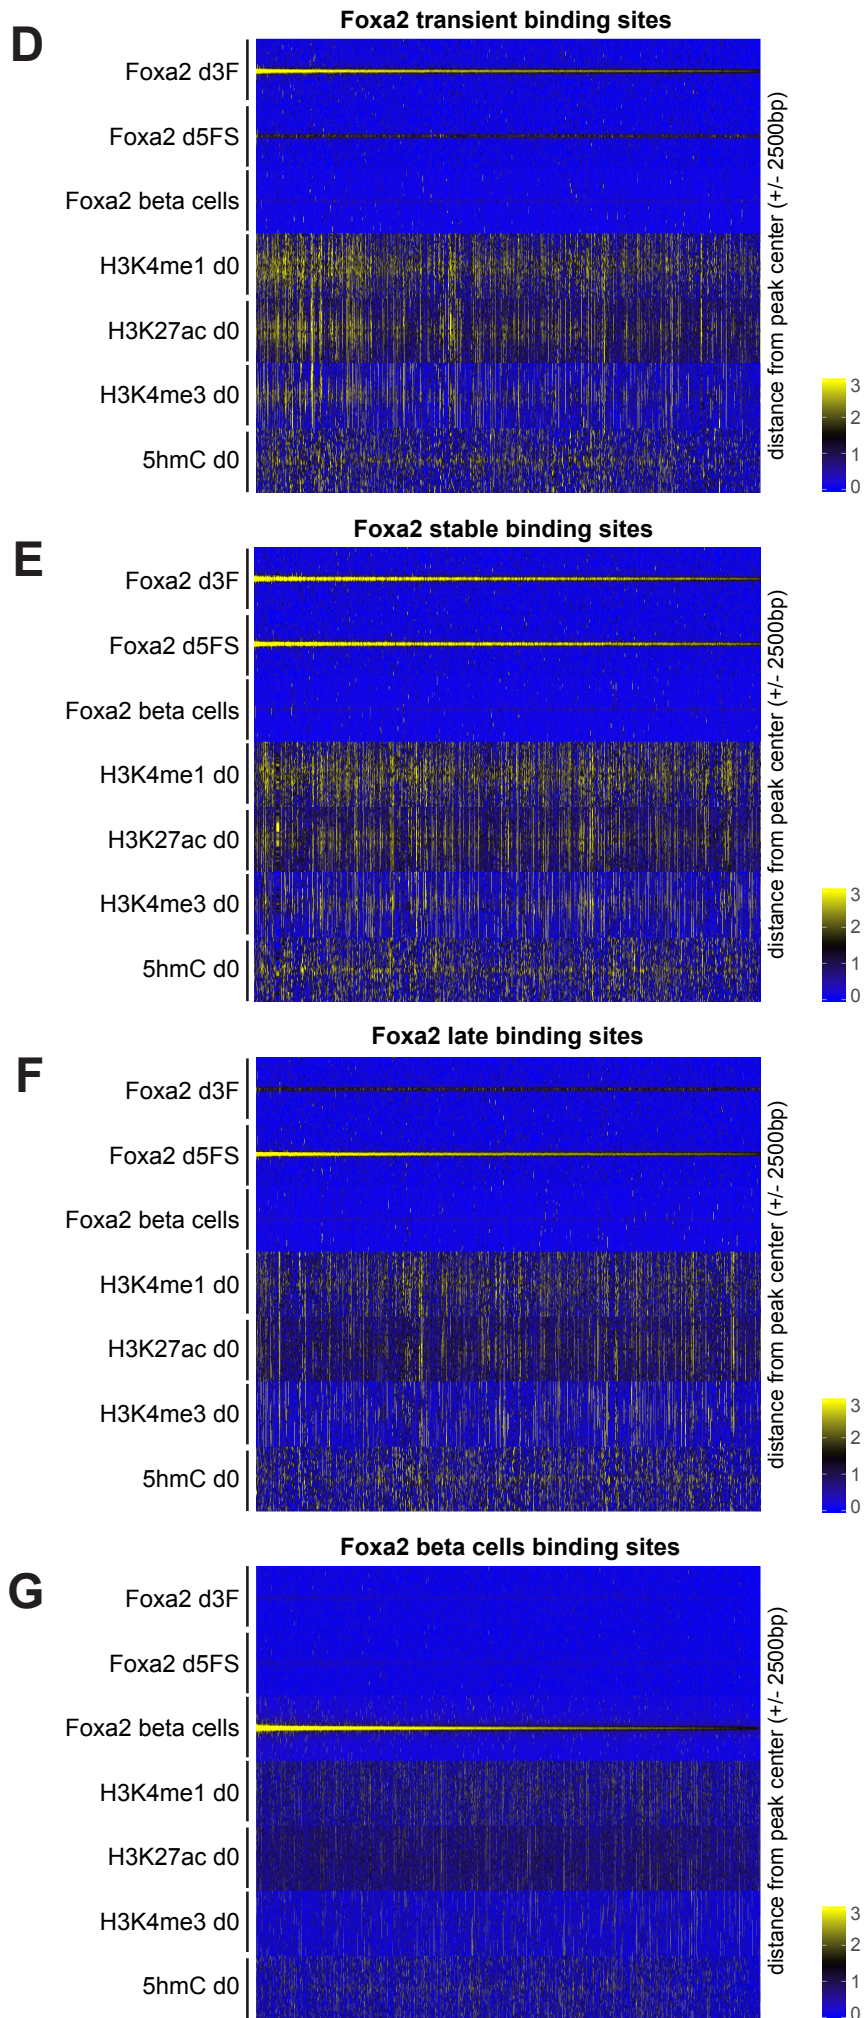

## Supplement related to Figure 6

H

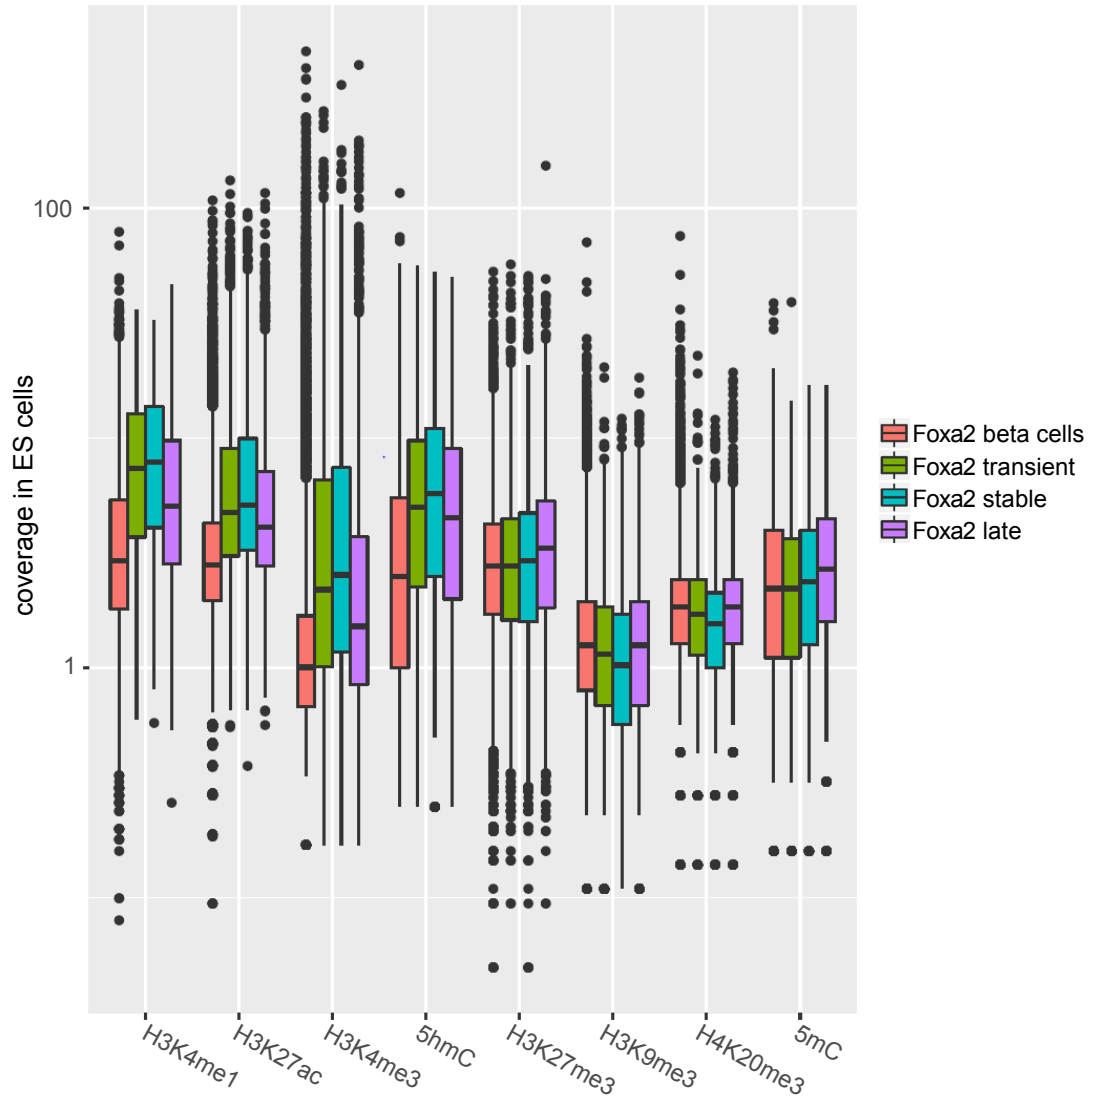

I

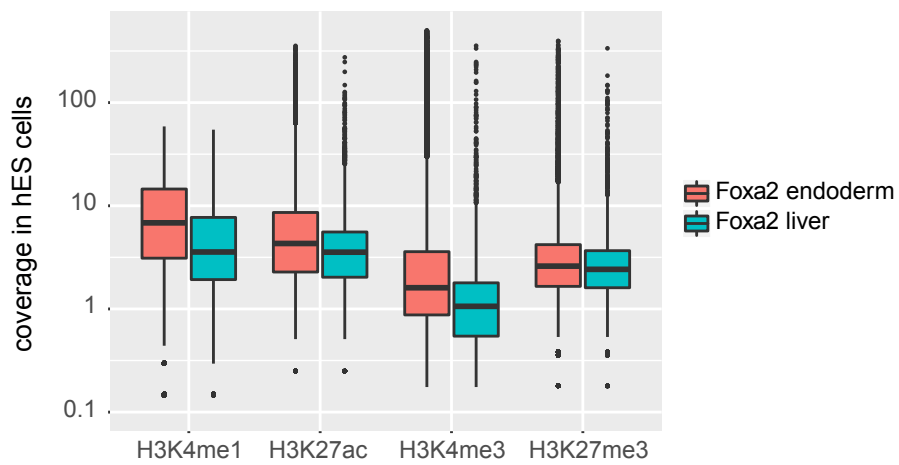

## Supplement related to Figure7

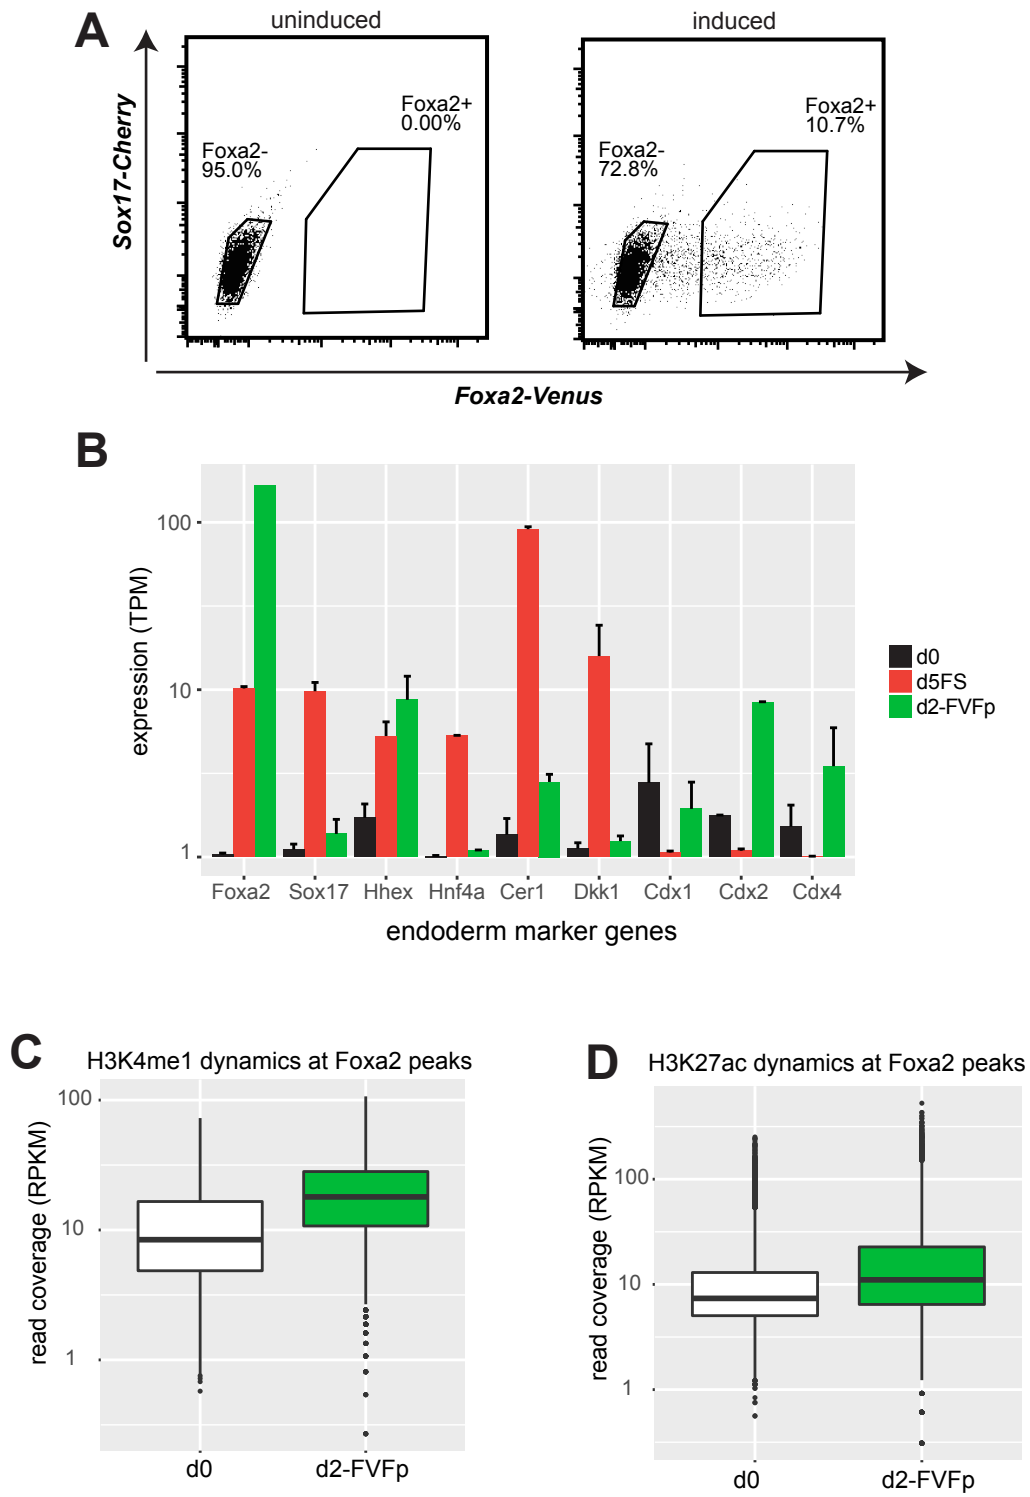

## Supplement related to Figure7

**E**

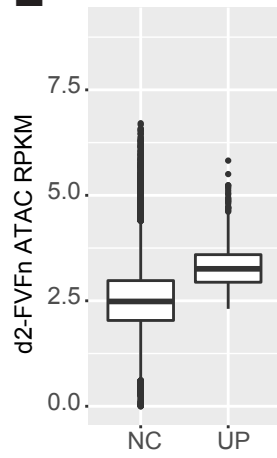

**F**

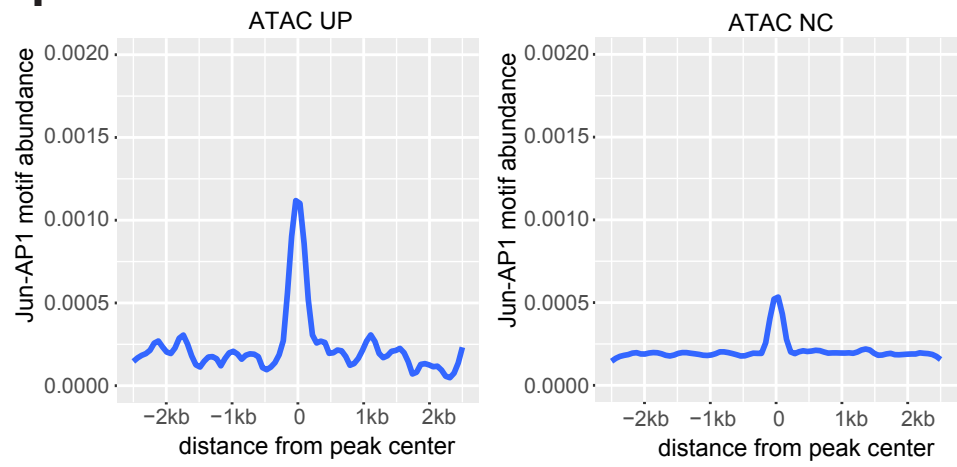

**G**

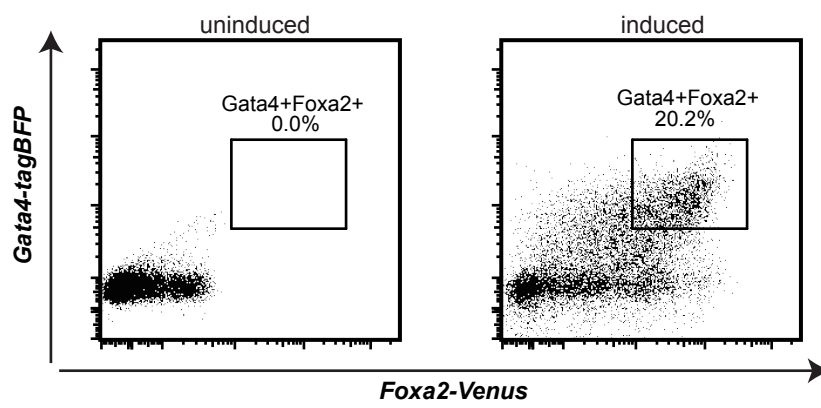

## REFERENCES

1. Nagai, T., Ibata, K., Park, E.S., Kubota, M., Mikoshiba, K. and Miyawaki, A. (2002) A variant of yellow fluorescent protein with fast and efficient maturation for cell-biological applications. *Nat Biotechnol*, **20**, 87-90.
2. Burtscher, I., Barkey, W. and Lickert, H. (2013) Foxa2-venus fusion reporter mouse line allows live-cell analysis of endoderm-derived organ formation. *Genesis*, **51**, 596-604.
3. Hitz, C., Wurst, W. and Kuhn, R. (2007) Conditional brain-specific knockdown of MAPK using Cre/loxP regulated RNA interference. *Nucleic Acids Res*, **35**, e90.
4. Sadic, D., Schmidt, K., Groh, S., Kondofersky, I., Ellwart, J., Fuchs, C., Theis, F.J. and Schotta, G. (2015) Atrx promotes heterochromatin formation at retrotransposons. *EMBO Rep*, **16**, 836-850.
5. Gibson, D.G., Young, L., Chuang, R.Y., Venter, J.C., Hutchison, C.A., 3rd and Smith, H.O. (2009) Enzymatic assembly of DNA molecules up to several hundred kilobases. *Nat Methods*, **6**, 343-345.
6. Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M. and Gingeras, T.R. (2013) STAR: ultrafast universal RNA-seq aligner. *Bioinformatics*, **29**, 15-21.
7. Love, M.I., Huber, W. and Anders, S. (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*, **15**, 550.
8. Langmead, B. (2010) Aligning short sequencing reads with Bowtie. *Curr Protoc Bioinformatics*, **Chapter 11**, Unit 11 17.
9. Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y.C., Laslo, P., Cheng, J.X., Murre, C., Singh, H. and Glass, C.K. (2010) Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell*, **38**, 576-589.
10. Rackham, O.J., Firas, J., Fang, H., Oates, M.E., Holmes, M.L., Knaupp, A.S., Consortium, F., Suzuki, H., Nefzger, C.M., Daub, C.O. *et al.* (2016) A predictive computational framework for direct reprogramming between human cell types. *Nat Genet*, **48**, 331-335.
11. Szklarczyk, D., Morris, J.H., Cook, H., Kuhn, M., Wyder, S., Simonovic, M., Santos, A., Doncheva, N.T., Roth, A., Bork, P. *et al.* (2017) The STRING database in 2017: quality-controlled protein-protein association networks, made broadly accessible. *Nucleic Acids Res*, **45**, D362-D368.
12. Shannon, P., Markiel, A., Ozier, O., Baliga, N.S., Wang, J.T., Ramage, D., Amin, N., Schwikowski, B. and Ideker, T. (2003) Cytoscape: a software environment for integrated models of biomolecular interaction networks. *Genome Res*, **13**, 2498-2504.
13. McLean, C.Y., Bristor, D., Hiller, M., Clarke, S.L., Schaar, B.T., Lowe, C.B., Wenger, A.M. and Bejerano, G. (2010) GREAT improves functional interpretation of cis-regulatory regions. *Nat Biotechnol*, **28**, 495-501.
14. Mi, H., Huang, X., Muruganujan, A., Tang, H., Mills, C., Kang, D. and Thomas, P.D. (2017) PANTHER version 11: expanded annotation data from Gene Ontology and Reactome pathways, and data analysis tool enhancements. *Nucleic Acids Res*, **45**, D183-D189.

How the deposited data were processed for this re-analysis (not part of the article)

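RNA-seq data of d0, d3F and d5FS cells were used, with 2 independent replicates each, 6 samples in all. Each sample was assigned to its population from the time point, the sorting markers and the replicate number of its label. The other experiments of the paper (ATAC-seq, ChIP-seq, and RNA-seq of knock-out cells and d2-FVFp cells) were not analysed here. Their published gene lists were used where a passage names them.

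According to the Methods and Supplementary Methods, the authors depleted ribosomal RNA, sequenced paired ends and aligned the reads to mm10 with STAR. The authors deposited one RSEM gene table per sample. The deposited expected counts are RSEM estimates of the number of fragments per gene and are not normalized. The deposited TPM values are divided by effective length and scaled by RSEM to the same total in each sample. The deposited FPKM values are scaled for length and library size by RSEM, and they were not used. The effective lengths that the authors deposited served only to rescale TPM. The versions of RSEM and STAR and the annotation release were not found in the paper, its supplementary text or its supplementary tables.

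Each table holds 24054 genes, 20619 of them with a protein-coding RefSeq transcript and 3435 without. Expected counts summed to 22102085.99 and 22258890.05 in d0, 22768686.01 and 20676971.54 in d3F, and 16457728.93 and 17555022.90 in d5FS. At least one count was found for 16977 and 18649 genes in d0, 16840 and 18354 in d3F, and 16773 and 19859 in d5FS. Differences between replicates were far larger than the sampling noise of these depths, with 190.4, 87.92 and 85.04 chi-square per degree of freedom in d0, d3F and d5FS.

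Expected counts were rounded to whole numbers. With edgeR 4.0.16 in R 4.3.3, genes were kept by filterByExpr (14539 genes), samples were normalized by TMM, and dispersions were estimated with estimateDisp. A quasi-likelihood model with a mean per population was fitted (glmQLFit, glmQLFTest, prior count 0.125 for fold changes), with 3 residual degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. With 2 samples against 2, the smallest p of an exact permutation test is 0.33, so no such test was run on single genes. Gene positions are those of GENCODE M21 on mm10.

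The genes named in the text were chosen by a rule. It covers each gene drawn in Fig. 1C, Fig. 1D, Fig. 2E and Supplementary Figure S7B or named in the text for these cells, and all members of the Gata and Foxa families. It adds the 5 genes with the largest increase and the 5 with the largest decrease from d0 to d5FS among those past the thresholds, with both d5FS samples on the same side of both d0 samples and a mean of at least 1 TPM in d0 or d5FS. The TF score was computed as log2 fold change times -log10 adjusted p. Overlaps of gene lists were tested with Fisher's exact test, and those within 10 bins of expression with an exact conditional test. Principal components were computed from rlog values of the 500 most variable genes with DESeq2 1.42.0.

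The alternatives were DESeq2 size factors, the glmTreat test of edgeR, the DESeq2 Wald test with the same cut-offs or against a log2 fold change of 1, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, a fit of only the groups compared, and a fit without each sample in turn. For principal components, 1000 genes, all genes with at least 10 counts in total, log2 CPM (prior count 2) and vst values were used. For TPM, values were rescaled by the TMM factors. The restriction to genes with a protein-coding RefSeq transcript, for TPM and for the gene counts, was chosen after seeing the data. With the replicate number as a block, 4619 genes passed in any comparison. The pairing behind that block is taken from the labels, and its check gave correlations of 0.314, 0.324 and 0.278 between same-numbered samples.

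The pipeline was tested on simulated data with 200 changed genes. The edgeR test recovered 65% of genes changed by a log2 fold change of 2 and 99% of those changed by 4, and 4.094% of its calls were false. With the block these values were 56%, 99% and 5.488%, and for glmTreat 16%, 97% and 0.8772%. The DESeq2 Wald test recovered 78% and 99% with 16.9% false calls, and the DESeq2 test against a log2 fold change of 1 recovered 11% and 90% with 0 false calls. The simulation was first run with a change of 2 only and was then extended to both sizes. Scripts used limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

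The network score of Fig. 1D was left out because it needs the STRING database, and gene ontology analyses were left out for want of their annotation. Supplementary Table S2 is shortened in the files, so links between genes and DARs cover only the symbols listed. Its sheet for increased accessibility from d0 to d5FS has no rows.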

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

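In d5FS replicate 2, the small nucleolar RNA Snord22 had 330392.78 TPM, 33.04% of all TPM of that sample, and 0 TPM in each of the other 5 samples. It was flagged because the paper does not discuss this gene and the value stands far above 0. Snord22 lies on chromosome 19 from 8725866 to 8725991. The counts show no such contrast. They ranged from 6559 to 28432, and after TMM normalization the 1214 CPM of d5FS replicate 2 lay within the 287.8 to 1457 of the other samples. The effective length was 0 in the other 5 samples and 1.09 in d5FS replicate 2, for a gene of 126 bases. An RNA shorter than the sequenced fragments may thus receive TPM or none by a small difference in the estimated fragment length, and the value of 1214 was what that explanation predicts. Induction of Snord22 in d5FS was tested on the counts and was not found, with a log2 fold change of 0.265 from d0 (standard error 0.747, adjusted p = 0.824 in edgeR). From d0 to d5FS its CPM went from 287.8 to 883.5 in replicate 1 and from 1457 to 1214 in replicate 2. The replicates thus disagreed, and this fit did not separate the replicate numbers, so a smaller induction is not excluded. Both predictions were written after the values had been seen. The technical explanation remains. The share taken by Snord22 lowers the TPM of every other gene in that sample 1.49-fold, and does not enter the tests on counts. Reads shared with other small RNAs and contamination were not tested.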

How the results depend on the processing

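All choices and alternatives were set before the processed files arrived, except the restriction to genes with a protein-coding RefSeq transcript, the list of gene and comparison pairs followed below, and the pattern counts, which were set after seeing the data. The odds ratios of genes linked to DARs and of the Table S8 genes were not run under every alternative. Only the DESeq2 test against a log2 fold change of 1 and the replicate block were used for them. Under these settings the direction and the side of the threshold were unchanged. The number of Table S8 genes shared (116, with 81 and 128 under these settings) stayed within the limit of 1.5-fold. So did the number of large nodes among the 5 highest TF scores.

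The counts of differentially expressed genes depended on the test. From d0 to d3F (683 genes), glmTreat gave 242, the DESeq2 Wald test 1486, the DESeq2 test against a log2 fold change of 1 gave 383, no filter 1933, at least 10 counts in every sample 357, and a fit of only the 2 groups 430. From d3F to d5FS (224 genes), the values were 70 with glmTreat, 1057 with the Wald test, 1423 without a filter, 144 at 10 counts and 529 with only the 2 groups. From d0 to d5FS (3313 genes), glmTreat gave 1235 and the DESeq2 threshold test 1006. For any comparison (3401 genes) these 2 tests gave 1266 and 1117, and for the induced genes (1852) 775 and 670. Both test against the fold change cut-off itself, so genes estimated just above it are no longer called, which could explain the lower counts. No filter adds genes with few counts, but it also lowered adjusted p-values of well-expressed genes at similar fold changes. From d0 to d3F, Nanog and Pou5f1 passed without the filter, against adjusted p-values of 0.27 and 0.175 in the main edgeR quasi-likelihood test. Of 94 log2 fold changes followed, 13 passed without the filter but not in the main fit. Added genes are thus not the whole gain to 1933. The Wald test had 16.9% false calls in the simulated comparison of d0 with d5FS, where 200 genes were changed. From d0 to d3F, where no gene was changed, it made 17 calls. Part of the gain to 1486 genes may be false. The simulation had no shift between replicate numbers and did not cover the fit without a filter. It therefore cannot tell how much of the gains to 1486 and 1933 is false. Of the Table S1 genes, 672 in place of 1031 were found at 10 counts in every sample, since genes silent in one population are then removed.

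With the replicate number as a block, a pairing taken from the labels with check correlations of 0.314, 0.324 and 0.278, the counts were 1320 from d0 to d3F and 918 from d3F to d5FS. The block removes a shift shared by same-numbered samples, which could raise these counts, but it leaves only 2 residual degrees of freedom.

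Across the 6 fits that each left out one replicate, the counts ran from 97 to 977 genes from d0 to d3F, from 0 to 496 from d3F to d5FS, from 1047 to 3037 from d0 to d5FS, from 1163 to 3249 for any comparison, from 789 to 1663 for the induced genes and from 795 to 1018 for the Table S1 genes. A group with a single sample gives no estimate of its own spread, and with 2 replicates this limits above all the comparison of d3F with d5FS.

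The variance on PC1 (72.23%) was 70.72% with 1000 genes, 58.98% with all genes of at least 10 counts, 73.15% with log2 CPM and 74.98% with vst values. That on PC2 (18.54%) was 18.5%, 18.04%, 17.43% and 16.08% in the same order. More genes add variance outside the first components, which could explain the 58.98%.

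Signs reversed in 8 of 1350 rows of log2 fold changes, all without one replicate and none past a threshold in the main fit. Nanog from d0 to d3F ran from -1.96 to 0.09617 (the latter without d0 replicate 2), and Afp from -0.8942 to 0.3553 (without d0 replicate 1). Hand1 ran from -0.179 (without d3F replicate 2) to 0.7456 from d0 to d3F. From d3F to d5FS, Hand1 ran from -1.14 to 0.3644 (without d5FS replicate 1, and 0.3301 without d3F replicate 2), Hand2 from -1.418 to 0.641 (without d3F replicate 2, and 0.06163 without d5FS replicate 1), and Eomes from -0.3721 to 0.2422 (without d3F replicate 2). Afp had at most 3 counts per sample in d0 and d3F, and Hand1 at most 23 counts in any sample, so the depth could account for values such as 0.3553. Of the other rows, 1159 were the same, 144 were weaker and 39 stronger. Under the block, with check correlations of 0.278 to 0.324 for its pairing from the labels, 85 of 94 were the same, 8 stronger and 1 weaker (Otx2 from d0 to d3F). The 8 that passed with the block but not in the main fit were Cdx4, Gata1, Gata2 and Hand2 from d0 to d3F, and Foxa1, Gata4, Dkk1 and Hhex from d3F to d5FS.

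Rescaling TPM by TMM factors moved 18 of 105 values. Rescaling over genes with a protein-coding transcript moved 104, which follows by construction from taking out most of the TPM. Of the counts in each direction, 56 of 90 moved, and of the pattern rows 47 of 75. The genes changed the same way in d3F and d5FS (602) were 94 without d3F replicate 2 and 1516 without a filter. The genes that rise to d3F and then fall (15) were 0 without d3F replicate 1, 0 without d5FS replicate 1 and 110 without a filter, and those changed in d3F alone (79) were 3 without d3F replicate 2 and 396 without a filter. Some alternatives gave no value for genes they do not test. At 10 counts in every sample 43 of the 94 log2 fold changes had a value, in fits of only the 2 groups 89, without d3F replicate 2 92, and with protein-coding transcripts only 92.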

Differences from the paper's values

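For genes differentially expressed in any comparison, the main fit gave 3401 against the paper's 1053. Of the alternatives set before the files arrived, glmTreat (1266), the DESeq2 test against a log2 fold change of 1 (1117) and the fit without d5FS replicate 1 (1163) came within 1.5 times the paper's value. The DESeq2 test is the one that the Supplementary Methods describe. The others did not: DESeq2 size factors (3434), the Wald test (4409), no filter (5058), at least 10 counts in every sample (2521), the replicate block with its pairing taken from the labels and check correlations of 0.278 to 0.324 (4619), only the 2 groups compared (2815), and the other fits without one replicate (1620 to 3249).

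For genes induced during endoderm differentiation, the main fit gave 1852 against the paper's 588. The same settings came within the limit, glmTreat with 775, the DESeq2 test against a log2 fold change of 1 with 670 and the fit without d5FS replicate 1 with 789. DESeq2 size factors (1791), the Wald test (2214), no filter (2565), at least 10 counts (1401), the replicate block (2471), only the 2 groups compared (1493) and the other fits without one replicate (1018 to 1663) did not.

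Of the Table S8 genes, 116 were in the induced set against the paper's 72. The DESeq2 test against a log2 fold change of 1 gave 81, within the limit, and the replicate block gave 128, outside it.

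Of the genes higher in d3F than in d0, 29.63% were linked to a region of increased accessibility against the paper's 19%. The replicate block gave 26.7%, within the limit, and the DESeq2 test 32.79%, outside it. Of the genes lower in d5FS than in d0, 51.3% were linked to a region of decreased accessibility against the paper's 78%. The DESeq2 test (58.62%) and the replicate block (52.67%) were both within the limit. The paper's percentages are for genes linked to dynamic regions, and the direction of those regions is not stated. The values here require a matching direction and cover only the listed part of Supplementary Table S2.

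The paper names Gata4 and Eomes with Foxa2 as the leading TFs at the start of differentiation. On the expression score alone, without connectivity, Gata4 ranked 9 and Eomes ranked 7 of 15 from d0 to d3F. With the replicate block, Gata4 ranked 6 and Eomes ranked 8. Eomes is drawn as a large node of the d0-d3F network and Gata4 is not. Gata4 was thus outside the top 5 of the paper's combined ranking in that network, which includes connectivity. The paper describes mesoderm genes as transiently expressed in d3F. Hand1, Hand2 and Tbx5, drawn in Fig. 1C, had 0.26, 0.35 and 0.1 TPM in d3F and passed no threshold in the main fit, while T, Noto and Mesp1 rose from d0 to d3F and fell from d3F to d5FS past the thresholds. With the replicate block, whose pairing is taken from the labels with check correlations of 0.278 to 0.324, Hand2 passed from d0 to d3F (3.574, adjusted p = 0.0275 in edgeR), and Hand1 and Tbx5 did not. The paper describes endoderm genes as progressively induced. Foxa2 changed by -0.3094 from d3F to d5FS (standard error 0.453, adjusted p = 0.765 in edgeR), and Pyy had 0 counts in both d3F samples. Other endoderm genes of Fig. 1C did rise from d3F to d5FS past the thresholds. They were Sox17 (3.029), Cer1 (2.751), Hnf4a (5.397), Afp (7.742) and Pyy itself (9.003, adjusted p = 0.0497 in edgeR). None of these calls was kept in every fit without one replicate, where a single sample gives no estimate of spread. The log2 fold changes then ran from 2.421 to 4.036 for Sox17, 2.353 to 3.047 for Cer1 and 4.504 to 7.635 for Hnf4a. They ran from 6.39 to 8.418 for Afp and from 7.165 to 9.834 for Pyy. The rise of Sox17 is favoured by the sorting, since d3F cells were taken as Sox17-Cherry negative and d5FS cells as positive. Gata4, Dkk1 and Hhex did not pass in the main fit but passed with the replicate block and its pairing from the labels. The paper describes pluripotency genes as lower during differentiation. From d0 to d3F, Nanog (-1.274, adjusted p = 0.27) and Pou5f1 (-1.071, adjusted p = 0.175) did not pass the threshold in edgeR. Sox2, Dppa5a, Klf4 and Zfp42 did, although none of these calls was kept in every fit without one replicate. All 6 genes were lower in d5FS than in d0 past the thresholds.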

Other observations

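Same-numbered replicates of different populations shared a pattern. On PC3, with 5.422% of the variance, replicate 1 was negative and replicate 2 positive in all 3 populations. A difference of more than 1 on the log2 scale between the replicates was found in all 3 populations and in the same direction for 159 genes (100 higher in replicate 1, 59 in replicate 2), and in mixed directions for 93. Lars2 had 179266 and 1993 counts in d0 replicates 1 and 2, 68522 and 5962 in d3F, and 10563 and 1417 in d5FS. Rps16 had 1825 and 28167, 3856 and 24636, and 1282 and 26668 counts in the same order. The histone gene Hist1h2ap had 0 and 1634, 81 and 1495, and 0 and 847 counts. These genes were picked from a ranked list after seeing the data. Sex-linked genes were also looked at, and Xist, Uty, Ddx3y, Eif2s3y and Kdm5d had more counts in replicate 1 in every population.

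Supplementary Table S10 names one library of each population as mRNA and the other as total RNA, and histone mRNAs lack a poly(A) tail. It was predicted, before the result was seen, that different RNA fractions would shift the histone genes in the same direction in all populations. The prediction is not independent of the ranked list, in which the histone gene Hist1h2ap was higher in replicate 2 in every population. The median log2 ratio of replicate 2 to replicate 1 over 67 histone genes was 0.877 in d0, 0.282 in d3F and 1.07 in d5FS, with 64, 51 and 64 genes higher in replicate 2. The smallest shift beyond that of other genes was 0.288. A difference in RNA fraction may therefore contribute. A difference in proliferation between the replicates was not tested and would also move histone genes, and neither which library is replicate 1 nor a library batch can be read from the labels. The pattern cannot be told apart from these.

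The d3F replicates lay at different positions between d0 and d5FS. Over genes that rise from d0 to d5FS, replicate 1 had covered 47.2% of the way and replicate 2 62.3%, and over genes that fall 42.7% and 59%. This was noticed after correlating replicate differences with 3 axes in each of the 3 populations, and its predictions were written after the result was seen. A difference between libraries of the replicate numbers predicts that the gap shrinks when each d3F replicate is placed between samples of its own number. It did not, with 20.8 the smaller gap in percent of the way. Admixture of d0 cells in d3F replicate 1 predicts lower values there for genes highest in d3F. Their median log2 ratio of replicate 1 to replicate 2 was 0.636, and 10 of 15 were higher in replicate 1. These 15 genes are few, include near-identical paralogs (Sprr2a1 and Sprr2a2) and do not all point the same way, so admixture is not excluded by them. Whether replicate 2 was sorted at a later stage was not tested. The smaller of the gaps over rising and falling genes, 15.2, is the observation itself, and d0 cells in replicate 1 or d5FS-like cells in replicate 2 would give such a gap too. The pattern cannot be told apart from these, and no biological explanation is drawn from it. No difference of harvest time is given by the labels.

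Genes from the paper's lists of Foxa2-dependent expression were compared with the induced set. The knock-out and Foxa2-expressing ESC data were not analysed here. Of 515 tested genes that Supplementary Table S4 lists as lower in knock-out cells, 341 (66.2%) were induced, against 10.8% of other genes (odds ratio 16.2, Fisher's exact test, p = 1.47e-185, adjusted over 3 tests 4.41e-185). Of 661 genes listed as higher, 9 (1.36%) were induced, against 13.3% (odds ratio 0.0901, Fisher's exact test, p = 4.95e-28). It was predicted before the result was seen that the enrichment would remain when genes are compared within 10 bins of expression, since lists of changed genes favour well-detected genes. The odds ratio within bins was 15.3 for genes lower in knock-out cells, against 16.2 without bins, and 10.1 for genes raised in ESCs, against 10.8. The bins changed the values little. They use the mean expression in d0, d3F and d5FS only, so they cannot exclude an effect of how well genes were detected in the other experiments, and gene length was not tested. For the Table S4 lists, the directions argue against detection or length as the whole account, since neither favours one direction of change. Of the genes lower in knock-out cells, 338 were higher and 2 lower in d5FS than in d0. Of those higher in knock-out cells, 9 were higher and 353 lower. For the genes raised in ESCs, the overlap cannot be told apart from these effects. No biological explanation is drawn from the overlaps.

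The genes of Supplementary Table S1 that were tested and did not pass had a median smallest adjusted p of 0.0646 and a median largest absolute log2 fold change of 4.17.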
